# Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (*Paeonia lactiflora* ‘Hangshao’) seeds based on transcriptome analysis

**DOI:** 10.1186/s12864-020-07339-7

**Published:** 2021-02-01

**Authors:** Jia-Song Meng, Yu-Han Tang, Jing Sun, Da-Qiu Zhao, Ke-Liang Zhang, Jun Tao

**Keywords:** *Paeonia lactiflora* ‘Hangshao’, Fatty acid biosynthesis, Transcriptome, Differentially expressed gene, qRT-PCR

## Abstract

**Background:**

*Paeonia lactiflora* ‘Hangshao’ is widely cultivated in China as a traditional Chinese medicine ‘Radix Paeoniae Alba’. Due to the abundant unsaturated fatty acids in its seed, it can also be regarded as a new oilseed plant. However, the process of the biosynthesis of unsaturated fatty acids in it has remained unknown. Therefore, transcriptome analysis is helpful to better understand the underlying molecular mechanisms.

**Results:**

Five main fatty acids were detected, including stearic acid, palmitic acid, oleic acid, linoleic acid and α-linolenic acid, and their absolute contents first increased and then decreased during seed development. A total of 150,156 unigenes were obtained by transcriptome sequencing. There were 15,005 unigenes annotated in the seven functional databases, including NR, NT, GO, KOG, KEGG, Swiss-Prot and InterPro. Based on the KEGG database, 1766 unigenes were annotated in the lipid metabolism. There were 4635, 12,304, and 18,291 DEGs in Group I (60 vs 30 DAF), Group II (90 vs 60 DAF) and Group III (90 vs 30 DAF), respectively. A total of 1480 DEGs were detected in the intersection of the three groups. In 14 KEGG pathways of lipid metabolism, 503 DEGs were found, belonging to 111 enzymes. We screened out 123 DEGs involved in fatty acid biosynthesis (39 DEGs), fatty acid elongation (33 DEGs), biosynthesis of unsaturated fatty acid (24 DEGs), TAG assembly (17 DEGs) and lipid storage (10 DEGs). Furthermore, qRT-PCR was used to analyze the expression patterns of 16 genes, including *BBCP*, *BC*, *MCAT*, *KASIII*, *KASII*, *FATA*, *FATB*, *KCR*, *SAD*, *FAD2*, *FAD3*, *FAD7*, *GPAT*, *DGAT*, *OLE* and *CLO*, most of which showed the highest expression at 45 DAF, except for *DGAT*, *OLE* and *CLO*, which showed the highest expression at 75 DAF.

**Conclusions:**

We predicted that *MCAT*, *KASIII*, *FATA*, *SAD*, *FAD2*, *FAD3*, *DGAT* and *OLE* were the key genes in the unsaturated fatty acid biosynthesis and oil accumulation in herbaceous peony seed. This study provides the first comprehensive genomic resources characterizing herbaceous peony seed gene expression at the transcriptional level. These data lay the foundation for elucidating the molecular mechanisms of fatty acid biosynthesis and oil accumulation for herbaceous peony.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07339-7.

## Background

As a well-known Chinese traditional flower, herbaceous peony (*Paeonia lactiflora* Pall.) was cultivated more than 4000 years. Owing to the beauty of the color, shape and fragrance, it is regarded as ‘the Prime-Minister of flowers’ and is known as the ‘two superb of flowers’ with tree peony (*Paeonia suffruticosa* Andr.), which is regarded as ‘the King of flowers’. Herbaceous peony is cultivated as a medicinal and ornamental plant in China. To date, more than 500 cultivars are distributed in different regions of China [1]. The dried roots of two herbaceous peony species are the main raw materials for the traditional Chinese medicine ‘Radix Paeoniae Alba’ and ‘Radix Paeoniae Rubra’ [2, 3], which have antithrombic [4], antitumor [5], and anti-posttraumatic stress disorder functions [6]; alleviate inflammation [7]; remove pathogenic heat from the blood; treat blood stasis; relieve pain [8], and so on. As an important medicinal plant, herbaceous peony ‘Hangshao’, the root of which is the traditional Chinese medicine ‘Radix Paeoniae Alba’, is mainly cultivated in Zhejiang Province and widely cultivated in China [9]. In addition, it has a single lobe and a higher seed-setting rate. However, the tremendous number of seeds from herbaceous peony ‘Hangshao’ are mainly wasted every year, except the handful of seeds that are used for propagation [10]. Previous studies have shown that the seed oil content of ‘Hangshao’ is approximately 25%, with more than 90% unsaturated fatty acids (UFAs) [11]. Therefore, herbaceous peony ‘Hangshao’ has the potential to be cultivated as a multifunctional plant, not only as an ornamental, medicinal plant but also as an edible oil resource.

Herbaceous peony ‘Hangshao’ seed oil predominantly contains five fatty acids: oleic acid (C18:1^Δ9^, OA), linoleic acid (C18:2^Δ9,12^, LA), α-linolenic acid (C18:3^Δ9,12,15^, ALA), palmitic acid (C16:0, PA) and stearic acid (C18:0, SA) [10, 11]. OA, LA and ALA are classified as UFAs, which include monounsaturated fatty acids (MUFAs) and polyunsaturated fatty acids (PUFAs). OA, which can improve diastolic heart function, is a MUFA [12]. LA and ALA are PUFAs, which can reduce thrombosis, decrease cardiovascular events and prevent cancer [13]. According to the location of the last double carbon bond relative to the terminal methyl end of the molecule, PUFAs can be divided into the omega-3 (n-3) series and omega-6 (n-6) series. ALA, an important omega-3 PUFA, is an essential fatty acid that cannot be synthesized in the human body and must be obtained via dietary intake; it is the precursor of docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA), which are essential for the growth and development of the brain and retina [14]. Additionally, LA, an important omega-6 PUFA, is also an essential fatty acid that cannot be produced by the human body; it is the precursor of the omega-6 series of fatty acids such as γ-linolenic acid (C18:3^Δ6,9,12^, GLA) and arachidonic acid (C18:4^Δ5,8,11,14^, AA) [15]. Nevertheless, high intake of omega-6 PUFAs with low intake of omega-3 PUFAs might promote the pathogenesis of many diseases, including cardiovascular disease, cancer, and inflammatory and autoimmune diseases [16]. Therefore, the Food and Agriculture Organization (FAO) of the United Nations and the World Health Organization (WHO) suggest that the omega-6/3 ratio should be lower than 5:1 [17].

Previous research has shown that the ratio of omega-6/omega-3 is approximately 1.5:1 in herbaceous peony ‘Hangshao’ mature seed oil. However, the ratio of omega-6/omega-3 increases during seed development because the relative content of ALA decreases gradually and the relative content of LA slightly increases [10, 11]. Nevertheless, very little research has examined fatty acid accumulation at the molecular level for herbaceous peony seed oil. Fatty acid biosynthesis in plants occurs via a very complicated biological pathway regulated by various enzymes. RNA sequencing (RNA-Seq) has provided a convenient and rapid method for finding key genes in fatty acid biosynthesis and unsaturated fatty acid biosynthesis at the molecular level. De novo transcriptome sequencing had been applied to identify and profile gene expression differences of some herb oilseed plants such as soybean [18], peanut [19], rape [20], and sunflower [21] and some tree oilseed plants such as tree peony [17], olive [22], tea-oil camellia [23], and *Hiptage benghalensis* [24]. However, research on herbaceous peony has mainly concentrated on thermotolerant-related differentially expressed genes [25], codon usage patterns [26] and anthocyanin biosynthetic genes [27] based on transcriptome sequencing. The fatty acid metabolism of herbaceous peony has remained unknown. Moreover, genetic control of the unsaturated fatty acid accumulation of herbaceous peony is unexplored.

In this study, we measured the oil content and absolute content of five main fatty acids of herbaceous peony ‘Hangshao’ seeds at five developmental stages (30, 45, 60, 75 and 90 days after flowering, DAF) by gas chromatography-mass spectrometry (GC-MS). We identified differentially expressed genes (DEGs) related to the biosynthesis of unsaturated fatty acids and oil accumulation. Furthermore, we validated the expression of 16 DEGs using quantitative real-time polymerase chain reaction (qRT-PCR). Our results reveal the transcriptomic aspects of unsaturated fatty acid biosynthesis and oil accumulation in herbaceous peony seed, and provide a useful reference for fatty acid biosynthesis studies of other plant species.

## Results

### Change in oil content and absolute contents of five fatty acids

The oil content of herbaceous peony ‘Hangshao’ seeds at five different stages was studied. It was approximately 5.06%±0.06% at 30 DAF, and it increased constantly, reaching a maximum of 20.92%±0.25% at 75 DAF and then slightly decreasing at 90 DAF (Fig. 1b). Five main fatty acids, PA, SA, OA, LA and ALA, were detected by gas chromatography-mass spectrometry (GC-MS) analysis of the fatty acid components of the seeds from the herbaceous peony ‘Hangshao’. Through quantitative analysis of the contents of five fatty acids (Fig. 1c), it was found that the content of ALA, LA and PA showed a trend toward first rising and then falling during seed development, and the maximum value appeared in the S4 period. In contrast, the content of OA and SA increased consistently during seed development, and the maximum value appeared in the S5 period. However, the absolute contents of the five fatty acids in the five periods showed that the ALA content was highest and the SA content was lowest, and the contents followed the order ALA > LA > OA > PA > SA. The total contents of the five fatty acids from S1 to S5 seeds were 4.49 g·100 g^− 1^, 12.17 g·100 g^− 1^, 21.19 g·100 g^− 1^, 26.11 g·100 g^− 1^ and 24.75 g·100 g^− 1^. Moreover, the content of ALA exceeded 10 g·100 g^− 1^ in both the S4 and S5 stages.

**Fig. 1:**
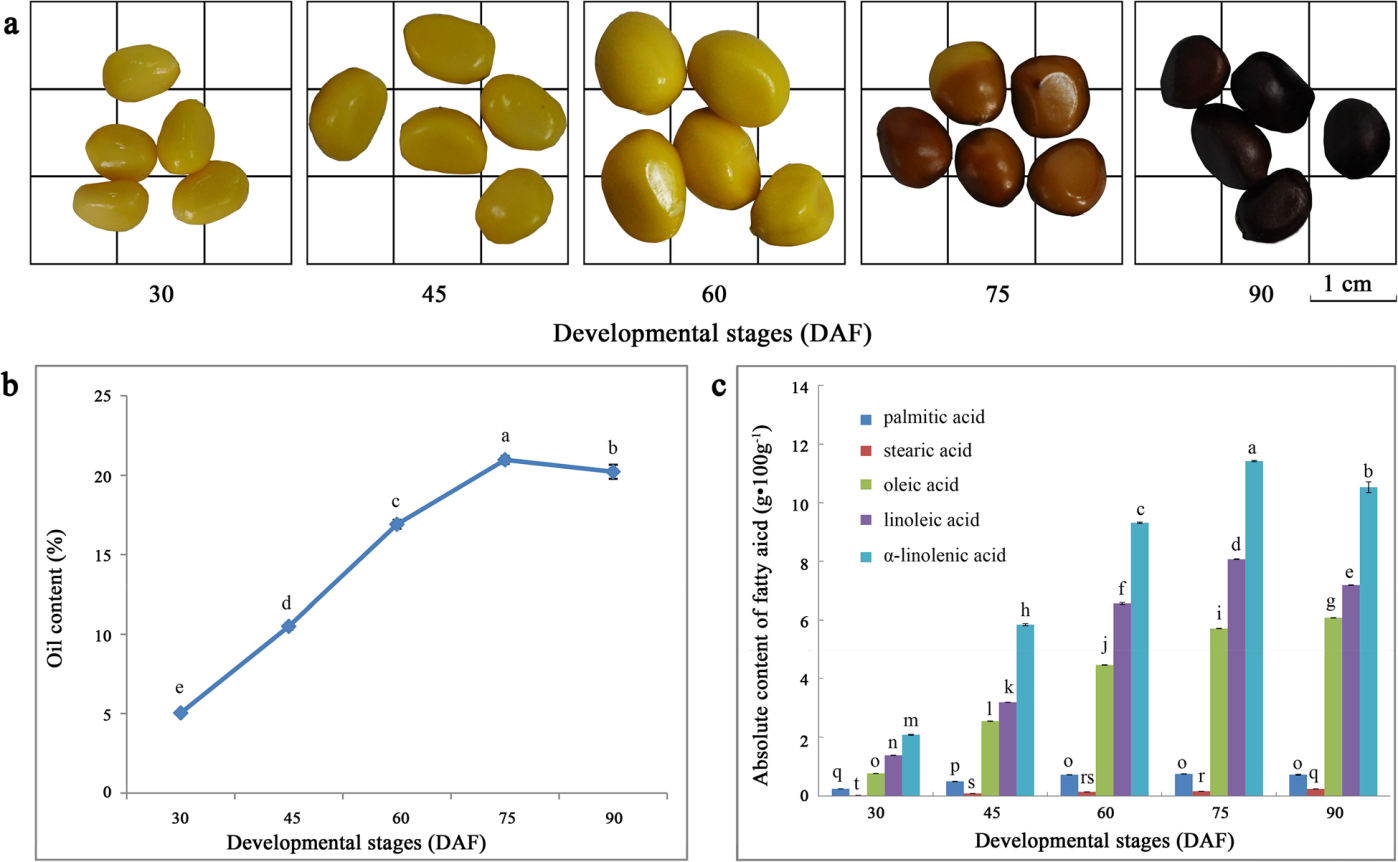
Oil content and absolute content of five main fatty acids in seeds of *Paeonia lactiflora* ‘Hangshao’. **a** Seeds in the collecting period; **b** Oil content in the developing seed; **c** Absolute content of five main fatty acids in the developing seed. DAF, days after flowering

### Sequencing read filtering and de novo assembly

Nine cDNA libraries containing three biological repeats were created from three stages of developing herbaceous peony ‘Hangshao’ seeds (the early, middle and late stages of seed development, that is 30, 60, and 90 DAF, respectively) collected from the same strain and sequenced using the Illumina high-throughput sequencing platform, to explore the molecular mechanism of fatty acid biosynthesis and oil accumulation. 

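The 9 libraries were made from developing seeds of ‘Hangshao’, a cultivar of herbaceous peony, with 3 libraries each at 30, 60 and 90 days after flowering (DAF). By the paper's methods the seeds came from the same plant, and those for sequencing from the same strain. The SDs, standard errors and p-values below therefore need not cover the spread between plants. The authors mapped the clean reads of each library to the unigenes of their own assembly with Bowtie2, estimated expression with RSEM, and deposited 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for each unigene and library. Transcript length and library size had therefore been divided out already, and the versions of the tools are not given in the sources used here. The paper's Table S1 gives total clean reads per library, printed in Mb and taken here as counts of reads, of 73.7 to 74.5 at 30 DAF (median 74.4), 74.0 to 74.5 at 60 DAF (median 74.2) and 73.5 to 74.4 at 90 DAF (median 73.9). Read counts were not analysed here, but the step between low FPKM values, which is what 1 read is worth, gave depths relative to replicate 1 at 30 DAF of 0.933 to 1 at 30 DAF, 1.04 to 1.07 at 60 DAF and 0.871 to 0.933 at 90 DAF, to the nearest 0.05 on the log2 scale. Unigenes with at least 0.5 FPKM in at least 3 of the 9 libraries were tested, which left 55192. Pearson's r between libraries over these unigenes, on log2(FPKM + 0.5), was 0.939 to 0.949 within 30 DAF, 0.927 to 0.936 within 60 DAF and 0.814 to 0.856 within 90 DAF. Between stages it was 0.861 to 0.887 for 30 and 60 DAF, 0.687 to 0.725 for 60 and 90 DAF and 0.612 to 0.638 for 30 and 90 DAF. These correlations run across unigenes, which are not independent replicates. The stages were compared with limma, using a variance trend and all 9 libraries in 1 model, on log2(FPKM + 0.5), a scale that understates the change of unigenes with low FPKM. A DEG had a change of at least 1 on that scale and an adjusted p of at most 0.05 with Benjamini-Hochberg adjustment, the thresholds of the paper's own analysis with DESeq2, a tool made for counts. The change of the median unigene was -0.31 from 30 to 60 DAF (Group I), 0.36 from 60 to 90 DAF (Group II) and 0.06 from 30 to 90 DAF (Group III) on the deposited FPKM, so the change of a named unigene is also given relative to it. Under median-of-ratios scaling these medians were -0.03, -0.04 and -0.07, and under quantile normalization -0.01, 0.14 and 0.14. Stage values are means ± SD of 3 libraries. For every unigene given below with an adjusted p, the 3 libraries of 1 stage all lay above the 3 of the other, which chance alone gives for 10% of unigenes. Contigs whose names share a CL number come from 1 cluster of similar transcripts, between which RSEM can divide reads, so the change of the cluster's summed FPKM is given beside that of a contig.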

A total of 100.07 G paired-end raw reads were produced by transcriptome sequencing. After removing low-quality, adapter-contaminated and high-content unknown base (N) reads, the percentage of clean reads for nine samples was more than 82% (Additional file 1: Table S1). 

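The deposited table held FPKM values for 125685 unigenes, of which 54979 were contigs of 16261 clusters and 70706 were single unigenes. Each of them had an FPKM above 0 in at least 1 library, and 41858 had one in all 9. In the individual libraries, 77266, 83519 and 78771 unigenes lay above 0 at 30 DAF, 74896, 74702 and 77489 at 60 DAF, and 78834, 77922 and 76163 at 90 DAF. The means were 79852 ± 3264, 75696 ± 1556 and 77640 ± 1358 (SD, n = 3), and neither 60 DAF against 30 DAF nor 90 DAF against 60 DAF separated them (p = 0.2 each, exact two-sided permutation test, where 3 libraries against 3 cannot go below 0.1). With a limit of 1 FPKM the means fell to 33943, 28727 and 37078, and each library at 60 DAF (27880 to 29888) lay below each at 30 DAF (31395 to 37198) and at 90 DAF (36201 to 38159). The 10 highest unigenes held 10.8% ± 1.29 of all FPKM at 30 DAF, 17.8% ± 2.81 at 60 DAF and 11.8% ± 0.728 at 90 DAF (SD, n = 3), and each library at 60 DAF lay above each library of the other stages (p = 0.1 in Groups I and II, exact two-sided permutation test, the smallest p that 3 against 3 allow).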

After read filtering and assembly, a set of 150,156 unigenes was obtained, with a total length, average length, and N50 and GC content of 154,674,160 bp, 1030 bp, 1825 bp and 39.97%, respectively (Additional file 2: Table S2). The unigene length ranged from 300 to 3000 nt, and the unigene number gradually decreased without obvious separation as the size of the sequences increased (Additional file 3: Figure S1).

### Gene functional annotation

After assembly, all the unigenes were subjected to BLASTx analysis against seven public databases, including NR, NT, GO, KOG, KEGG, Swiss-Prot and InterPro (Table 1). A total of 73,399 (48.88%) unigenes were annotated in at least one database, whereas 15,005 (9.99%) unigenes were annotated in all databases. The highest annotation rate was obtained in the NR database, which assigned 67,096 (44.68%) unigenes. A total of 45,488 (30.29%), 42,533 (28.33%) and 48,907 (32.57%) unigenes were annotated using the NT, Swiss-Prot and InterPro database, respectively.

**Table 1:** Functional annotation of unigenes for seeds of *Paeonia lactiflora* ‘Hangshao’ in a public functional database

Values	Number	Percentage
Total unigenes	150,156	100%
Nr	67,096	44.68%
Nt	45,488	30.29%
Swissprot	42,533	28.33%
KEGG	49,630	33.05%
KOG	51,612	34.37%
Interpro	48,907	32.57%
GO	29,413	19.59%
Intersection	15,005	9.99%
Overall	73,399	48.88%

Based on the NR database function annotation result, the ratio of different species unigene annotation was calculated, and the distribution map was drawn (Additional file 4:Figure S2A). The unigenes of herbaceous peony ‘Hangshao’ seeds were matched to species such as *Vitis vinifera* (32.79%), *Nelumbo nucifera* (5.84%), *Theobroma cacao* (5.45%) and *Jatropha curcas* (3.66%). In addition, 51,612 (34.37%) unigenes were annotated with 25 KOG terms (Additional file 4: Figure S2B). Interestingly, 1868 unigenes were annotated in the ‘Lipid transport and metabolism’ category. Moreover, 29,413 (19.59%) unigenes were annotated with 55 GO terms, including 24 terms related to biological processes, 17 terms related to cellular component and 14 terms related to molecular functions (Additional file 4:Figure S2C). To further understand the biological functions and interactions of genes, they were also classified into metabolic pathways using KEGG. A total of 49,630 (33.05%) unigenes were assigned to 21 subcategories divided into six categories, including cellular processes, environmental information processing, genetic information processing, human diseases, metabolism and organismal systems (Additional file 4:Figure S2D). Among the KEGG pathways, the top three subcategories were ‘global and overview maps’ (12,390 unigenes), metabolism’ (4905 unigenes) and ‘translation’ (4321 unigenes). In contrast, 1766 unigenes were annotated to ‘lipid metabolism’, which will help us understand the fatty acid and oil accumulation in herbaceous peony seeds.

### Analysis of differentially expressed genes for developmental herbaceous peony ‘Hangshao’ seeds

To understand the patterns of seed development in detail and identify key genes in fatty acid biosynthesis, differentially expressed genes (DEGs) were analyzed by comparing the FPKM value of unigenes between the different developmental seeds of the herbaceous peony ‘Hangshao’. Based on the gene expression level, DEGs were identified between different groups (Fig. 2a). Seeds at 30 DAF served as the control, and 4635 and 18,291 DEGs were identified at 60 and 90 DAF, respectively. Additionally, seeds at 60 DAF served as the control, and 12,304 DEGs were also identified at 90 DAF. 

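From 30 to 60 DAF (Group I), 4443 of the 55192 tested unigenes passed both thresholds of the limma test, and in 4440 of them the 3 libraries of 1 stage lay above the 3 of the other. From 30 to 90 DAF (Group III) 16677 passed, 16403 of them without overlap between the stages. On the adjusted p alone there were 6632 in Group I and 21599 in Group III. Group I depended most on single libraries at 30 DAF, with 2788 DEGs without replicate 1, 2327 without replicate 2 and 2433 without replicate 3. In Group III the alternative that moved the number most was summing the contigs of each cluster before the test, which gave 11399. That number counts clusters and single unigenes, so merging contigs lowers it by itself. A test of limma over all 3 stages at once found 24444 unigenes with an adjusted p of at most 0.05.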

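From 60 to 90 DAF (Group II), 15230 unigenes passed both thresholds and 20547 the adjusted p alone. In 15035 of the 15230 the 3 libraries of 1 stage did not overlap the 3 of the other. Adding 1 in place of 0.5 before taking the logarithm moved this number most, to 10849. In simulated Group III data with 200 changed unigenes among 55192, the same test recovered 39% of changes of 1.5 and 84% of changes of 3 on the log2 scale, and called 3 unchanged unigenes. In the real Group III 21599 unigenes passed the adjusted p. The adjustment is stricter where few unigenes change, so these shares understate what the test recovers there.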

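On the FPKM as deposited, 947 DEGs of Group I were higher at 60 DAF and 3496 lower, so that 21.3% were upregulated. In Group II 10034 were higher and 5196 lower at 90 DAF (65.9% upregulated), and in Group III 7556 were higher and 9121 lower (45.3% upregulated). The split in Groups I and II moved with the scaling of the libraries. After median-of-ratios scaling of the FPKM, Group I had 1534 upregulated and 1960 downregulated DEGs (43.9% upregulated), Group II had 4139 and 7809 (34.6%), and Group III had 5640 and 9876 (36.3%). After quantile normalization the numbers were 1637 and 1977 (45.3%), 6320 and 6477 (49.4%), and 8169 and 8265 (49.7%). Of the DEGs on the deposited FPKM, 2906 in Group I, 9335 in Group II and 14647 in Group III were also DEGs after median-of-ratios scaling. Quantile normalization kept 2912, 11444 and 15671.

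**Figure D1:**
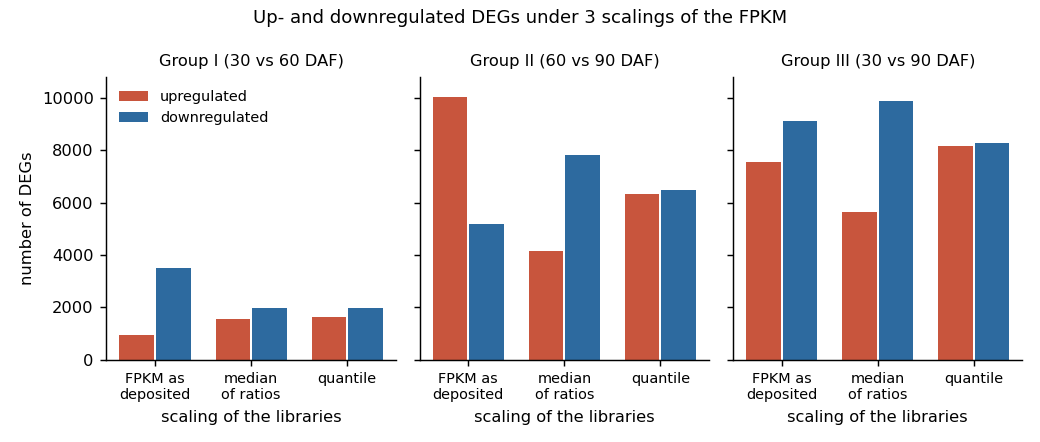
Number of DEGs (vertical axis) that were upregulated (red bars) and downregulated (blue bars) at the later stage of Groups I, II and III, on the FPKM as deposited and under 2 other scalings of the 9 libraries (horizontal axis). In Group II the red bar falls from 10034 on the deposited FPKM to 4139 after median-of-ratios scaling, while the blue bar rises from 5196 to 7809.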

There were 2410, 4210 and 7385 upregulated unigenes and 2225, 8094 and 10,906 downregulated unigenes at 30 vs 60 DAF (Group I), 60 vs 90 DAF (Group II) and 30 vs 90 DAF (Group III), respectively. Two hierarchical cluster analyses were conducted based on the FPKM value of these DEGs for the three groups (Fig. 2b). The DEG intersection (Inter) and DEG union of the three different groups were clustered into three clusters. DEGs in the same cluster had identical or similar expression patterns during the seed developmental stage.

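Over the 21742 unigenes that were DEGs in at least 1 group, the mean FPKM was highest at 30 DAF in 8489 (39.0%), at 60 DAF in 2050 (9.43%) and at 90 DAF in 11203 (51.5%). After median-of-ratios scaling, where 18235 unigenes were DEGs in at least 1 group, the numbers were 7582 (41.6%), 4288 (23.5%) and 6365 (34.9%). Of the 21742, 479 were DEGs only in Group I, 4068 only in Group II and 4013 only in Group III, while 518 were shared by Groups I and II alone, 2020 by Groups I and III alone and 9218 by Groups II and III alone.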

**Fig. 2:**
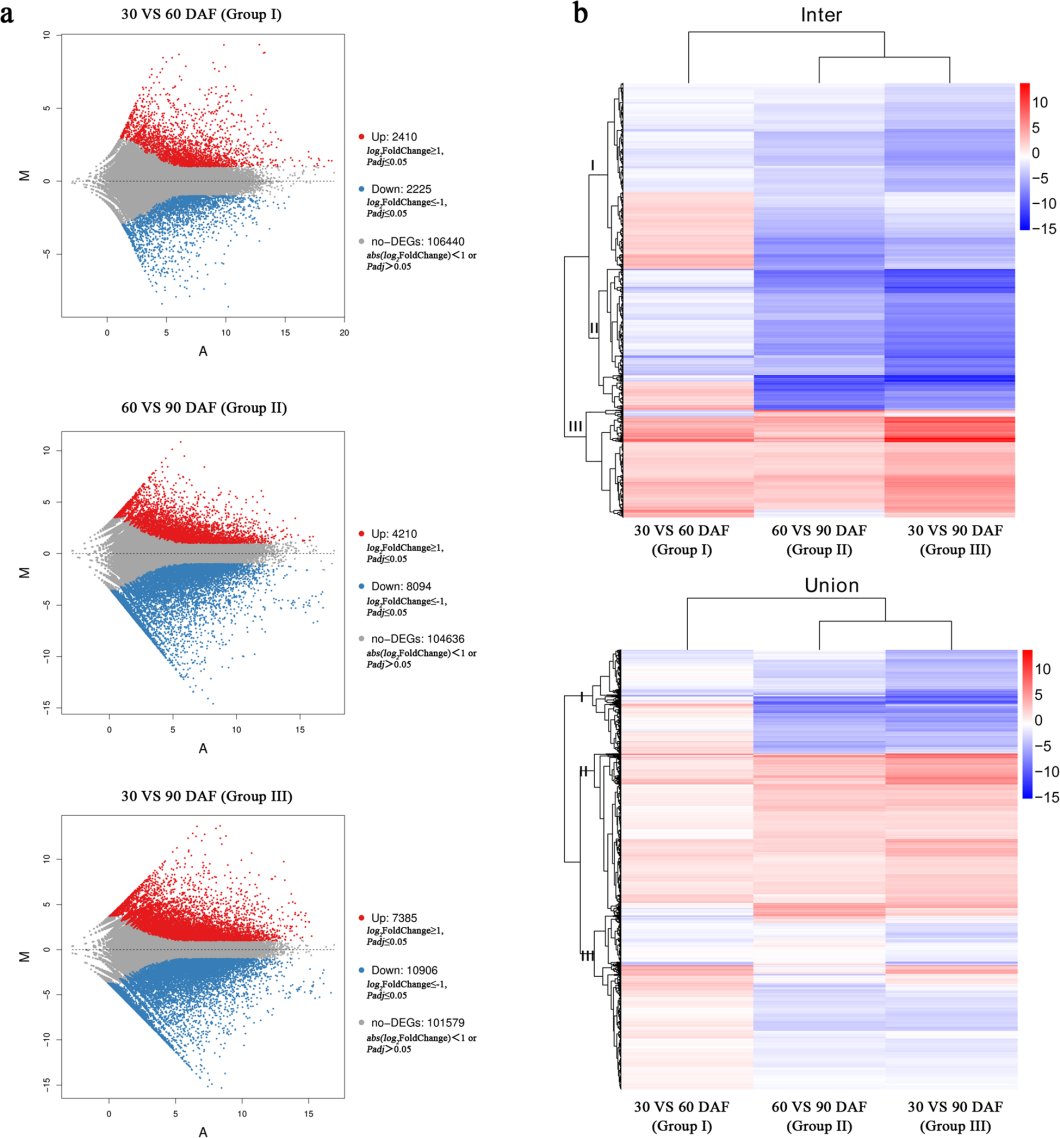
Analysis of DEGs in seeds of *Paeonia lactiflora* ‘Hangshao’**. a** Gene analysis of DEGs in different stages; **b** Cluster analysis of DEGs in different stages

The DEGs at different developmental stages were integrated and mapped into the GO database (Additional file 5: Table S3 and Additional file 6: Figure S3). Overall, the number of DEGs annotated to the same GO term between the three different groups increased with the developmental stage. The DEGs in Group III were annotated to 23 biological processes, 17 cellular components and 14 molecular functions. In contrast, the DEGs in Group II were annotated to 21 biological processes (except for ‘biological adhesion’ and ‘locomotion’), 17 cellular components and 13 molecular functions (except for ‘metallochaperone activity’). Additionally, the DEGs in Group I were annotated to 21 biological processes (except for ‘biological adhesion’ and ‘rhythmic process’), 14 cellular components (except for ‘nucleoid’, ‘virion’ and ‘virion part’) and 12 molecular functions (except for ‘metallochaperone activity’ and ‘protein tag’).

DEGs in the three different groups were annotated to five KEGG categories (including cellular processes, environmental information processing, genetic information processing, metabolism and organismal systems) and 19 KEGG subcategories (Additional file 7: Table S4). 

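Table S5 names the unigenes of Group I that carry a KEGG annotation, and 1600 of those it lists passed the filter on low FPKM. By limma with Benjamini-Hochberg adjustment over all tested unigenes, 1032 of them were DEGs from 30 to 60 DAF, 309 higher and 723 lower at 60 DAF. This split is given on the deposited FPKM only, and that of all Group I DEGs moved with the scaling. Adjusted over the list alone there were 1189, which is not independent evidence, since the study chose the list on these libraries. Leaving out replicate 3 at 30 DAF moved the number most, to 671. The lists of Table S5 for 60 vs 90 DAF and 30 vs 90 DAF were held only in part and were not analysed here.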

The numbers of DEGs annotated to the KEGG pathway were 1698, 4321 and 6035 for Group I, Group II and Group III, respectively (Additional file 8: Table S5). Further analysis of the KEGG annotation showed that 28, 43 and 41 pathways were significantly enriched for Group I, Group II and Group III, respectively (Additional file 9: Table S6). Among the top 25 enriched pathways in each group, 13 pathways were significantly enriched in all three groups (Fig. 3a). Among them, glycerolipid metabolism, arachidonic acid metabolism and sphingolipid biosynthesis belong to lipid metabolism. Additionally, 12 pathways were significantly enriched in two groups, including cutin, suberine and wax biosynthesis and steroid biosynthesis, which belong to lipid metabolism. Moreover, 12 pathways were significantly enriched in only one group, including fatty acid biosynthesis and linoleic acid metabolism. Additionally, 14 pathways were annotated to lipid metabolism (Fig. 3b and Additional file 10:Table S7). 

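For Group I the unigenes behind these pathways could be followed in the deposited FPKM. Table S5 assigns 191 unigenes of Group I to at least 1 of the 14 pathways of lipid metabolism, 186 of which were tested and 127 of which were DEGs by limma, 43 upregulated and 84 downregulated at 60 DAF. For fatty acid biosynthesis these were 20 of 22 listed unigenes, 1 up and 19 down, and for fatty acid elongation all 6, 1 up and 5 down. Glycerolipid metabolism had 27 DEGs among 48 listed unigenes, 15 up and 12 down, and glycerophospholipid metabolism had 15 among 23, 6 up and 9 down. In sphingolipid metabolism 16 of 24 were DEGs, 8 in each direction, and in cutin, suberine and wax biosynthesis 16 of 26, 4 up and 12 down. For alpha-linolenic acid, arachidonic acid and linoleic acid metabolism there were 14 of 20, 9 of 14 and 5 of 11. Ether lipid metabolism had 10 of 12, fatty acid degradation 9 of 16, steroid biosynthesis 6 of 11 and the synthesis and degradation of ketone bodies 1 of 2. In the biosynthesis of unsaturated fatty acids both DEGs among the 5 listed unigenes were upregulated. An enrichment test was not run on these lists. All directions here are on the deposited FPKM, where the median unigene changed by -0.31 in Group I. Over all DEGs of Group I the upregulated share rose from 21.3% to 43.9% under median-of-ratios scaling. The split per pathway was not counted under another scaling, so the excess of falls may be smaller there.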

Glycerolipid metabolism, fatty acid biosynthesis, arachidonic acid metabolism and sphingolipid metabolism were significantly enriched in all three groups. The number of DEGs in the 4 KEGG pathways mentioned above increased with seed development. Despite no significant enrichment of DEGs in the KEGG pathway of unsaturated fatty acid biosynthesis, the number of DEGs also increased with seed development. These results provide clues regarding the identification of key genes involved in the biosynthesis of unsaturated fatty acids.

**Fig. 3:**
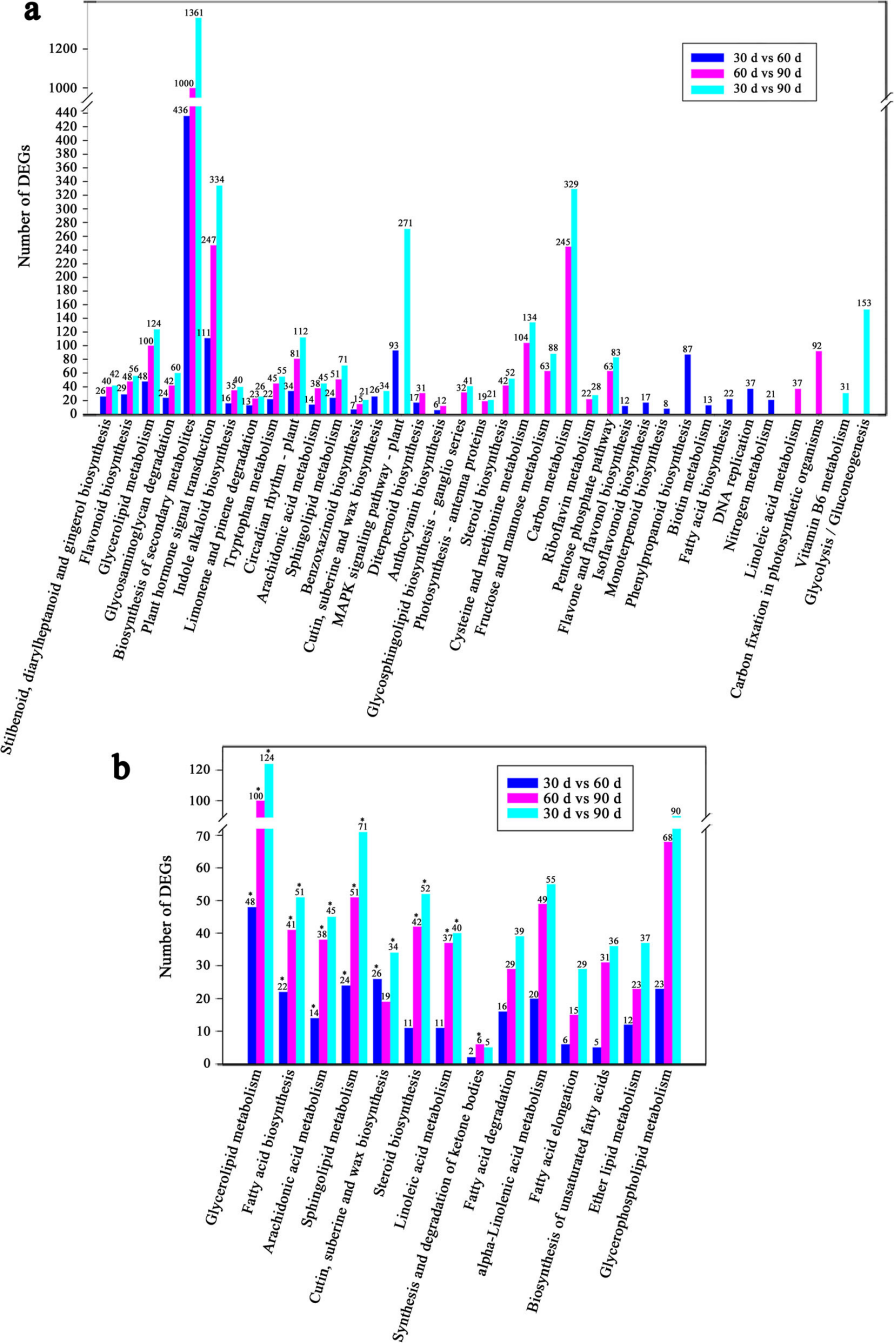
Analysis of DEGs in significantly enriched KEGG pathways. **a** Number of DEGs in the top 25 significantly enriched KEGG pathways; **b** Number of DEGs in the l4 lipid metabolism KEGG pathways; * represents a significantly enriched KEGG pathway

In addition, 1480 DEGs were obtained from the intersection analysis of the three groups (Fig. 4a), and these 1480 DEGs were annotated to 17 biological processes, 14 cellular components and 12 molecular functions in the GO database (Fig. 4b). 

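Here 1426 unigenes were DEGs by limma in all 3 groups. If the calls of the groups were independent, 370.5 would be expected, and in 20 simulated sets of libraries without any stage effect, which share libraries between groups as the real ones do, none was found. This 0 leaves open how much of the overlap the shared libraries bring. In 911 of the 1426 FPKM fell in all 3 groups and in 315 it rose in all 3. On the deposited FPKM another 137 rose from 30 to 60 DAF and then fell below the level at 30 DAF, 32 fell and then rose above it, 21 fell and then recovered in part, and 10 rose and then fell in part. Of the 1250 DEGs in all 3 groups after median-of-ratios scaling, 663 fell and 287 rose throughout, 247 rose and then fell below the first level, 9 fell and then rose above it, 11 fell and recovered in part, and 33 rose and fell in part. The highest mean was at 30 DAF in 932, at 60 DAF in 147 and at 90 DAF in 347 on the deposited FPKM, and in 674, 280 and 296 after that scaling. An adjusted p of at most 0.01 moved the number of shared DEGs most, to 810.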

In biological process, the largest category was ‘metabolic process’, followed by ‘cellular process’ and ‘single-organism process’. In cellular component, the largest category was ‘membrane’, followed by ‘cell’ and ‘cell part’. In molecular function, the two largest categories were ‘catalytic activity’ and ‘binding’. Moreover, the 1480 DEGs were annotated to 19 KEGG pathways (Fig. 4c). The largest category was ‘global and overview maps’, followed by ‘carbohydrate metabolism’ and ‘lipid metabolism’.

**Fig. 4:**
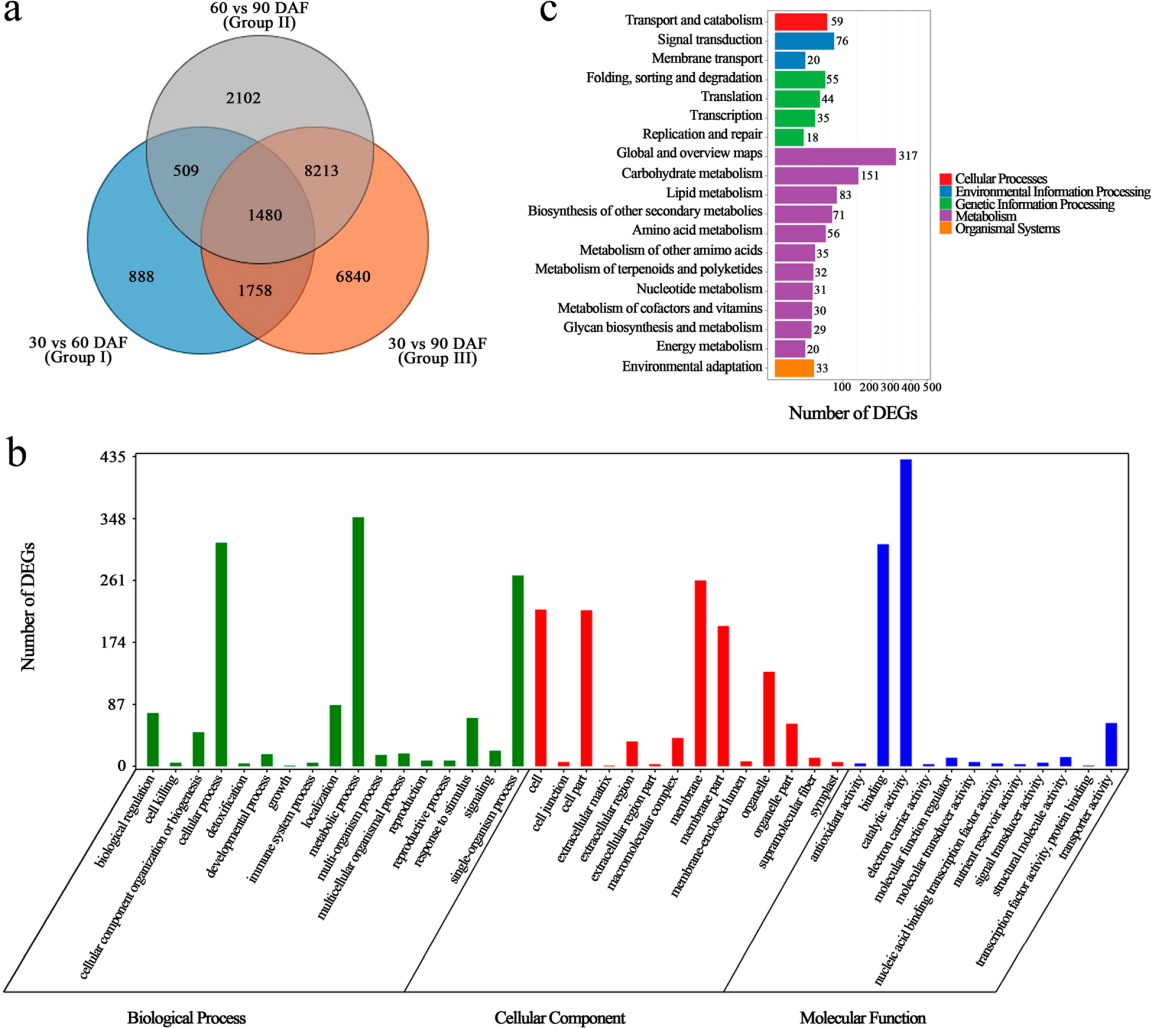
Analysis of DEGs obtained from the intersection of three groups. **a** Venn diagram between DEGs from three groups; **b** Functional distribution of intersection DEGs annotated by GO; **c** Functional distribution of intersection DEGs annotated by KEGG

### Analysis of DEGs for lipid metabolism

The analysis of DEGs in 14 KEGG pathways annotated to lipid metabolism found 503 DEGs (Additional file 11: Table S8) belonging to 111 enzymes. 

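All 503 unigenes of Table S8 were found in the deposited table, 458 passed the filter on low FPKM and 425 were DEGs by limma in at least 1 group. In Group I there were 145 (37 up and 108 down), in Group II 298 (86 up and 212 down) and in Group III 389 (98 up and 291 down), and 64 were DEGs in all 3. Adjusted over the list alone, 434 were DEGs in at least 1 group, 172 in Group I, 305 in Group II and 394 in Group III, although the study chose this list on the same libraries. The alternative that moved the number in Group I most was an adjusted p of at most 0.01, with 97, and that in Group II was the same limit, with 255. The predominance of falling unigenes in Group III held after median-of-ratios scaling, where 299 of 389 fell, and after quantile normalization, where 278 of 379 fell. The splits in Groups I and II are given on the deposited FPKM only.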

Then, based on the standard FPKM and LOG2 values of different replicates, 111 DEGs were selected for heat map and cluster analysis (Additional file 12: Table S9 and Fig. 5). The results showed that 111 DEGs for lipid metabolism were clustered into four clusters (Fig. 5a). There were 11, 26, 32 and 42 DEGs in Cluster I, II, III and IV, respectively. The DEGs in Cluster I and II were highly expressed, whereas those in Cluster III and IV were expressed at a relatively low level. Additionally, the average log2 FPKM values for the 11 DEGs in Cluster I and the 42 DEGs in Cluster IV showed an increasing pattern; however, those of the 26 DEGs in Cluster II and 32 DEGs in Cluster III showed a declining pattern (Fig. 5b).

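Of the 111 unigenes of Table S9, 110 were tested and 107 were DEGs by limma in at least 1 group. From 30 to 90 DAF the mean FPKM was higher in 35 and lower in 76, and 32 of the rises and 68 of the falls passed the thresholds of the limma test. Adjusted over the list alone, which the study drew from these libraries, 100 were DEGs in this group. The means rose at both steps in 28 unigenes and fell at both in 64, while 10 were highest and 9 lowest at 60 DAF. Hierarchical clustering of the log2 stage means, with values under 0.01 set to 0.01, was repeated here with Euclidean distance and average linkage, a choice made here because the linkage is not given in the sources used here. Divided into 4, the tree gave clusters of 102, 4, 3 and 2 unigenes. The mean log2 FPKM of the 102 fell from 3.97 to 3.53 and 2.23 over the stages, that of the 4 rose from -2.47 to 4.29 and 8.38, that of the 3 rose from 7.60 to 9.62 and 10.75, and that of the pair fell from 0.01 to -4.10 and -6.64. Complete linkage gave clusters of 51, 25, 19 and 16, of which those of 19 and 16 rose in their mean and in each member from 30 to 90 DAF. Ward linkage gave 61, 28, 12 and 10, of which only that of 28 rose in its mean, with 16 of its members higher at 90 DAF than at 30 DAF and another 16 in the cluster of 61.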

**Fig. 5:**
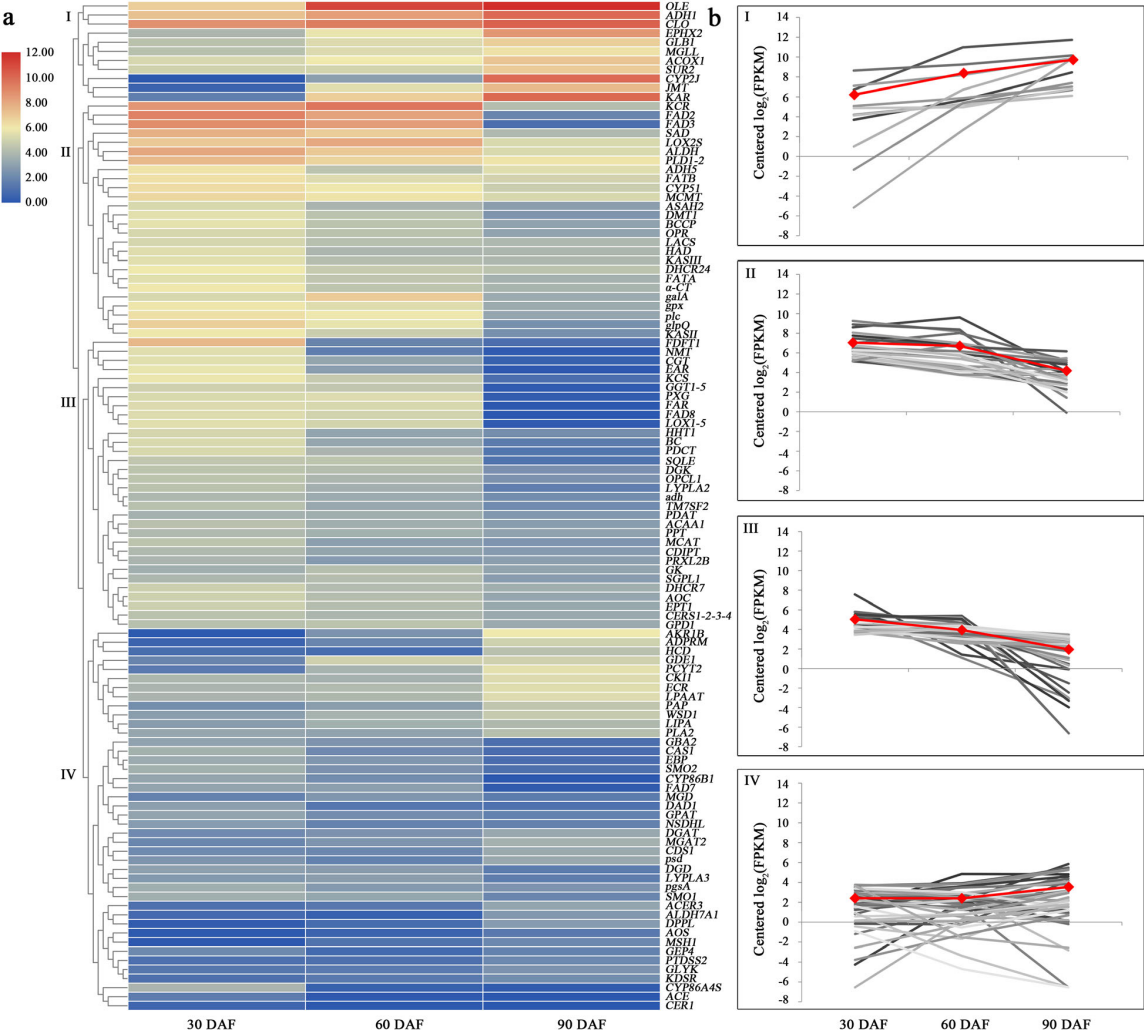
Cluster analysis of DEGs in the lipid metabolism pathway of *Paeonia lactiflora* ‘Hangshao’ seeds. **a** Hierarchical clustering dendrogram of DEGs in lipid metabolism. The red highlighting indicates genes that were highly expressed, whereas the blue highlighting indicates genes with low expression. **b** The four cluster groups with different gene expression patterns

### Analysis of DEGs for fatty acid biosynthesis, elongation and desaturation

To further uncover the key genes associated with the biosynthesis of unsaturated fatty acids and oil accumulation in the developmental herbaceous peony ‘Hangshao’ seed, DEGs in five pathways were analyzed, including fatty acid biosynthesis, fatty acid elongation, biosynthesis of unsaturated fatty acids, triacylglycerol (TAG) biosynthesis and lipid storage (Fig. 6). First, the DEGs with a log2 value of the FPKM ration in any two periods greater than 1 or less than − 1 were selected. Then, sequences of the DEGs selected above belonging to the same enzyme were compared using Bioxm software. Last, those DEGs with the same sequences were removed. Finally, we identified 123 DEGs involved in fatty acid biosynthesis (39 DEGs), fatty acid elongation (33 DEGs), biosynthesis of unsaturated fatty acids (24 DEGs), TAG biosynthesis (17 DEGs) and lipid storage (10 DEGs) (Additional file 13: Table S10 and Fig. 6). 

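All 123 unigenes of Table S10 were found in the deposited table. Of them 115 passed the filter on low FPKM, and 103 were DEGs by limma in at least 1 group, or 105 adjusted over the list alone, which the study drew from these libraries. An adjusted p of at most 0.01 gave 94, as did leaving out replicate 1 or 2 at 30 DAF, the largest move of this number. The largest changes in Group I, among those called and free of overlap between stages, were the following. The 3-oxoacyl-ACP reductase contig CL2376.Contig2_All rose from 2.03 ± 2.06 to 113 ± 35.7 FPKM, a log2 change of 5.75 in Group I (standard error 0.61, adjusted p = 6.61e-04 by limma with Benjamini-Hochberg adjustment, 6.05 relative to the median unigene), and the oleosin contig CL8973.Contig3_All changed by 3.60 in Group I (standard error 0.17, adjusted p = 1.73e-05 by limma with Benjamini-Hochberg adjustment, 3.90 relative to the median unigene). The cluster sums behind these contigs changed by 5.53 and 3.55. Falls were largest in the 3-ketoacyl-CoA synthase contig CL14705.Contig2_All, with a log2 change of -4.36 in Group I (standard error 0.30, adjusted p = 8.25e-05 by limma with Benjamini-Hochberg adjustment, -4.05 relative to the median unigene), and in the 3-hydroxyacyl-ACP dehydratase contig CL1701.Contig4_All, with -3.19 in Group I (standard error 0.27, adjusted p = 2.10e-04 by limma with Benjamini-Hochberg adjustment, -2.89 relative to the median unigene). Their cluster sums changed by -4.47 and -1.77.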

The expression levels of these DEGs at 30, 60 and 90 DAF are summarized in Additional file 13.

**Fig. 6:**
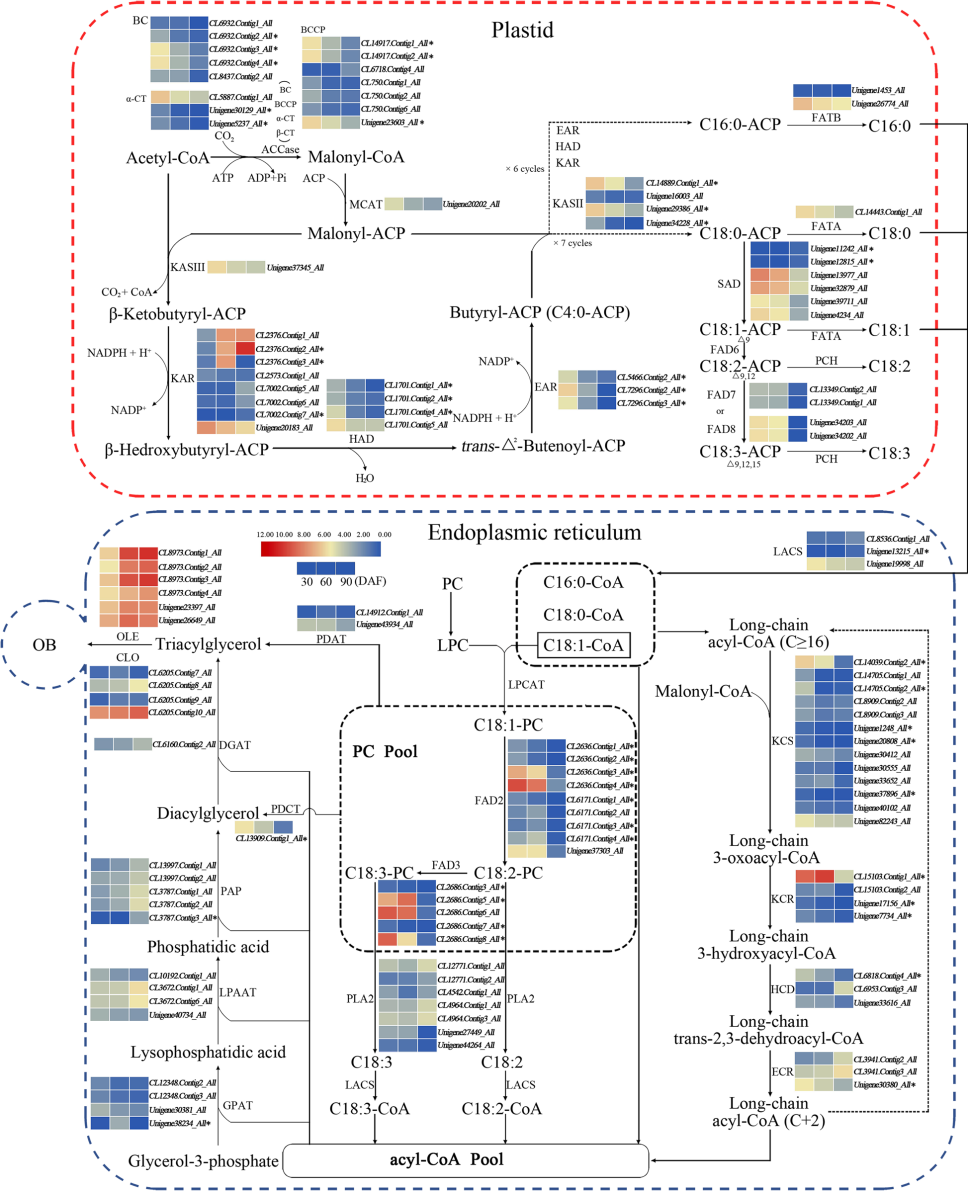
Proposed gene networks involved in unsaturated fatty acid biosynthesis and oil accumulation in *Paeonia lactiflora* ‘Hangshao’ seeds. The expression levels (represented by the Log_2_ FPKM) of the possible candidates are highlighted by color scales (blue to red scale) in *Paeonia lactiflora* ‘Hangshao’ seeds at different development stages (30, 60 and 90 DAF). BC: biotin carboxylase; BCCP: biotin carboxyl carrier protein; α-CT: carboxyl transferase subunit alpha; β-CT: carboxyl transferase subunit beta; MACT: malonyl-CoA-acyl carrier protein transacylase; KASIII: 3-oxoacyl-ACP synthase III; KAR: 3-oxoacyl-ACP reductase; HAD: 3-hydroxyacyl-ACP dehydratase; EAR: enoyl-ACP reductase I; KASII: 3-oxoacyl-ACP synthase II; FATB: fatty acyl-ACP thioesterase B; FATA: fatty acyl-ACP thioesterase A; SAD: stearoyl-ACP desaturase; FAD: fatty acid desaturase; PCH: palmitoyl-CoA hydrolase; LACS: long-chain acyl-CoA synthetase; PC: phosphatidylcholine LPC: lysophosphatidylcholine; LPCAT: lysophosphatidylcholine acyltransferase; PLA2: phospholipase A2; KCS: 3-ketoacyl-CoA synthase; KCR: very-long-chain 3-oxoacyl-CoA reductase; HCD: very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase; ECR: very-long-chain enoyl-CoA reductase; GPAT: glycerol-3-phosphate acyltransferase; LPAAT: 1-acyl-sn-glycerol-3-phosphate acyltransferase; PAP: phosphatide phosphatase; DGAT: diacylglycerol O-acyltransferase; PDAT: phospholipid:diacylglycerol acyltransferase; PDCT: phosphatidylcholine:diacylglycerol cholinephosphotransferase; OB: oil body; OLE: oleosin; CLO: caleosin. * represented DEGs in all three groups. This model was developed based on the transcriptome data obtained in this study and information from Li et al. [17], Tian et al. [24] and Yang et al. [28]

For fatty acid biosynthesis, the critical steps and key enzymes are shown in Fig. 6. First, acetyl-CoA conversion to malonyl-CoA is catalyzed by the enzyme acetyl-CoA carboxylase (ACCase), which consists of four subunits: biotin carboxylase (BC), carboxyl transferase subunit alpha (α-CT), carboxyl transferase subunit beta (β-CT) and biotin carboxyl carrier protein (BCCP). We identified 15 DEGs encoding ACCase subunits, including 5 *BC*, 3 *α-CT* and 7 *BCCP*. 

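The summed FPKM of the 5 BC unigenes was 85.8 ± 7.89 at 30 DAF, 22.2 ± 1.84 at 60 DAF and 4.08 ± 0.630 at 90 DAF, and all 5 were DEGs in Group III by limma, also after median-of-ratios scaling. The highest of them, CL6932.Contig4_All, had 38.0 ± 6.57 at 30 DAF, 8.20 ± 1.28 at 60 DAF and 1.80 ± 0.149 at 90 DAF. Its log2 change was -4.05 in Group III (standard error 0.18, adjusted p = 9.09e-07 by limma with Benjamini-Hochberg adjustment, -4.12 relative to the median unigene), and the sum over the 4 contigs of its cluster changed by -4.24. For the 3 α-CT unigenes the sum was 70.1 ± 4.94 at 30 DAF, 22.1 ± 0.748 at 60 DAF and 13.1 ± 0.864 at 90 DAF, nearly all of it from CL5887.Contig1_All, which changed by -2.29 in Group III (standard error 0.13, adjusted p = 2.62e-06 by limma with Benjamini-Hochberg adjustment, -2.36 relative to the median unigene). The 7 BCCP unigenes of Table S10 summed to 143 ± 8.72 at 30 DAF, 40.7 ± 1.73 at 60 DAF and 16.7 ± 3.68 at 90 DAF. Of these 7, 6 were DEGs downward and 1 upward in Group III under the deposited and under median-of-ratios scaling.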

Then, malonyl-CoA was converted to malonyl-ACP, the primary substrate for a subsequent cycle of condensation reactions, by malonyl-CoA ACP transacylase (MCAT). 

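Malonyl-CoA ACP transacylase is represented in Table S10 by Unigene20202_All, a single unigene outside any contig cluster. Its FPKM was 20.4 ± 1.31 at 30 DAF, 6.68 ± 2.20 at 60 DAF and 4.60 ± 0.701 at 90 DAF. It was a DEG in Groups I and III by limma, and in Group II only after median-of-ratios scaling.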

Only 1 DEG was identified as *MCAT*. Subsequently, malonyl-ACP combined with acetyl-CoA were condensed to β-ketobutyryl-ACP by 3-oxoacyl-ACP synthase III (KASIII), and only 1 DEG for *KASIII* was identified. 

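Unigene37345_All, the only unigene listed for KASIII, had an FPKM of 45.8 ± 4.31 at 30 DAF, 17.3 ± 0.799 at 60 DAF and 14.1 ± 2.24 at 90 DAF. It passed the thresholds of the limma test in Groups I and III, and after median-of-ratios scaling in Group III only.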

Then, β-ketobutyryl-ACP was converted to β-hedroxybutyryl-ACP via reduction by 3-oxoacyl-ACP reductase (KAR), and 8 DEGs were identified as *KAR*. 

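Summed FPKM of the 8 KAR unigenes was 185 ± 16.3 at 30 DAF, 487 ± 272 at 60 DAF and 1296 ± 259 at 90 DAF, and it rose at both steps under each scaling tried, although the libraries at 60 and 90 DAF overlapped after median-of-ratios scaling. Unigene20183_All fell from 174 ± 15.4 to 80.7 ± 12.5 and 46.1 ± 7.44, a log2 change of -1.91 in Group III (standard error 0.17, adjusted p = 3.74e-05 by limma with Benjamini-Hochberg adjustment, -1.97 relative to the median unigene). In contrast, CL2376.Contig2_All reached 1071 ± 539.8 at 90 DAF, with a log2 change of 8.86 in Group III (standard error 0.61, adjusted p = 9.40e-06 by limma with Benjamini-Hochberg adjustment, 8.80 relative to the median unigene). CL2376.Contig1_All, of the same cluster of 4 contigs, was not a DEG in any group, and its values at 90 DAF were 1.39, 497 and 1.94 in replicates 1, 2 and 3. In the same libraries CL2376.Contig2_All had 1415, 449 and 1349. The cluster as a whole summed to 7.25 ± 1.96 at 30 DAF, 405 ± 281 at 60 DAF and 1238 ± 255 at 90 DAF, and its change in Group III was 7.33. In all, 4 KAR unigenes were DEGs upward and 2 downward in Group III under the deposited and under median-of-ratios scaling.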

Next, the β-hedroxybutyryl-ACP was dehydrated by 3-hydroxyacyl-ACP dehydratase (HAD) to generate *trans*-Δ^2^-butenoyl-ACP, and 4 DEGs were identified as *HAD*. 

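The 4 HAD unigenes are contigs of 1 cluster of 6, and their summed FPKM was 76.2 ± 8.74 at 30 DAF, 18.4 ± 0.712 at 60 DAF and 14.9 ± 2.25 at 90 DAF. All 4 were DEGs downward in Groups I and III by limma, with or without median-of-ratios scaling. CL1701.Contig5_All carried most of the sum at 90 DAF, with 43.3 ± 4.37 at 30 DAF, 13.7 ± 0.454 at 60 DAF and 13.4 ± 1.80 at 90 DAF. It changed by -1.65 in Group III (standard error 0.14, adjusted p = 3.76e-05 by limma with Benjamini-Hochberg adjustment, -1.72 relative to the median unigene), against -1.86 for the cluster sum.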

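The 3 EAR unigenes of Table S10 fell together, their summed FPKM being 99.6 ± 6.51 at 30 DAF, 12.8 ± 3.09 at 60 DAF and 1.18 ± 0.895 at 90 DAF. Each was a DEG downward in Groups I and III by limma, before and after median-of-ratios scaling. CL7296.Contig2_All had 53.9 ± 20.8 FPKM at 30 DAF, 6.21 ± 3.75 at 60 DAF and 0.150, 0.0400 and 0 in its 3 libraries at 90 DAF, a log2 change of -6.52 in Group III (standard error 0.43, adjusted p = 7.09e-06 by limma with Benjamini-Hochberg adjustment, -6.58 relative to the median unigene). The sum over the 3 contigs of its cluster changed by -4.05.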

The *trans*-Δ^2^-butenoyl-ACP was reduced to butyryl-ACP (C4:0-ACP) by enoyl-ACP reductase I (EAR), and 3 unigenes were identified as *EAR*. Subsequently, after 6 cycles for a series of condensation, reduction, dehydration and reduction reactions by 3-oxoacyl-ACP synthase II (KASII), KAR, HAD and EAR, C4:0-ACP was transformed to palmitoyl-ACP (C16:0-ACP). Moreover, after 7 cycles of those reactions, C4:0-ACP was transformed to stearoyl-ACP (C18:0-ACP). We identified 4 DEGs as *KASII*. 

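KASII unigenes summed to 128 ± 6.21 at 30 DAF, 46.7 ± 6.25 at 60 DAF and 12.0 ± 2.66 at 90 DAF, and 3 of the 4 were DEGs downward in Group III by limma under the deposited and under median-of-ratios scaling. Unigene29386_All had 58.1 ± 3.37 at 30 DAF, 17.7 ± 2.30 at 60 DAF and 7.36 ± 2.04 at 90 DAF, with a log2 change of -2.93 in Group III (standard error 0.20, adjusted p = 7.99e-06 by limma with Benjamini-Hochberg adjustment, -2.99 relative to the median unigene). CL14889.Contig1_All started at a similar level, 63.0 ± 6.59, and changed by -3.83 in Group III (standard error 0.16, adjusted p = 6.57e-07 by limma with Benjamini-Hochberg adjustment, -3.89 relative to the median unigene), with -3.84 for the sum of its 2 contigs. The remaining unigene of the 4, Unigene16003_All, stayed under 2 FPKM at every stage and was not a DEG.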

Under the effect of fatty acyl-ACP thioesterase B (FATB) and fatty acyl-ACP thioesterase A (FATA), C16:0-ACP and C18:0-ACP were transformed to palmitic acid (C16:0, PA) and stearic acid (C18:0, SA), respectively. Two DEGs were identified as *FATB*, but only 1 DEG was identified as *FATA*.

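Of the FATB unigenes, Unigene26774_All had an FPKM of 75.4 ± 7.28 at 30 DAF, 42.1 ± 2.20 at 60 DAF and 32.5 ± 5.41 at 90 DAF, a log2 change of -1.21 in Group III (standard error 0.15, adjusted p = 2.84e-04 by limma with Benjamini-Hochberg adjustment, -1.28 relative to the median unigene). Unigene1453_All stayed under 1 FPKM and was not tested. The FATA unigene CL14443.Contig1_All had 45.7 ± 0.752 at 30 DAF, 21.3 ± 2.74 at 60 DAF and 11.7 ± 2.54 at 90 DAF. It was a DEG in Groups I and III by limma, and after median-of-ratios scaling in Groups II and III.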

Fatty acid elongation occurs via long-chain acyl-CoA (C≥16) in endoplasmic reticulum. Fatty acids (C≥16), which are catalyzed by thiolase from fatty acyl-ACP in plastids, are transformed to long-chain acyl-CoA (C≥16) by long-chain acyl-CoA synthetase (LACS) and transported to the endoplasmic reticulum. Three DEGs identified as *LACS*. 

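Unigene19998_All held most of the FPKM of the 3 LACS unigenes, with 35.3 ± 6.02 at 30 DAF, 17.8 ± 2.13 at 60 DAF and 14.6 ± 2.26 at 90 DAF. Its log2 change was -1.24 in Group III (standard error 0.18, adjusted p = 7.07e-04 by limma with Benjamini-Hochberg adjustment, -1.30 relative to the median unigene), and it was the only DEG of the 3 in that group, also after median-of-ratios scaling. CL8536.Contig1_All, 1 of 5 contigs of its cluster, had 1.02 ± 0.129 at 30 DAF, 1.01 ± 0.278 at 60 DAF and 2.42 ± 0.537 at 90 DAF and was not a DEG in any group.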

After a series of complicated biochemical reactions, long-chain acyl-CoA (C≥16) was transformed to long-chain acyl-CoA (C+ 2) by 3-ketoacyl-CoA synthase (KCS), very-long-chain 3-oxoacyl-CoA reductase (KCR), very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase (HCD) and very-long-chain enoyl-CoA reductase (ECR), and 13, 4, 3 and 3 DEGs were identified as *KCS*, *KCR*, *HCD* and *ECR*, respectively.

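For KCS, the summed FPKM of the 13 unigenes was 121 ± 9.66 at 30 DAF, 54.2 ± 8.20 at 60 DAF and 21.6 ± 5.07 at 90 DAF, and 10 were DEGs downward in Group III by limma, or 11 after median-of-ratios scaling. CL14039.Contig2_All was the highest of them, falling from 55.0 ± 2.70 at 30 DAF to 25.3 ± 4.00 and 0.957 ± 0.964, a log2 change of -5.44 in Group III (standard error 0.37, adjusted p = 9.50e-06 by limma with Benjamini-Hochberg adjustment, -5.50 relative to the median unigene), with -5.45 for the sum of its 2 contigs. KCR was carried by CL15103.Contig1_All, which had 392 ± 79.7 at 30 DAF, 792 ± 149 at 60 DAF and 17.1 ± 1.25 at 90 DAF. Its fall from 60 to 90 DAF was -5.48 in Group II (standard error 0.19, adjusted p = 3.77e-07 by limma with Benjamini-Hochberg adjustment, -5.83 relative to the median unigene), and the sum of its 2 contigs changed by -5.47. The HCD contigs moved apart. CL6818.Contig4_All changed by -3.09 in Group III (standard error 0.30, adjusted p = 7.03e-05 by limma with Benjamini-Hochberg adjustment, -3.16 relative to the median unigene), and its 7 contigs together by -1.85. CL6953.Contig3_All rose by 3.49 in Group II (standard error 0.71, adjusted p = 0.00522 by limma with Benjamini-Hochberg adjustment, 3.13 relative to the median unigene), but the sum over its 3 contigs changed by only 0.15 (adjusted p = 0.655 by limma with Benjamini-Hochberg adjustment). Among the 3 ECR unigenes 2 rose and 1 fell from 30 to 90 DAF, with CL3941.Contig3_All at 13.2 ± 2.44 at 30 DAF, 15.6 ± 2.44 at 60 DAF and 42.8 ± 6.56 at 90 DAF, a log2 change of 1.66 in Group III (standard error 0.20, adjusted p = 2.22e-04 by limma with Benjamini-Hochberg adjustment, 1.60 relative to the median unigene) against 1.90 for its cluster.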

The biosynthesis of unsaturated fatty acids occurs via two pathways, the plastid pathway and endoplasmic reticulum pathway, beginning with C18:0-ACP. First, with dehydrogenation by stearoyl-ACP desaturase (SAD), C18:0-ACP is transformed to oleoyl-ACP (C18:1-ACP) in the plastid. Six DEGs were identified as *SAD*. 

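The 6 SAD unigenes summed to 433 ± 13.8 at 30 DAF, 261 ± 57.0 at 60 DAF and 48.3 ± 19.2 at 90 DAF. Under the deposited and under median-of-ratios scaling, 4 of the 6 were DEGs downward in Groups II and III by limma, and the other 2 were under 1 FPKM at every stage and were not tested. Unigene13977_All was the highest, at 218 ± 29.7 at 30 DAF, 115 ± 11.5 at 60 DAF and 15.0 ± 4.58 at 90 DAF, and its log2 change was -3.85 in Group III (standard error 0.22, adjusted p = 3.12e-06 by limma with Benjamini-Hochberg adjustment, -3.91 relative to the median unigene). No SAD unigene passed the thresholds in Group I.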

Then, some C18:1-ACP was dehydrogenized to linoleoyl-ACP (C18:2-ACP) by delta-12 desaturase in the plastid (FAD6). No DEGs were identified as *FAD6*. Next, C18:2-ACP was dehydrogenized by Delta-15 desaturase in the plastid (FAD7/8) to form alpha-linolenoyl-ACP (C18:3-ACP). 

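For the plastid delta-15 desaturases, both FAD7 unigenes are contigs of 1 cluster. CL13349.Contig2_All had 9.97 ± 0.936 at 30 DAF, 9.04 ± 0.459 at 60 DAF and 0.397 ± 0.0709 at 90 DAF, a log2 change of -3.54 in Group III (standard error 0.16, adjusted p = 9.87e-07 by limma with Benjamini-Hochberg adjustment, -3.61 relative to the median unigene), and the cluster sum changed by -4.17. The FAD8 unigene Unigene34203_All had 41.4 ± 10.3 FPKM at 30 DAF and 31.5 ± 8.26 at 60 DAF and was listed at 0 in all 3 libraries at 90 DAF, with a log2 change of -6.36 in Group III (standard error 0.25, adjusted p = 3.89e-07 by limma with Benjamini-Hochberg adjustment, -6.42 relative to the median unigene). Unigene34202_All followed it, with 39.9 ± 9.35 and 29.0 ± 8.55 at the first stages and 0.0400, 0 and 0 in its 3 libraries at 90 DAF.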

Two DEGs each were annotated to *FAD7* and *FAD8*. However, some C18:1-ACP was transformed to C18:1 by FATA, which was transformed to C18:1-CoA by LACS, and then C18:1-CoA was transformed in the endoplasmic reticulum. Subsequently, C18:1-CoA and lysophosphatidylcholine (LPC) were transformed to C18:1-PC by lysophosphatidylcholine acyltransferase (LPCAT). No DEGs were identified as *LPCAT*. Next, C18:1-PC was dehydrogenized to C18:2-PC by delta-12 desaturase in the endoplasmic reticulum (FAD2), and C18:2-PC was dehydrogenized to C18:3-PC by delta-15 desaturase in the endoplasmic reticulum (FAD3). Nine and 5 DEGs were identified as *FAD2* and *FAD3*, respectively.

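The 9 FAD2 unigenes summed to 786 ± 198 at 30 DAF, 399 ± 84.8 at 60 DAF and 5.88 ± 2.13 at 90 DAF, and the 5 FAD3 unigenes to 1006 ± 99.4 at 30 DAF, 716 ± 426 at 60 DAF and 2.29 ± 1.11 at 90 DAF. From 60 to 90 DAF both sums fell without overlap between the libraries, under each scaling tried. From 30 to 60 DAF the fall of FAD2 was free of overlap on the deposited FPKM only, and that of FAD3 under no scaling. CL2636.Contig4_All was the highest FAD2 unigene, with 619 ± 194 at 30 DAF, 293 ± 65.8 at 60 DAF and 2.68 ± 1.30 at 90 DAF. It changed by -7.64 in Group III (standard error 0.36, adjusted p = 1.08e-06 by limma with Benjamini-Hochberg adjustment, -7.71 relative to the median unigene), and the sum of its 4 contigs by -7.41. All 5 FAD3 unigenes belong to 1 cluster of 9 contigs, whose members varied widely between replicates. At 30 DAF, CL2686.Contig5_All had 54.5, 270.5 and 0.660 FPKM in replicates 1, 2 and 3. At 60 DAF, CL2686.Contig8_All had 32.9, 98.7 and 0.920. Over the whole cluster the sums were 1008 ± 100.0 at 30 DAF, 717 ± 427 at 60 DAF and 2.92 ± 1.00 at 90 DAF. CL2686.Contig6_All changed by -8.52 in Group III (standard error 0.45, adjusted p = 2.00e-06 by limma with Benjamini-Hochberg adjustment, -8.58 relative to the median unigene) and CL2686.Contig8_All by -8.46 in Group III (standard error 1.30, adjusted p = 9.74e-04 by limma with Benjamini-Hochberg adjustment, -8.52 relative to the median unigene), against -8.24 for the cluster.

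**Figure D2:**
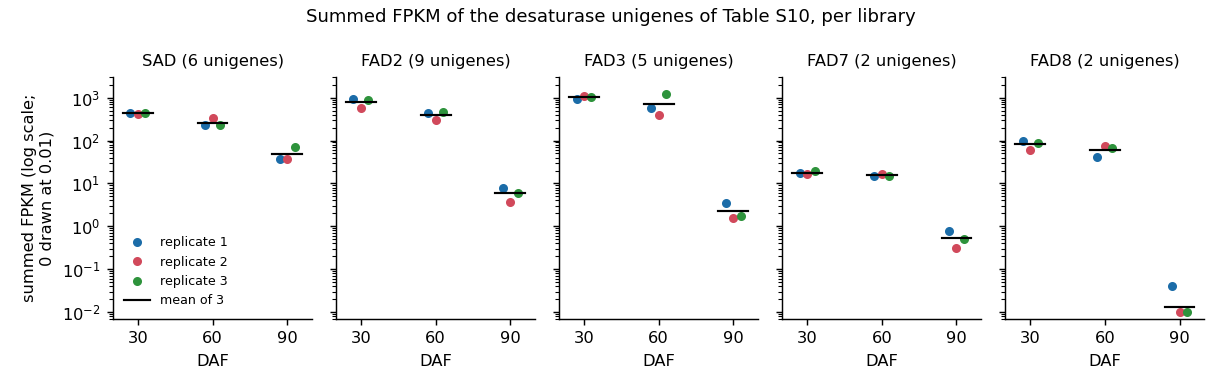
Summed FPKM (vertical axis, log scale, a sum of 0 drawn at 0.01) of the unigenes that Table S10 lists for SAD, FAD2, FAD3, FAD7 and FAD8 at 30, 60 and 90 DAF (horizontal axis). Points are the 3 libraries of a stage, coloured by replicate number, and lines are their means. For each of the 5 enzymes all 3 points at 90 DAF lie below all points at 30 and 60 DAF.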

### Analysis of DEGs for TAG assembly and oil accumulation

Most fatty acids in plants are stored in the form of TAG. The fatty acids synthesized in the plasmid are generally transferred from the plastid to the endoplasmic reticulum in the form of fatty acyl-CoA and become a substrate for TAG assembly. First, under catalysis by glycerol-3-phosphoate acyltransferase (GPAT), the fatty acid carbon chain on the fatty acyl-CoA molecule is transferred to the *sn-1* position of glycerol-3-phosphate (G3P) to form lysophosphatidic acid (LPA). Then, by catalysis of lyso-phosphatidic acid acyltransferase (LPAAT), phosphatidic acid (PHA) is formed from the *sn-2* position of LPA binding the fatty acid carbon chain of fatty acyl-CoA. Next, PHA is dephosphorylated by phosphatidic acid phosphatase (PAP) to form diacylglycerol (DAG). Finally, DAG is catalyzed by diacylglycerol acyltransferase (DGAT) to bind the fatty acid carbon chain of fatty acyl-CoA to form TAG at the *sn-3* position. 

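GPAT unigenes had low values, with a summed FPKM of 11.9 ± 2.49 at 30 DAF, 11.7 ± 3.90 at 60 DAF and 3.34 ± 0.880 at 90 DAF, and the direction of this sum from 30 to 60 DAF changed under median-of-ratios scaling and quantile normalization. Unigene30381_All fell from 7.74 ± 1.91 at 30 DAF to 3.60 ± 0.695 and 2.27 ± 0.879, a log2 change of -1.59 in Group III (standard error 0.28, adjusted p = 0.00210 by limma with Benjamini-Hochberg adjustment, -1.66 relative to the median unigene). The 4 LPAAT unigenes summed to 40.5 ± 4.59 at 30 DAF, 36.0 ± 10.7 at 60 DAF and 83.0 ± 16.4 at 90 DAF, and the direction from 30 to 60 DAF again depended on the scaling. Of these, CL3672.Contig1_All rose from 13.3 ± 0.713 at 30 DAF to 14.7 ± 5.81 and 42.0 ± 8.02, a log2 change of 1.61 in Group III (standard error 0.25, adjusted p = 0.00111 by limma with Benjamini-Hochberg adjustment, 1.54 relative to the median unigene), but the sum over its 8 contigs changed by 0.99, just under the fold limit. Summed FPKM of the 5 PAP unigenes was 15.4 ± 2.42 at 30 DAF, 23.9 ± 0.726 at 60 DAF and 68.8 ± 6.15 at 90 DAF and rose at both steps under each scaling, and 4 of the unigenes were DEGs upward in Group III by limma. The fifth, CL3787.Contig3_All, had 0, 0.410 and 0 in its 3 libraries at 30 DAF, 0 in each library at 60 DAF and 5.03 ± 4.33 at 90 DAF and was not tested. CL3787.Contig2_All had 3.69 ± 0.662 at 30 DAF, 6.41 ± 0.180 at 60 DAF and 21.9 ± 0.819 at 90 DAF and changed by 2.43 in Group III (standard error 0.15, adjusted p = 6.23e-06 by limma with Benjamini-Hochberg adjustment, 2.36 relative to the median unigene), with 2.48 for the 3 contigs of its cluster.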

We identified 4, 4, 5 and 1 DEGs as *GPAT*, *LPAAT*, *PAP* and *DGAT*, respectively.

TAG is stored as an oil body (OB), which is the main lipid-storage organelle in plant cells. Additionally, OB contains the hydrophobic core of TAG, which is surrounded by a monolayer of phospholipids and unique proteins called oleosin (OLE), caleosin (CLO) and steroleosin (STE), which play important roles in maintaining the stability of OB, regulating the size of OB, and controlling the amount of OB. We identified 6 and 4 DEGs as *OLE* and *CLO*, respectively. 

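Summed FPKM of the 6 OLE unigenes was 816 ± 84.9 at 30 DAF, 6556 ± 1990.3 at 60 DAF and 9813 ± 2632 at 90 DAF. Its rise from 30 to 60 DAF held under each scaling, but from 60 to 90 DAF the libraries overlapped on the deposited FPKM, median-of-ratios scaling reversed the direction, and only quantile normalization separated them, upward. Cluster CL8973 holds 4 of the 6, and its contigs varied widely between replicates. CL8973.Contig1_All had 4367, 3.42 and 2421 FPKM in replicates 1, 2 and 3 at 60 DAF, where CL8973.Contig2_All had 11.1, 1638 and 513. The cluster sum was 407 ± 33.9 at 30 DAF, 4959 ± 1742 at 60 DAF and 8591 ± 2661 at 90 DAF. CL8973.Contig3_All was steadier, with 145 ± 20.0 at 30 DAF, 1759 ± 208 at 60 DAF and 3093 ± 467 at 90 DAF, a log2 change of 4.41 in Group III (standard error 0.17, adjusted p = 3.38e-07 by limma with Benjamini-Hochberg adjustment, 4.34 relative to the median unigene) against 4.36 for the cluster. Unigene26649_All, outside any cluster, had 250.4 ± 45.6 at 30 DAF, 1039 ± 117 at 60 DAF and 676 ± 36.8 at 90 DAF, with a rise of 2.06 in Group I (standard error 0.16, adjusted p = 1.36e-04 by limma with Benjamini-Hochberg adjustment, 2.36 relative to the median unigene). The 4 CLO unigenes, contigs of 1 cluster of 9, summed to 452 ± 63.7 at 30 DAF, 696 ± 61.8 at 60 DAF and 1333 ± 252 at 90 DAF, and CL6205.Contig10_All changed by 1.53 in Group III (standard error 0.19, adjusted p = 2.60e-04 by limma with Benjamini-Hochberg adjustment, 1.47 relative to the median unigene), against 1.54 for the cluster.

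**Figure D3:**
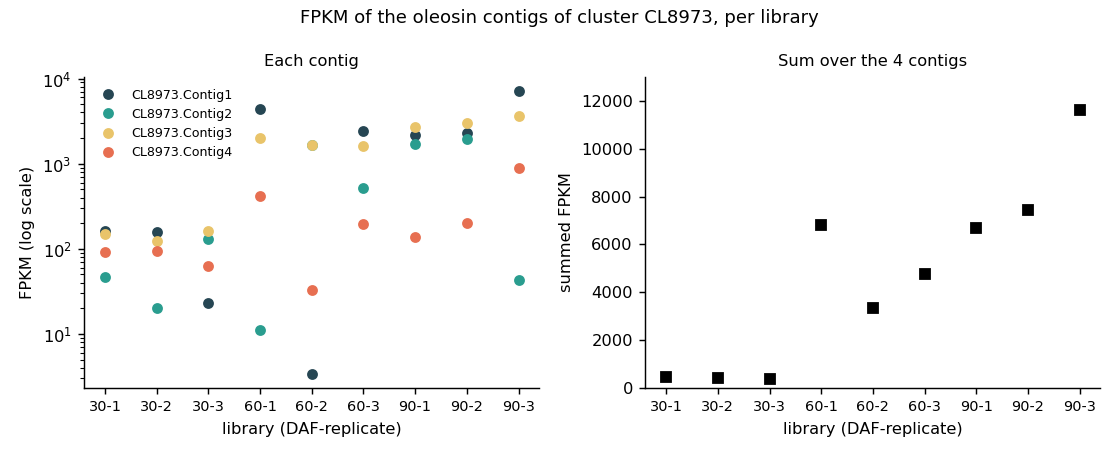
FPKM of the 4 contigs of the oleosin cluster CL8973 in each library (left, log scale, colours mark the contigs) and their sum (right, linear scale), with the libraries on the horizontal axis as DAF and replicate. CL8973.Contig1_All lies at 3.42 in replicate 2 at 60 DAF and at 4367 in replicate 1, while the sums of these libraries were 3327 and 6794.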

We also found that the expression levels of most of those DEGs showed a rising trend.

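All 6 OLE unigenes and 3 of the 4 CLO unigenes had a higher mean FPKM at 90 DAF than at 30 DAF. The means rose at both steps in 4 OLE and 2 CLO unigenes and were highest at 60 DAF in 2 of each. By limma, 3 OLE unigenes and 2 CLO unigenes were DEGs upward in Group III and none was a DEG downward, before and after median-of-ratios scaling. The contigs CL8973.Contig1_All, CL8973.Contig2_All and CL8973.Contig4_All were not DEGs in any group.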

The heat maps of the abovementioned DEGs are shown in Fig. 6. 

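Over the 123 unigenes of Table S10, the highest of the 3 stage means was under 10 FPKM in 61, between 10 and 100 in 43 and at least 100 in 19. Those 19 were 6 OLE, 4 KAR, 3 FAD3, 2 SAD, 2 FAD2, 1 KCR and 1 CLO unigene.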

We found that most of the DEGs had relatively low expression levels, which appear blue in the heat map, and a small number of them were highly expressed, which appear read in the heat map, including 4 *KAR*, 1 *KCR*, 2 *SAD*, 4 *FAD3*, 6 *OLE* and 1 *CLO*. In addition, we analyzed the number and attribution of DEGs in each group (Additional file 13: Table S10). 

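Table S10 gives log2 ratios of the stage mean FPKM, and the paper selected among its DEGs those with such a ratio above 1 or below -1. By limma, 41 of the 123 unigenes were DEGs in Group I, 6 up and 35 down, or 50 adjusted over the list alone. They comprised 26 unigenes of fatty acid biosynthesis, 8 of elongation, 1 of unsaturated fatty acids, 3 of TAG assembly and 3 of lipid storage. After median-of-ratios scaling 24 unigenes passed upward and 42 downward by the ratio, and 9 and 24 were DEGs. When each unigene was given the result of its cluster's summed FPKM, 12 were upward. Listed contigs of 1 cluster share that result and are each counted, so the 12 are not 12 separate DEGs.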

In Group I, 76 DEGs, including 17 upregulated and 59 downregulated DEGs, were divided into 32 DEGs in the fatty acid biosynthesis pathway, 15 DEGs in the fatty acid elongation pathway, 13 DEGs in the biosynthesis of unsaturated fatty acid pathway, 8 DEGs in the TAG assembly pathway, and 8 DEGs in the lipid storage pathway. In Group II, 90 DEGs, including 28 upregulated and 62 downregulated DEGs, were divided into 26 DEGs in the fatty acid biosynthesis pathway, 26 DEGs in the fatty acid elongation pathway, 24 DEGs in the biosynthesis of unsaturated fatty acid pathway, 12 DEGs in the TAG assembly pathway, and 2 DEGs in the lipid storage pathway. 

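The same ratio of stage means of the deposited FPKM, with 0 set to 0.01, gave 90 unigenes here, 28 up and 62 down. By limma 62 were DEGs in Group II, 17 up and 45 down, of which 19 belonged to fatty acid biosynthesis, 15 to elongation, 18 to unsaturated fatty acids, 8 to TAG assembly and 2 to lipid storage. The list alone gave 64. The upward numbers moved with the scaling, to 14 by the ratio and 9 by limma after median-of-ratios scaling. The largest changes among unigenes free of overlap were those of CL6953.Contig3_All (HCD), given above, and of CL2376.Contig2_All (KAR), with 3.12 in Group II (standard error 0.61, adjusted p = 0.00421 by limma with Benjamini-Hochberg adjustment, 2.76 relative to the median unigene) against 1.80 for its cluster. Downward they were CL2686.Contig5_All (FAD3), with -8.16 in Group II (standard error 1.70, adjusted p = 0.00571 by limma with Benjamini-Hochberg adjustment, -8.52 relative to the median unigene), and CL2686.Contig6_All (FAD3), with -7.83 in Group II (standard error 0.45, adjusted p = 6.39e-06 by limma with Benjamini-Hochberg adjustment, -8.19 relative to the median unigene), while their cluster changed by -7.59.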

In Group III, 118 DEGs, including 32 upregulated and 86 downregulated DEGs, were divided into 39 DEGs in the fatty acid biosynthesis pathway, 30 DEGs in the fatty acid elongation pathway, 24 DEGs in the biosynthesis of unsaturated fatty acid pathway, 16 DEGs in the TAG assembly pathway, and 9 DEGs in the lipid storage pathway. Moreover, we found 47 DEGs in all three groups (Fig. 6, marked as *), among which 33 DEGs were downregulated, including *BC* (3), *α-CT* (2), *BCCP* (3), *HAD* (3), *EAR* (3), *KASII* (3), *KCS* (3), *KCR* (2), *HCD* (1), *ECR* (1), *FAD2*(5), *FAD3*(3) and *PDCT* (1); only 1 DEG was upregulated belonging to *KAR*, and the other 13 DEGs were upregulated in one group or downregulated in another group.

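By ratio, 118 unigenes passed here, 32 up and 86 down. By limma 97 were DEGs in Group III, or 98 adjusted over the list alone, with 21 up and 76 down. They comprised 35 unigenes of fatty acid biosynthesis, 24 of elongation, 20 of unsaturated fatty acids, 13 of TAG assembly and 5 of lipid storage. Without replicate 1 at 30 DAF, 66 were DEGs downward, the lowest number over the alternatives.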

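The ratio of stage means placed 47 unigenes in all 3 groups, of which 33 fell throughout, 1 rose throughout and 13 changed direction. Adding 0.5 to every stage mean lowered the 47 to 27. By limma 17 unigenes were DEGs in all 3 groups, 15 falling, 1 rising (CL2376.Contig2_All) and 1 changing direction.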

### Characteristics of the *BCCP* gene family in *Paeonia lactiflora* ‘Hangshao’

We identified 17 *BCCP* genes in *Paeonia lactiflora* ‘Hangshao’ from transcriptome database, and the gene sequences were available in Additional file 14: Table S11. To further analyze the diversity of BCCP protein in *P. lactiflora* ‘Hangshao’, we used MEME to analyze the conservative motif. Generally speaking, proteins clustered in a family have similar motif composition. The results showed that these 17 BCCP proteins all contained three conserved motifs (Fig. 7a). Compared with BCCP protein in *Arabidopsis thaliana*, there are also three conservative motifs, but there are still differences in the motif locations among them. Subsequently, we used DNAMAN to compare the amino acid sequence of BCCP in *P. lactiflora* ‘Hangshao’ with the amino acid sequence of other plants in NCBI and found that they have certain similarities (Fig. 7b). Then, we constructed the phylogenetic tree with the neighbor-joining method using MEGA 7.0 following multiple alignments of protein sequences with ClustalW (Fig. 7c). The alignment results indicated that the BCCP protein sequence has a consistency in different plants. And all 17 BCCPs were divided into 5 clades. Moreover, we analyzed the FPKM value of 17 BCCP (Fig. 7d), and found that most of them are less than 10 except BCCP1 (CL14917.Contig1_All), BCCP2 (CL14917.Contig2_All) and BCCP17 (Unigene23603_All) in 30 DAF.

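All 17 BCCP unigenes were present in the deposited table, and 14 were tested. At 30 DAF, 3 had a mean of at least 10 FPKM, at 60 DAF 1 and at 90 DAF none, and the 3 at 30 DAF were found with each library left out and with medians in place of means. CL14917.Contig1_All and CL14917.Contig2_All had 39.2 ± 9.03 and 40.0 ± 5.12 FPKM at 30 DAF, 9.23 ± 2.17 and 8.50 ± 0.797 at 60 DAF, and 2.08 ± 0.482 and 2.23 ± 0.322 at 90 DAF. CL14917.Contig1_All changed by -3.94 in Group III (standard error 0.24, adjusted p = 5.13e-06 by limma with Benjamini-Hochberg adjustment, -4.00 relative to the median unigene), and both contigs together by -4.05. Unigene23603_All had 49.5 ± 3.08 at 30 DAF, 19.9 ± 0.416 at 60 DAF and 7.34 ± 2.28 at 90 DAF, a log2 change of -2.71 in Group III (standard error 0.19, adjusted p = 1.20e-05 by limma with Benjamini-Hochberg adjustment, -2.77 relative to the median unigene). Of the 17, 8 were DEGs by limma in at least 1 group, with 5 downward in Group I, 2 upward and 3 downward in Group II, and 1 upward and 6 downward in Group III. Adjusted over the list alone there were 6, 5 and 7 in the 3 groups. The unigene that rose in Group III was CL6718.Contig4_All, with a log2 change of 2.21 in Group III (standard error 0.37, adjusted p = 0.00161 by limma with Benjamini-Hochberg adjustment, 2.15 relative to the median unigene) from 0.530, 0.180 and 0 in its 3 libraries at 30 DAF to 2.81 ± 0.704 at 90 DAF, and 1.16 for the 6 contigs of its cluster.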

**Fig. 7:**
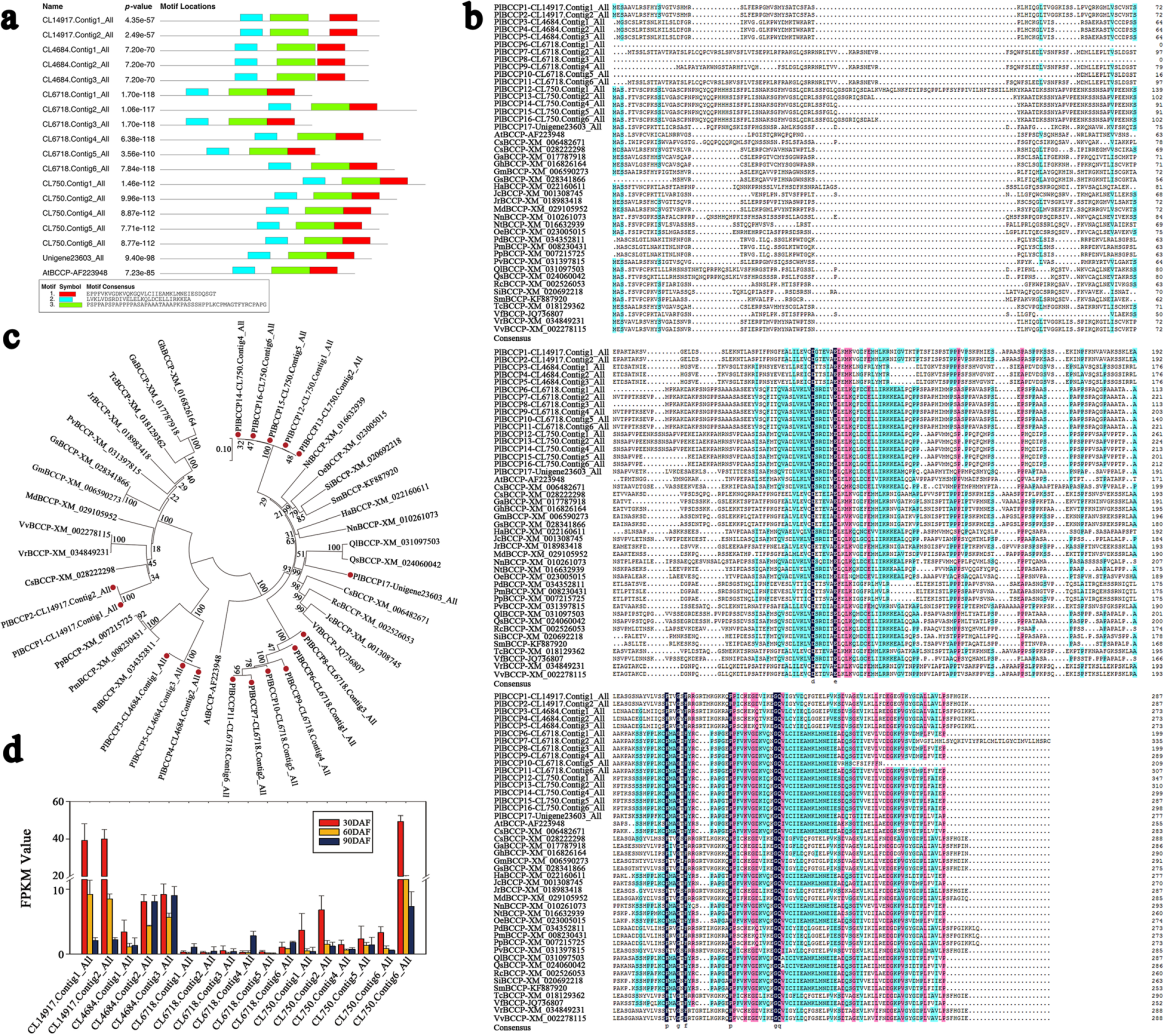
Comparative and phylogenetic analysis and FPKM value of 17 genes putatively encoding BCCP in *Paeonia lactiflora* ‘Hangshao’. **a** Protein domain analysis of 17 BCCP: MEME prediction resulet; **b** Amino acid sequence alignment of BCCP family in plant species; **c** Phylogenetic analysis of the BCCP proteins in *Paeonia lactiflora* ‘Hangshao’ and other plant speices. Other plant species including *Gossypium hirsutum* (Gh), *Gossypium arboreum* (Ga), *Theobroma cacao* (Tc), *Juglans regia* (Jr), *Pistacia vera* (Pv), *Glycine soja* (Gs), *Glycine max* (Gm), *Malus domestica* (Md), *Vitis vinifera* (Vv), *Vitis riparia* (Vr), *Camellia sinensis* (Cs-XM 02822298), *Prunus persica* (Pp), *Prunus mume* (Pm), *Prunus dulcis* (Pd), *Arabidopsis thaliana* (At), *Vernicia fordii* (Vf), *Jatropha curcas* (Jc), *Ricinus communis* (Rc), *Citrus sinensis* (Cs-XM 006482671), *Quercus suber* (Qs), *Quercus lobata* (Ql), *Nelumbo nucifera* (Nn), *Helianthus annuus* (Ha), *Salvia miltiorrhiza* (Sm), *Sesamum indicum* (Si), *Olea europaea* var. *sylvestris* (Oe) and *Nicotiana tabacum* (Nt). **d** FPKM value of 17 BCCP in *Paeonia lactiflora* ‘Hangshao’ from transcriptome database

### Experimental validation and analysis of sixteen DEGs involved in lipid metabolism

To validate the DEGs, the relative expression levels of 16 randomly selected DEGs involved in lipid metabolism of KEGG pathway were analyzed by qRT-PCR. Among them, there were 7 DEGs related to fatty acid biosynthesis, namely, *BCCP*, *BC*, *MCAT*, *KASII*, *KASIII*, *FATA* and *FATB*, and 1 DEG was involved in fatty acid elongation (*KCR*). Four DEGs were involved in the biosynthesis of unsaturated fatty acids, including *SAD*, *FAD2*, *FAD3* and *FAD7*, and 2 DEGs, *GPAT* and *DGAT*, were involved in TAG assembly and 2 DEGs, *OLE* and *CLO*, in lipid storage (Fig. 8). Overall, the expression patterns of 16 DEGs verified by qRT-PCR were highly consistent with the transcriptome sequencing results, indicating that the DEG analysis findings were reliable.

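In the FPKM of these 16 unigenes, the mean was highest at 30 DAF in 11 and fell at both steps in all 11. It was highest at 60 DAF in CL15103.Contig1_All (KCR) and CL2686.Contig5_All (FAD3), and it rose at both steps in CL6160.Contig2_All (DGAT), CL8973.Contig3_All (OLE) and CL6205.Contig10_All (CLO). CL6205.Contig10_All had 436 ± 63.9 at 30 DAF, 673 ± 55.4 at 60 DAF and 1273 ± 259 at 90 DAF. CL2686.Contig5_All varied between replicates, with 269.8, 109 and 629.8 FPKM at 60 DAF and 0, 0.810 and 0.710 at 90 DAF in replicates 1, 2 and 3. The qRT-PCR values were not used here.

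**Figure D4:**
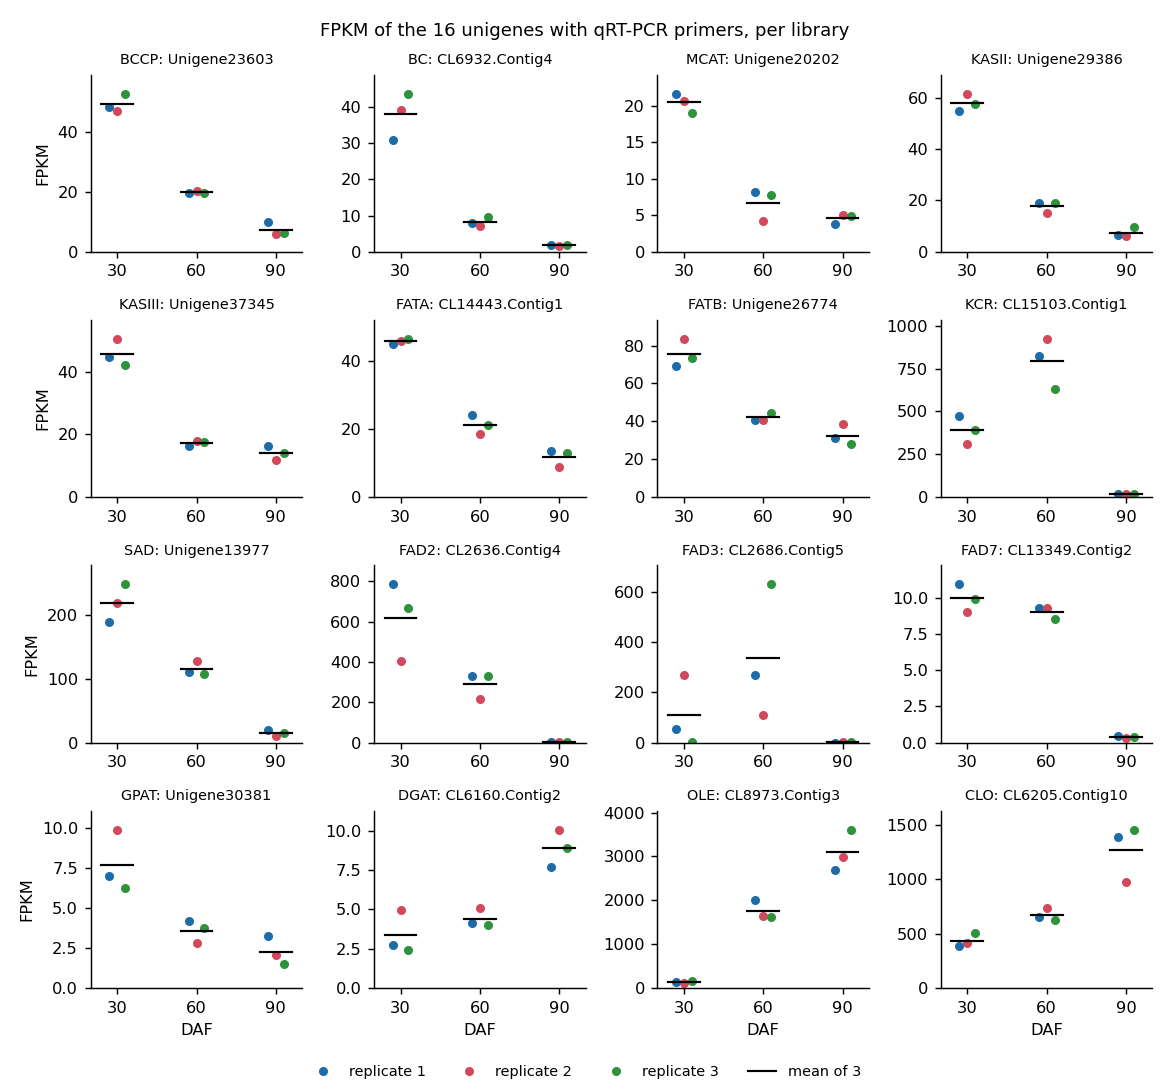
FPKM (vertical axis, linear scale from 0) of the 16 unigenes with qRT-PCR primers at 30, 60 and 90 DAF (horizontal axis), 1 panel per unigene. Points are the 3 libraries of a stage, coloured by replicate number, and lines are their means. CL2686.Contig5_All (FAD3) ranges from 0.660 to 270.5 FPKM within 30 DAF.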

**Fig. 8:**
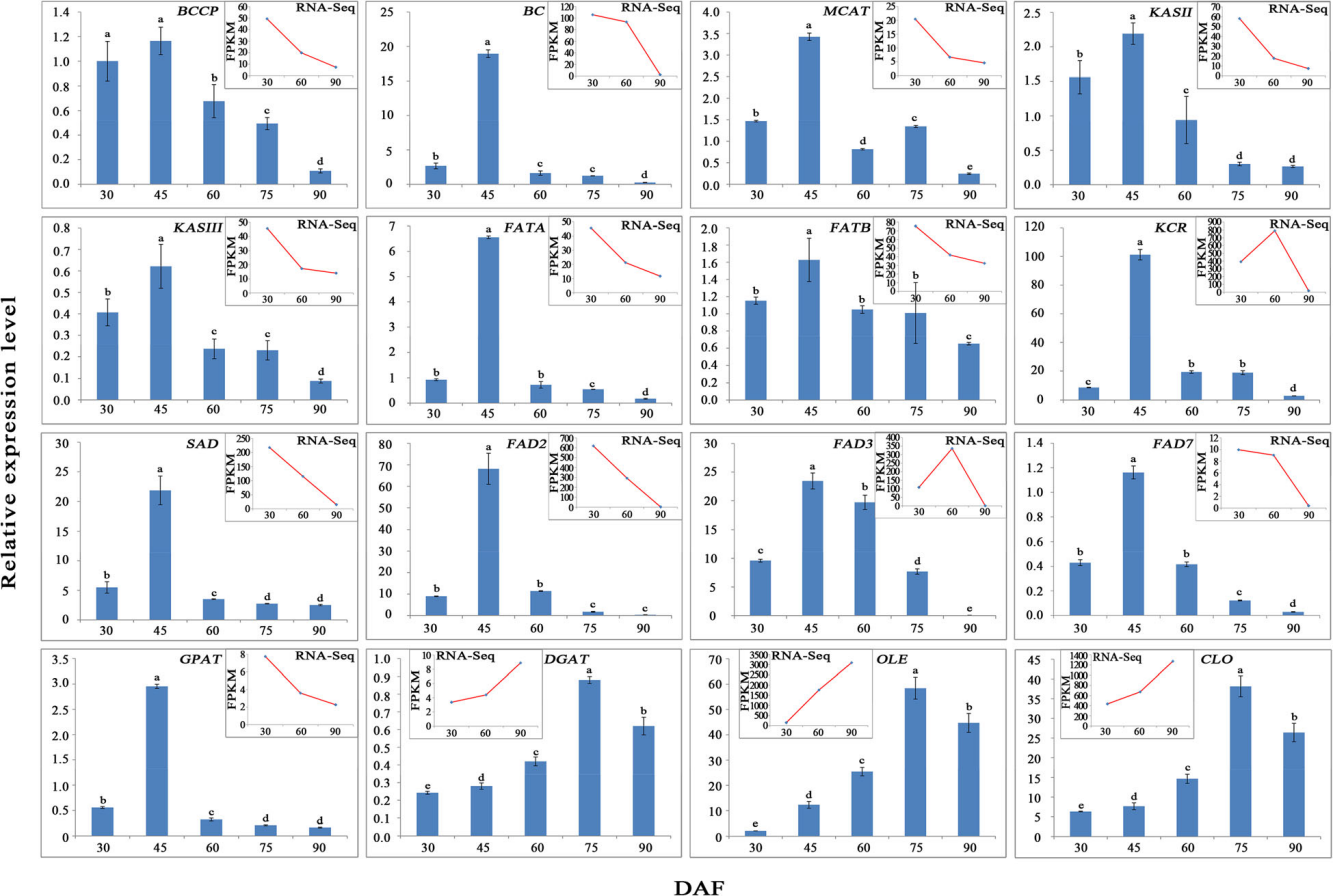
qRT-PCR validation of the expression levels of DEGs related to unsaturated fatty acid biosynthesis and oil accumulation for developmental seeds of *Paeonia lactiflora* ‘Hangshao’ The column chart shows the qRT-PCR validations in 5 periods; the broken line graph shows the transcriptome sequencing in 3 periods.

## Discussion

Most plants contain accumulated oil (mainly TAG) in their seeds to provide energy for seed germination. Plant oils have great significance in agricultural production, and most are mainly used as edible oil in food processing and preparation [29]. Plant oils contain essential fatty acids, including omega-3 series ALA and omega-6 series LA, which can only be synthesized in plants [30]. The proportion of fatty acids in plant oils, especially the proportion of unsaturated fatty acids, is one of the evaluation criteria for plant oil quality [31]. However, the content of LA and ALA constituting different proportions of essential fatty acids have different effects on human physiological functions [32, 33]. At present, many studies have shown that the intake ratio of LA/ALA has the most significant physiological function at 1:1 [34]. In this study, the oil content of mature seed of herbaceous peony ‘Hangshao’ was approximately 20%, and five main fatty acids including PA, SA, OA, LA and ALA were detected by GC-MS, which is consistent with the findings for other peonies [11, 17]. The absolute contents of the five fatty acid components during seed development were all highest for ALA and lowest for SA. The specific manifestations followed the order ALA>LA>OA>PA>SA. The ratio of LA/ALA was lower during the development of seeds of herbaceous peony ‘Hangshao’, maintained between 0.55 and 0.71, which is close to the optimal intake ratio of 1:1. Therefore, herbaceous peony seed oil has potential to become a new resource of nutrition for specific populations.

Oilseed plants have high contents of seed oil compared with other plants. Despite the similarities of lipid biosynthesis and its components in oilseed plants, the contents of oil and fatty acid vary considerably. However, the regulation of oil content and fatty acid composition is a complex process, which varies in oil biosynthesis phases and accumulation. Nevertheless, the difference in regulatory mechanisms in different species is attributed to the variation in oil content among species [35]. Mainly, the molecular regulators of oil content and fatty acid composition consist of genes involved in fatty acid and TAG assembly [36]. Therefore, the transcriptome was used to understand the genes, gene networks, regulatory factors and their interactions that direct seed oil biosynthesis [37]. In this study, a comparative transcriptome was used for the first time to reveal the high oil content and unsaturated fatty acids of the herbaceous peony ‘Hangshao’ seed. Here we de novo assembled the transcript in developing seeds of *P. lactiflora* ‘Hangshao’, resulting in 150,156 unigenes, exceeding the transcriptome data from other oilseed plants such as *Malania oleifera* [28], *Camellia oleifer* [23] and *Paeonia ostii* [38]. We think that the number of unigenes may have a great divergence in different plants. Even in the same plant, the number of unigenes may be different in various tissues and/or at different stages of development. For example, the unigenes in the buds, stems and budding seeds of *P. lactiflora* were 207,827 [39], 107,929 [40] and 123,577 [41], respectively. Of course, it is undeniable that there may be incomplete and redundant stitching in Trinity based on sequencing by using Illumina HiSeq 4000 system. When the length of one gene is relatively long, it is difficult to assemble the full length of the gene, and it is possible that some unigenes actually belong to the part of one gene. In order to obtain as complete unigenes as possible, we took a series of measures. Firstly, we repeated it three times at three different stages to construct the cDNA libraries and sequenced using the Illumina Hiseq 4000 platform. Secondly, sequence adapters, reads with more than 5% N base and low-quality reads (percentage of base with a quality less than 15 greater than 20% in a read) were removed to obtain clean reads. Lastly, all clean reads were assembled using Trinity software [42], and Tgicl software [43] was used to perform clustering and eliminate redundant data in the assembled transcipts to obtain unique genes. The clustering quality metrics are shown as Additional file Table S2. Moreover, we selected 16 differentially expressed genes (DEGs) to analyze the relative expression by qRT-PCR to validate the transcriptome sequencing results. Overall, we found that the expression patterns of 16 DEGs verified by qRT-PCR were highly consistent with the transcriptome sequencing results, indicating that the DEG analysis findings were reliable (Fig. 8).

One of main objectives of this study was to identify potential unigenes involved in unsaturated fatty acid biosynthesis and oil accumulation in developing seeds of herbaceous peony. However, oil accumulation mainly involves fatty acid biosynthesis (including fatty acid carbon chain elongation and desaturation), TAG assembly and lipid storage [44]. Overall, to produce a C16 or C18 fatty acid from acetyl-CoA and malonyl-CoA, more than 30 enzymatic reactions are required, involving enzymes such as ACCase (including BC, BCCP, α-CT and β-CT), MCAT, KAS (including KASI, KASII and KASIII), KAR, HAD, EAR, and FAT (including FATA and FATB), among others [45]. In this study, we screened out many relevant DEGs encoding the above enzymes (Fig. 6). Most of them were downregulated DEGs such as *BCCP*. 

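Of the 39 unigenes that Table S10 places in fatty acid biosynthesis, 1 was a DEG upward and 25 were DEGs downward in Group I by limma, 5 and 14 in Group II, and 5 and 30 in Group III. After median-of-ratios scaling the numbers were 1 and 18, 5 and 22, and 5 and 30, so the predominance of falling unigenes held in each group.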

Even though some of these DEGs were upregulated, their FPKM values were lower than 10, except for two DEGs that were annotated to *KAR* (named CL2376.Contig1_All and CL2376.Contig2_All). 

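By limma 5 unigenes of fatty acid biosynthesis were DEGs upward in at least 1 group. Their highest stage means, all at 90 DAF, were 1071 FPKM for CL2376.Contig2_All (KAR), 5.77 for CL7002.Contig5_All (KAR), 3.75 for CL7002.Contig6_All (KAR), 2.81 for CL6718.Contig4_All (BCCP) and 0.85 for CL7002.Contig7_All (KAR). The 3 CL7002 contigs come from a cluster of 10. CL2376.Contig1_All, not a DEG here, had 147 ± 71.2 at 60 DAF, and CL2376.Contig3_All had 1.44, 428 and 2.94 at 60 DAF in replicates 1, 2 and 3.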

Interestingly, only 1 unigene each was annotated to MCAT, KASIII and FATA, all of which were downregulated DEGs. 

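The log2 change of the MCAT unigene Unigene20202_All was -2.05 in Group III (standard error 0.25, adjusted p = 2.63e-04 by limma with Benjamini-Hochberg adjustment, -2.11 relative to the median unigene). That of the KASIII unigene Unigene37345_All was -1.68 in Group III (standard error 0.15, adjusted p = 4.73e-05 by limma with Benjamini-Hochberg adjustment, -1.74 relative to the median unigene). CL14443.Contig1_All, for FATA, changed by -1.94 in Group III (standard error 0.18, adjusted p = 5.74e-05 by limma with Benjamini-Hochberg adjustment, -2.01 relative to the median unigene), and both contigs of its cluster together by -1.95. With each library left out in turn, the 3 unigenes stayed DEGs in this group.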

MCAT is a key enzyme in the fatty acid synthesis pathway, and its expression level is closely related to lipid accumulation. At present, overexpression of the *MCAT* gene in rape and other plants has a positive effect on promoting the accumulation of C16 and C18 fatty acids [46]. KASIII is a key enzyme that initiates de novo fatty acid synthesis. At present, *KASIII* has been cloned from plants such as sunflower [47] and jatropha [48]. Some studies have shown that KASIII can use other receptor substrates to generate different final products of fatty acid synthesis, which indicates that KASIII is one of the main factors determining the carbon chain structure of fatty acids [49, 50]. In addition, KASIII, as the initiator of de novo synthesis of fatty acid, plays a second role in determining the length of the carbon chain of fatty acids [51]. Some studies have suggested that the synthesis rate of fatty acid is affected by KASIII enzymatic activity, indicating that it may be one of the rate-limiting enzymes in the fatty acid synthesis pathway [52]. 

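In the individual libraries, the KASIII unigene Unigene37345_All had 44.7, 50.5 and 42.1 FPKM at 30 DAF, 16.4, 17.9 and 17.6 at 60 DAF and 16.2, 11.7 and 14.2 at 90 DAF in replicates 1, 2 and 3. No library overlapped those of another stage, but Unigene37345_All was not a DEG in Group II by limma.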

In the present study, the FPKM value of the *KASIII* gene in this transcriptome decreased with the development of seeds, but its expression by qRT-PCR was highest at 45 DAF (Fig. 8), which was consistent with the accumulation rate of fatty acid in herbaceous peony seeds. FATA is a type of acyl-ACP thioesterase (FAT). De novo synthesis of fatty acid was terminated by FAT, which hydrolyzes the thiol-lipid bond located between acyl and ACP to form fatty acids [53]. The specificity of FAT largely determines the chain length and unsaturated degree of plant fatty acids in glycerolipid and TAG [54]. According to the sequence alignment, FAT can be classified as FATA and FATB, which have different substrate specificities. However, FATA has the highest catalytic activity of C18:1^Δ9^-ACP [55]. In this study, the FPKM value of *FATA* in this transcriptome also decreased with the development of seeds; however, the tendency of *FATA* expression by qRT-PCR was consistent with the total accumulation rate of OA, LA and ALA in herbaceous peony seeds.

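The FATA unigene CL14443.Contig1_All had 44.9, 45.9 and 46.4 FPKM in the 3 libraries at 30 DAF, 24.0, 18.5 and 21.3 at 60 DAF and 13.5, 8.80 and 12.8 at 90 DAF, and no library overlapped those of another stage.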

UFAs are the main components of plant cell membrane lipids and storage lipids, which play important roles in physiological functions. In most plants, UFAs account for more than 75% of the total fatty acids [45]. In this study, there were more than 95% UFAs, especially 70% PUFAs in herbaceous peony seed oil (Fig. 1c). The first double bond is introduced by the soluble enzyme stearoyl-ACP desaturase (SAD), which catalyzes the desaturation of C18:0-ACP to form C18:1-ACP. There are subsequently two pathways of desaturation by fatty acid desaturases (FADs). In one pathway, C18:1-ACP is successively transformed to C18:2-ACP and C18:3-ACP in plastid by FAD6 and FAD7 or FAD8, respectively. In another pathway, C18:1-ACP undergoes a series of enzymatic reactions to produce C18:1-PC, which is desaturated by FAD2 and FAD3 in the endoplasmic reticulum to form C18:2-PC and C-18:3 PC. SAD controls the total amount of UFAs in plant oils and the ratio of saturated fatty acid to UFA [56]. The content of SA in the *SAD* mutant was found to increase from 0.8 to 14.3% compared with wild-type *Arabidopsis*, accompanied by a decrease in OA content [57]. In contrast, upon overexpression of *SAD* in *Arabidopsis*, the SA content decreased and OA content increased [58]. The expression of *SAD* was higher in seeds than in other tissues, and the expression of *SAD* was bell-shaped with seed development [59]. FADs are all intact membrane proteins, including FAD2, FAD3, FAD6, FAD7 and FAD8, and they catalyze the desaturation of C18 fatty acids. FAD2/FAD6 catalyze the dehydrogenation of OA at the Δ12 position to form LA [60], and LA to form ALA by Δ15 fatty acid dehydrogenase including FAD3, FAD7 and FAD8 [61]. In this process, FADs play a key role in the formation of ALA [62]. FAD2 is a key enzyme that controls the transformation of OA to LA. By inducing the mutation of *FAD2* or inhibiting its expression by antisense methodologies, the content of OA in soybean [63], sunflower [64] and peanut [65] seed oil can be improved, thus improving the quality of edible oil. The *FAD3* gene is semidominant, and its overexpression leads to a decrease in LA and an increase in ALA [66, 67]. In this study, we identified 6, 9, 5, 2 and 2 DEGs annotated to *SAD*, *FAD2*, *FAD3*, *FAD7* and *FAD8*, respectively. The FPKM values of those DEGs at 90 DAF were mostly less than 1, which indicated that the absolute contents of unsaturated fatty acid in herbaceous peony seed oil showed a downward trend at the later stage. 

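At 90 DAF, 17 of the 24 desaturase unigenes had a mean under 1 FPKM, namely 2 of 6 SAD, 6 of 9 FAD2, all 5 FAD3, both FAD7 and both FAD8 unigenes. Of the others 2, both SAD, were at 10 FPKM or more. The mean was lower at 90 DAF than at 30 DAF in 22 of the 24, and 20 were DEGs downward in Group III by limma.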

Although most of the FPKM values of *SAD*, *FAD2* and *FAD3* based on the transcriptome sequencing showed a decreasing trend with seed development, their expression levels were highest at 45 DAF by qRT-PCR analysis and exhibited a bell shape with seed development (Fig. 8), consistent with the rate of unsaturated fatty acid accumulation (Fig. 1c). Moreover, the FPKM values of *FAD7* and *FAD8* were more lower than that of *FAD3*. Therefore, we inferred that the key genes in herbaceous peony seed oil with high contents of unsaturated fatty acids, such as ALA and LA, are *SAD*, *FAD2* and *FAD3*.

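Among the 20 SAD, FAD2 and FAD3 unigenes, the mean FPKM fell at both steps in 14, was highest at 60 DAF in 4 (3 FAD2 and 1 FAD3) and was highest at 90 DAF in 2 (both SAD, under 1 FPKM). By limma 16 were DEGs downward in Group III, 13 of the 20 being under 1 FPKM at 90 DAF.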

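The FAD3 sum was 56.4 times the FAD7 sum at 30 DAF, 45.5 times at 60 DAF and 4.30 times at 90 DAF, and it was 12.4 and 11.8 times the FAD8 sum at 30 and 60 DAF. In the individual libraries FAD3 ranged from 905 to 1104 FPKM at 30 DAF, from 386 to 1197 at 60 DAF and from 1.57 to 3.57 at 90 DAF. FAD7 ranged from 16.4 to 19.2, from 15.2 to 16.8 and from 0.32 to 0.76, and FAD8 from 59.5 to 96.9, from 41.6 to 73.6 and from 0 to 0.04, so that no library of either reached the lowest of FAD3 at its stage.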

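The paper reasons from the levels and trends of these desaturases, by sequencing and by qRT-PCR, to its choice of key genes for unsaturated fatty acids, and only the sequencing was followed here.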

Most fatty acids in plants are successively transferred to the *sn-1*, *sn-2* and *sn-3* position of glycerol-3-phosphate to form TAG, which is assembled in the endoplasmic reticulum through the Kennedy pathway, and finally formed into an oil body by budding for storage [68]. TAG assembly mainly involves enzymes including GPAT, LPAAT, PAP and DGAT [69]. DGAT catalyzes the final step of TAG assembly in the Kennedy pathway, and it is the only rate-limiting enzyme in this pathway [70]. The expression of single *DGAT* can restore the accumulation of TAG and the formation of OBs [71]. Four different types of *DGATs* were found in plants, namely, *DGAT1*, *DGAT2*, *DGAT3* and *WS/DGAT* [72, 73]. Organ expression of *DGAT* is specific. *DGAT1* is highly expressed in developing seeds, petals, and flower buds of most dicotyledonous plants, but it is poorly expressed in leaves and stems [74, 75]. In this study, there was only 1 DEG annotated to *DGAT*, the FPKM value of which showed a continuous upward trend and expression by qRT-PCR was highest at 75 DAF, which was consistent with the highest oil content at 75 DAF. 

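CL6160.Contig2_All, the DGAT unigene, had an FPKM of 3.37 ± 1.37 at 30 DAF, 4.41 ± 0.602 at 60 DAF and 8.88 ± 1.19 at 90 DAF. Its log2 change was 1.32 in Group III (standard error 0.25, adjusted p = 0.00330 by limma with Benjamini-Hochberg adjustment, 1.26 relative to the median unigene), with 1.39 for both contigs of its cluster together. The libraries at 30 DAF, 2.73, 4.95 and 2.44, overlapped those at 60 DAF, 4.14, 5.10 and 3.99, while all 3 at 90 DAF, 7.68, 10.1 and 8.90, lay above both. It was not a DEG in Group I or Group II. After median-of-ratios scaling the libraries at 60 DAF lay above those at 30 DAF but overlapped those at 90 DAF, and after quantile normalization both steps were free of overlap.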

TAGs are the most abundant neutral lipids, and most TAGs are partitioned in small spherical particles called oil bodies (OBs) [68]. OBs contain a hydrophobic core of TAG surrounded by a monolayer of phospholipids and unique proteins called oleosin (OLE), caleosin and steroleosin [76]. Among these proteins, OLE is the main protein and covers almost the whole surface of OBs, accounting for approximately 75–80% [77]. OLE plays an important role in maintaining the size and stability of the oil body [78]. In addition, Siloto et al. found that the expression level of *OLE* in *Arabidopsis* seeds with high oil content was higher than that in seeds with low oil content [79]. The expression of *OLE* is higher in seeds than in roots, stems, leaves and flowers. Additionally, with the development of seeds, the expression of *OLE* in seeds first increases and then decreases [80]. 

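The 6 oleosin unigenes together held 0.121% of all FPKM at 30 DAF, 0.961% at 60 DAF and 1.41% at 90 DAF. Their single stage means ranged from 66.0 FPKM to 3854 FPKM. Unigene23397_All had 159 ± 8.11 at 30 DAF, 559 ± 179 at 60 DAF and 546 ± 118 at 90 DAF.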

In the present study, we identified 6 DEGs annotated to *OLE*, the FPKM values of which in the transcriptome were very high and increasing; however, the expression of *OLE* by qRT-PCR was highest at 75 DAF, which was consistent with the oil accumulation. Similarly, the trend of *OLE* expression in developmental seeds was consistent with other studies. Therefore, we speculated that high oil accumulation in herbaceous peony seed was related to the high expression levels of *DGAT* and *OLE*.

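The 4 caleosin unigenes held 0.0668%, 0.102% and 0.192% of all FPKM over the stages. The paper sets the rise of DGAT and OLE over the stages beside its qRT-PCR values and the oil content of the seeds. From these it speculates that the high oil accumulation was related to the high expression of DGAT and OLE.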

BCCP, or biotin carboxyl carrier protein, is one of the subunits of ACCase, and BC, α-CT and β-CT constitute four subunits of ACCase which catalyze acetyl-CoA to malonyl-CoA that was the committed step for de novo fatty acid biosynthesis [81]. As an important component of ACCase, BCCP protein is the link and bridge connecting the other three subunits of ACCase, and plays a very important role in the biosynthesis of fatty acid from seeds [82]. Studies have shown that the up-regulation of BCCP protein expression is positively correlated with the specific activity of ACCase and the content of seed oil during the development of *Arabidopsis thaliana* and rapeseed seeds [82]. We identified 17 unigenes annotated to BCCP from transcriptome database of *P. lactiflora* ‘Hangshao’, and we found that the sequence conservation of BCCP was highly conserved by alignment with the amino acid sequences of family genes of various plants. According to the phylogenetic analysis, 17 BCCPs in *P. lactiflora* ‘Hangshao’ were divided into five clades. Chen et al. found that BCCPs was in four subfamilies, separated by more subtle but statistically significant differences in primary structure [83]. Moreover, Thelen et al. believed that *BCCP* gene can encode two kinds of BCCP protein, one can be biotinylated, and the other cannot be biotinylated [84]. These two kinds of BCCP proteins can regulate the activity of ACCase by competitive binding to the other subunits of ACCase, so as to realize the regulation of fatty acid synthesis process [84]. From these studies, it has been shown that BCCP has a significant influence on the content of fatty acid of plants.

## Conclusions

GC-MS analysis revealed that ‘Hangshao’ seeds have five main fatty acids, including palmitic acid (PA), stearic acid (SA), oleic acid (OA), linoleic acid (LA) and α-linolenic acid (ALA). The total content of the five fatty acids first increased and then decreased, reaching a maximum at 75 DAF. Additionally, the ratio of the content of OA to ALA was close to 1:1. A total of 150,156 unigenes were obtained by transcriptome sequencing, with an average length of 1030 bp. There were 15,005 unigenes annotated in the seven functional databases, including NR, NT, GO, KOG, KEGG, Swiss-Prot and InterPro. Based on the KEGG database, there were 1766 unigenes annotated to lipid metabolism. We also screened out 503 DEGs in lipid metabolism, which were annotated to 111 enzymes. To further uncover the key genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation, we identified 123 DEGs involved in fatty acid biosynthesis (39 DEGs), fatty acid elongation (33 DEGs), biosynthesis of unsaturated fatty acid (24 DEGs), TAG assembly (17 DEGs) and lipid storage (10 DEGs). Furthermore, qRT-PCR was used to analyze the expression patterns of 16 related genes, including *BBCP*, *BC*, *MCAT*, *KASII, KASIII, FATA FATB*, *KCR*, *SAD, FAD2*, *FAD3*, *FAD7*, *GPAT, DGAT, OLE* and *CLO,* and the results showed that they were highly consistent with the transcriptome results. Moreover, we deduced that the key genes with high contents of unsaturated fatty acids and oil accumulation in herbaceous peony seed oil are *MCAT*, *KASIII*, *FATA*, *SAD*, *FAD2*, *FAD3*, *DGAT* and *OLE*.

In conclusion, we present the first high-quality transcriptome sequence for herbaceous peony seeds. The sequences of genes related to unsaturated fatty acid biosynthesis and oil accumulation were obtained based on large-scale transcriptome data, which will enable further metabolomic and gene functional studies. This species with rich PUFA content, accompanied by an omega-6/omega-3 ratio close to 1:1, was studied to form a more diversified set of PUFAs to eventually increase storage PUFA production and meet the needs of more humans worldwide for intake of an omega-6/omega-3 ratio close to 1:1.

## Methods

### Plant materials

Seeds of herbaceous peony ‘Hangshao’ were collected from the same plant which was introduced from Pan’an County Zhejiang Province (traditional Chinese medicine ‘Radix Paeoniae Alba’ production base), identified by Yang-Qian Cao, a senior agronomist from Heze Peony Research Institure in Shangdong Province of China, and cultivated in the peony germplasm resource garden of Yangzhou University, China (32°39′N, 119°42′E) for 8 years. Due to the limited fruit and low oil extraction rate at the early stage, the follicle was hand-collected in the 30 days after flowering (DAF) for the first time and at intervals of 15 days until full maturity (including 30, 45, 60, 75 and 90 DAF) for fatty acid absolute content analysis by GC-MS (Fig. 1a). Seeds used for transcriptome sequencing were collected from the same strain at developmental stages of 30, 60 and 90 DAF. The collected samples were immediately frozen in liquid nitrogen and stored in a − 80 °C cryogenic refrigerator until further use.

### Oil content analysis

Ten grams of powdered seeds were weighed and transferred to a 500-mL round-bottom flask. Then, 130 ml n-hexane at a 1:13 ratio (g·mL^− 1^) was added to the flask. The flask was connected to a condenser tube and placed in the ultrasonic cleaning machine (KQ-200VDB, Kunshan ultrasonic instrument co., LTD, China) to perform oil extraction at 70 °C and 200 W at a fixed frequency of 80 KHz. After extraction for 1.5 h, the mixture was centrifuged at room temperature for 10 min at 4000 r·min^− 1^. The supernatant was separated and dried under the rotary evaporator (RE52–99, Yarong biochemical instrument factory, Shanghai, China) at 55 °C for oil separation and n-hexane recovery. The oil was then stored in a refrigerator (4 °C) until fatty acid analysis. The oil content was calculated and expressed as % (oil weight/seed weight).

### Quantitative analysis of the main fatty acid composition

The absolute content of fatty acid was determined according to the national standard (GB 5009.168–2016) of the People’s Republic of China. The specific process is as follows.

Standard solution preparation: 1) 5 mg·mL^− 1^ triundecanoin (C11) internal standard solution: 0.5 g triundecanoin (C11) was added to a beaker and dissolved by the addition of methanol. Then, the solution was transferred into a volumetric flask and increased to a 100-mL constant volume with methanol. 2) Mixed standard solution of 37-component fatty acid methyl: 100 μL of the 37-component fatty acid methyl mixture was added to a 10-mL volumetric flask and increased to a constant volume with n-hexane. The two standard solutions were stored in a − 4 °C refrigerator.

Sample hydrolysis: A total of 0.5 g of seeds were ground into granules and placed in a flask. Then, 100 μL triundecanoin (C11) internal standard solution, 100 mg pyrogallic acid, several zeolites and 2 mL 95% ethanol were added and mixed. Subsequently, 10 mL hydrochloric acid solution was added and mixed well. Next, the flask was placed in a 70 °C water bath for hydrolysis for 40 min, after which it was cooled to room temperature.

Fat extraction: The hydrolyzed sample was supplemented with 10 mL 95% ethanol and mixed. The hydrolysate in the flask was then transferred to the separation funnel. Then, the flask and stopper were washed with 50 mL of the ethyl ether petroleum ether mixture. Next, the rinse solution was incorporated into the separation funnel, capped, shaken for 5 min, and set aside for 10 min. Subsequently, the extraction solution was collected into a 250-mL flask. The hydrolysate was extracted 3 times as described in the previous steps. Finally, the separation funnel was flushed with the petroleum ether with ether mixture (volume ratio 1:1), and the flushing fluid was collected into a constant weight flash that would be boiled in a water bath and dried at 100 °C for 2 h.

Fatty acid esterification: The 2 mL of 2% NaOH methanol solution was added to the fat extract and heated at 80 °C for 30 min. Then, 3 mL 14% trifluoro (methanol) boron solution was added and heated at 80 °C for 30 min. Next, the mixture was cooled to room temperature and placed in a centrifuge tube, and 1 mL n-hexane was added. It was extracted by shock for 2 min and then left for 1 h and stratified. One hundred microliters of the supernatant was increased to 1 mL with n-hexane and filtered with a 0.45-μm organic-phase filter into a 2-mL chromatographic sample bottle.

Chromatographic and mass spectrometric conditions: The conditions have been previously described [10]. The trinonadecanoin internal standard solution, mixed standard solution of 37-component fatty acid methyl and sample solution were successively subjected to GC-MS to determine the chromatographic peak area of each fatty acid response.

Calculation formula for the fatty acid absolute content: W_i_ (g·100 g^− 1^) =F_i_×(A_i_/A_C11_)×(ρ_C11_×V_C11_× 1.0067/M)× 100×N_i_, where W_i_ is the absolute content of i fatty acid, F_i_ is the response factor of fatty acid methyl ester, A_i_ is the peak area of fatty acid methyl ester in the sample, A_C11_ is the peak area of the triundecanoin (C11) internal standard solution added to the sample, ρ_C11_ is the concentration of triundecanoin (C11), which was 5 mg·mL^− 1^, V_C11_ is the volume of triundecanoin (C11), which was 0.1 mL, 1.0067 is the conversion coefficient of triundecanoin to methyl undecanoate, M is the sample mass (mg), 100 is the coefficient that converts the content to the content per 100 g of sample and N_i_ is the conversion coefficient of fatty acid methyl ester to fatty acid. The calculation formula of F_i_ is (ρ_Si_×A_11_)/(ρ_11_×A_Si_), ρ_Si_ is the concentration of fatty acid methyl ester in the 37-component fatty acid methyl mixture, ρ_11_ is the concentration of methyl undecanoate in the 37-component fatty acid methyl mixture, A_11_ is the peak area of methyl undecanoate and A_Si_ is the peak area of fatty acid methyl ester.

### Total RNA extraction, cDNA library preparation and transcriptome sequencing analysis

Nine seed samples from three stages (30, 60 and 90 DAF, with three biological replicates) were snap-frozen in liquid nitrogen and ground to a fine powder. Total RNA samples were extracted using the Total RNA Isolation System (Takara, Japan) according to the manufacturer’s instructions. The quality of the resulting RNA was verified by agarose gel electrophoresis using a Nanodrop ND-4301000 spectrophotometer and Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). After RNA detection, Oligo (dT) was used to isolate mRNA. Mixed with the fragmentation buffer, the mRNA samples were fragmented. Then cDNA was synthesized using the mRNA fragments as templates. Short fragments are purified and resolved with EB buffer for end reparation and single nucleotide A (adenine) addition. After that, the short fragments are connected with adapters and the suitable fragments are selected for the PCR amplification to construct the sample cDNA libraries. The quantification and qualification of the sample cDNA libraries were checked with Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System during the QC steps. Finally, the nine qualified cDNA libraries (HS30d_1, HS30d_2, HS30d_3, HS60d_1, HS60d_2, HS60d_3, HS90d_1, HS90d_2 and HS30d_3) were sequenced using Illumina HiSeq 4000 system at Beijing Genomics Institute Co., Ltd. (Shenzhen, China). Raw data was analyzed through Sickle (https://github.com/najoshi/sickle) and SeqPrep (https://github.com/jstjohn/Seq-Prep), low-quality reads (percentage of base with a quality less than 15 greater than 20% in a read), adapter-containing reads and poly-N reads (with more than 5% N base) were removed to get high-quality clean reads. Based on the clean reads, the sequence duplication level and Q20, Q30, GC-content were calculated. Trinity software was used to assemble all of the clean reads from the left.fq and right.fq data, the min_kmer_cov was set as 2 and other parameters was set as their default. And Tgicl software [43] was used to perform clustering and eliminate redundant data in the assembled transcipts to obtain unique genes based on the parameters as followed: − 140 -c -v25 -O′-repeat_stringency 0.95 -minmatch 35 -minscore 35′. All clean reads were uploaded to the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database under accession number SRP148668.

### Functional annotation and classification

To obtain comprehensive functional information, all Illumina-assembled unigenes were aligned against the NCBI nonredundant protein (Nr) (http://www.ncbi.nlm.nih.gov), NCBI nonredundant nucleotide sequence (Nt), cluster of euKaryotic Orthologous Groups (KOG) (http://www.ncbi.nlm.nih.gov/KOG), Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg) and Swiss-Prot protein (http://ftp.ebi.ac.uk/pub/databases/swissprot) databases using BLASTx alignments with an *E*-value cutoff of 10^− 5^ [85]. With Nr annotation, Gene Ontology (GO) annotation of unigenes was obtained using Blast2GO software (http://www.geneontology.org) [86]. Inter-Pro annotation was obtained using InterProScan5 [87].

### Analysis of differentially expressed genes (DEGs)

Before performing differential expression analysis of unigenes, we mapped all the clean reads of each sample to the unigenes with Bowtie2 [88], and we calculated the gene expression level with RSEM software based on the assembly results [89]. The FPKM (expected number of fragments per kilobase of transcript sequence per million mapped fragments) value was used to quantify gene expression levels [86]. All expression data sets and assembled unigenes are available at the NCBI Gene Expression Omnibus (GEO) database under accession number GSE151746. Next, we conducted a differential expression analysis of the samples with three biological replications using DESeq2 as described by Michaekl et al. [90]. Genes with a fold change ≥ 2.0 and adjusted *P*-value ≤ 0.05 were regarded as differentially expressed. DEG functions were explored through GO and KEGG pathway analysis, and a false discovery rate (FDR) no larger than 0.01 was defined as significant enrichment. This process was performed to identify significantly enriched metabolic pathways.

### Analysis of the BCCP gene family characteristics in *Paeonia lactiflora* ‘Hangshao’

To analyze *PlBCCP* family characteristics, we utilize BLASTp from NCBI non-redundant protein database to obtain its homologous genes. The conserved motifs of BCCP sequences were identified by MEME program (http://alternate.memesuite.org/tools/mem), parameters were set as maximum of 10 misifits and an optimum motif width of 6–200 amino acid residues [91]. ClustalX was used to align all of full-length BCCP protein sequences. To construct the phylogenetic tree, MEGA7.0 software was introduced with neighbor-joining (NJ) method, bootstrap values was set as 1000 replicates.

### Gene expression analysis using quantitative real-time PCR (qRT-PCR)

qRT-PCR was introduced to analyze gene transcript levels with BIO-RAD CFX Connect™ Optics Module (Bio-Rad, USA). Extracted seeds RNA (1 μg) were reverse-transcribed into cDNA in a 10-μl reaction based on the superscript first-strand synthesis system (PrimeScript® RT Reagent Kit With gDNA Eraser, TaKaRa, Japan). *PlActin* (JN105299) was used as an internal reference gene [92]. All specific primers for qRT-PCR were synthesized by Shanghai Sangon Biological Engineering Technology and Services Co., Ltd., sequences were shown in Additional file 15: Table S12. SYBR® Premix Ex Taq™ (Perfect Real Time) was used for qRT-PCR (TaKaRa, Japan). The PCR cycles were as follows: 55 °C for 2 min, followed by an initial denaturation step at 95 °C for 30 s, 40 cycles at 95 °C for 5 s, 55 °C for 15 s, and 72 °C for 30 s. 2^-ΔΔCt^ comparative threshold cycle (Ct) method was used for calculation of relative expression levels [93].

### Statistical analysis

Experiments described in this study were repeated three times through completely randomized design. Variance analysis was using SAS/STAT statistical analysis software (SAS Institute, Cary, NC, USA). Data shown in figures were means ± SDs (Standard deviation), and the different letters represent for significant differences (*P* < 0.05).

## Supplementary Information

**Additional file 1: Table S1**. Clean reads quality metrics

**Additional file 2: Table S2**. Quality metrics of transcripts of seeds of *Paeonia lactiflora* ‘Hangshao’

**Additional file 3: Figure S1**. The length distribution of unigenes for seeds of *Paeonia lactiflora* ‘Hangshao’

**Additional file 4: Figure S2**. Functional distribution of unigenes annotated for seeds of *Paeonia lactiflora* ‘Hangshao’

**Additional file 5: Table S3**. Number of DEGs for GO classification

**Additional file 6: Figure S3**. Functional distribution of GO-annotated DEGs for seeds of *Paeonia lactiflora* ‘Hangshao’

**Additional file 7: Table S4**. Number of DEGs for KEGG annotation

**Additional file 8: Table S5**. DEGs for KEGG annotation in Groups I, II and III

**Additional file 9: Table S6**. Number of DEGs for KEGG pathway annotation in Groups I, II and III

**Additional file 10: Table S7**. Number of DEGs in 14 KEGG lipid metabolism pathways

**Additional file 11: Table S8**. 

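Table S8 gives an FPKM value for each unigene and library. Of its 4527 values, 4518 lay within 0.01 of the deposited FPKM, and the other 9 are those of CL12771.Contig1_All, which equal the deposited values of CL12271.Contig1_All.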

All DEGs annotated to lipid metabolism

**Additional file 12: Table S9**. 

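Table S9 holds 999 FPKM values for the unigenes of the heat map, and all 999 lay within 0.01 of the deposited values.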

One hundred eleven DEGs used for the cluster analysis

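Table S10 sorts its unigenes by enzyme and pathway and gives their FPKM per library, with log2 ratios between stages. All 1087 FPKM values that it prints lay within 0.01 of the deposited ones, and 20 cells hold no value.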

**Additional file 13: Table S10**. DEGs related to fatty acid biosynthesis and oil accumulation in herbaceous peony ‘Hangshao’ seeds

**Additional file 14: Table S11**. Gene sequences of 17 BCCP in herbaceous peony ‘Hangshao’ from tanscriptome database

**Additional file 15: Table S12**. Gene-specific primer sequence for qRT-PCR detection

## Data Availability

All data generated or analyzed during this study are included in the main paper and supplementary information files. In addition, all clean reads were uploaded to the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database under accession number SRP148668. And all expression data sets and assembled unigenes are available at the NCBI Gene Expression Omnibus (GEO) database under accession number GSE151746.

## Abbreviations

DEG: Differentially expressed gene
UFA: Unsaturated fatty acid
OA: Oleic acid
LA: Linoleic acid
ALA: α-linolenic acid
PA: Palmitic acid
SA: Stearic acid
MUFA: Monounsaturated fatty acid
PUFA: Polyunsaturated fatty acid
DAF: Days after flowering
qRT-PCR: Quantitative real-time PCR
GC-MS: Gas chromatography-mass spectrometry
GO: Gene ontology
KOG: Clusters of orthologous groups
KEGG: Kyoto encyclopedia of genes and genomes
BC: Biotin carboxylase
BCCP: Biotin carboxyl carrier protein
α-CT: Carboxyl transferase subunit alpha
β-CT: Carboxyl transferase subunit beta
MACT: Malonyl-CoA-acyl carrier protein transacylase
KASIII: 3-oxoacyl-ACP synthase III
KAR: 3-oxoacyl-ACP reductase
HAD: 3-hydroxyacyl-ACP dehydratase
EAR: Enoyl-ACP reductase I
KASII: 3-oxoacyl-ACP synthase II
FATB: Fatty acyl-ACP thioesterase B
FATA: Fatty acyl-ACP thioesterase A
LACS: Long-chain acyl-CoA synthetase
KCS: 3-ketoacyl-CoA synthase
KCR: Very-long-chain 3-oxoacyl-CoA reductase
HCD: Very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase
ECR: Very-long-chain enoyl-CoA reductase
SAD: Stearoyl-ACP desaturase
FAD: Fatty acid desaturase
LPC: Lysophosphatidylcholine
LPCAT: Lysophosphatidylcholine acyltransferase
GPAT: Glycerol-3-phosphate acyltransferase
LPAAT: 1-acyl-sn-glycerol-3-phosphate acyltransferase
PAP: Phosphatide phosphatase
DGAT: Diacylglycerol O-acyltransferase
PDAT: Phospholipid:diacylglycerol acyltransferase
PDCT: Phosphatidylcholine: diacylglycerol cholinephosphotransferase
TAG: Triacylglycerol
OLE: Oleosin
CLO: Caleosin
FPKM: Fragments per kilobase of exon model per million mapped fragment
OB: Oil body

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Clean reads quality metrics

Table S1 Clean reads quality metrics

| Sample | Total Raw Reads (Mb) | Total Clean Reads (Mb) | Total Clean Bases (Gb) | Clean Reads Q20 (%) | Clean Reads Q30 (%) | Clean Reads Ratio(%) |
| --- | --- | --- | --- | --- | --- | --- |
| HS30d_1 | 88.42 | 74.44 | 11.17 | *98.44* | 95.28 | 84.20 |
| HS30d_2 | 86.78 | 73.71 | 11.06 | *98.45* | 95.30 | 84.94 |
| HS30d_3 | 88.42 | 74.53 | 11.18 | *98.44* | 95.27 | 84.29 |
| HS60d_1 | 88.42 | 73.96 | 11.09 | *98.44* | 95.26 | 83.65 |
| HS60d_2 | 88.42 | 74.49 | 11.17 | *98.41* | 95.22 | 84.25 |
| HS60d_3 | 90.05 | 74.18 | 11.13 | *98.42* | 95.22 | 82.37 |
| HS90d_1 | 87.45 | 74.39 | 11.16 | *98.20* | 94.78 | 85.08 |
| HS90d_2 | 85.82 | 73.86 | 11.08 | *98.13* | 94.60 | 86.07 |
| HS90d_3 | 85.83 | 73.53 | 11.03 | *98.16* | 94.66 | 85.68 |

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Quality metrics of transcripts of seeds of Paeonia lactiflora ‘Hangshao’

Table S2 Quality metrics of transcripts of seeds of *Paeonia lactiflora* 'Hangshao'

| Sample | Total Number | Total Length | Mean Length | N50 | N70 | N90 | GC(%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| HS30d_1 | 60,209 | 53,854,966 | 894 | 1,527 | 913 | 341 | 41.21 |
| HS30d_2 | 73,240 | 65,889,070 | 899 | 1,543 | 910 | 343 | 40.58 |
| HS30d_3 | 62,924 | 57,723,302 | 917 | 1,536 | 935 | 357 | 40.98 |
| HS60d_1 | 54,052 | 49,432,167 | 914 | 1,519 | 934 | 360 | 41.41 |
| HS60d_2 | 54,528 | 48,804,676 | 895 | 1,518 | 910 | 344 | 41.39 |
| HS60d_3 | 59,805 | 52,925,037 | 884 | 1,508 | 897 | 337 | 41.15 |
| HS90d_1 | 75,580 | 65,638,806 | 868 | 1,502 | 857 | 327 | 40.48 |
| HS90d_2 | 73,271 | 61,153,792 | 834 | 1,448 | 815 | 313 | 40.75 |
| HS90d_3 | 70,868 | 62,037,802 | 875 | 1,505 | 872 | 333 | 40.47 |
| All-Unigene | 150,156 | 154,674,160 | 1,030 | 1,825 | 1,120 | 394 | 39.97 |

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2. Functional distribution of unigenes annotated for seeds of Paeonia lactiflora ‘Hangshao’

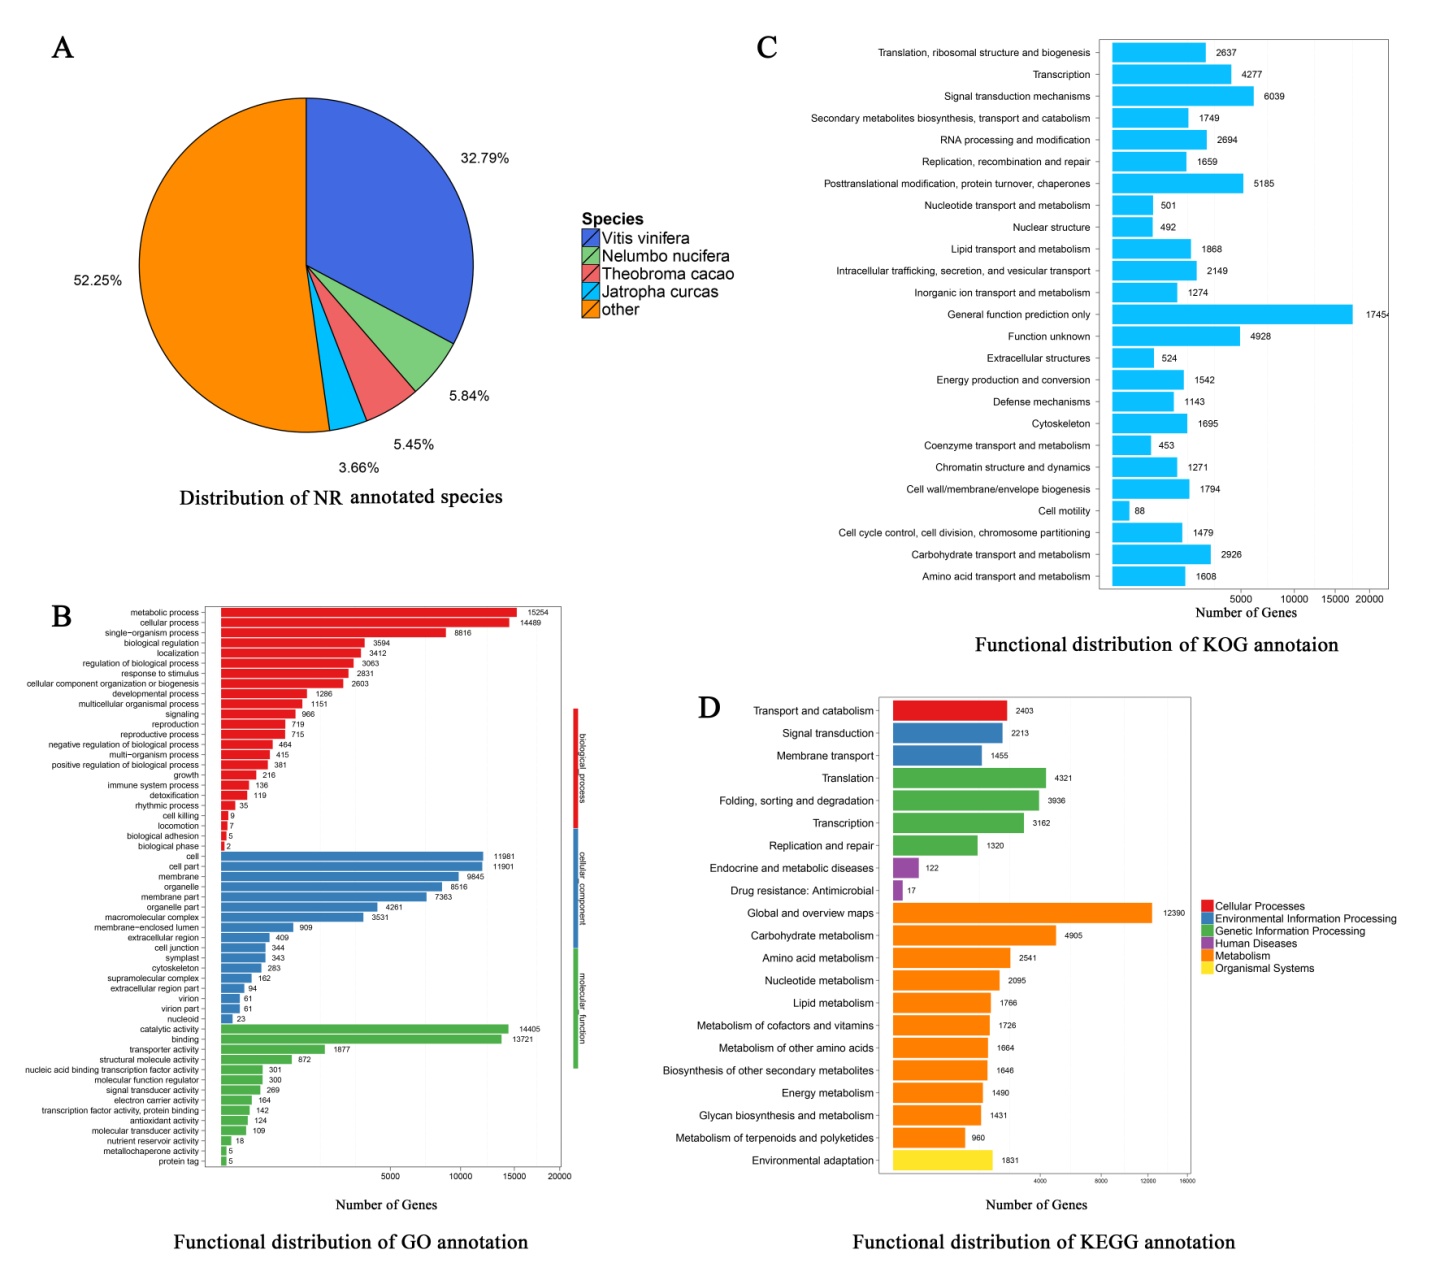

Figure S2 Functional distribution of unigenes annotated for seeds of *Paeonia lactiflora* 'Hangshao'

A: Distribution of NR annotated species; B: Functional distribution of GO annotation;

C: Functional distribution of KOG annotation; D: Functional distribution of KEGG annotation.

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 6 — Additional file 6: Figure S3. Functional distribution of GO-annotated DEGs for seeds of Paeonia lactiflora ‘Hangshao’

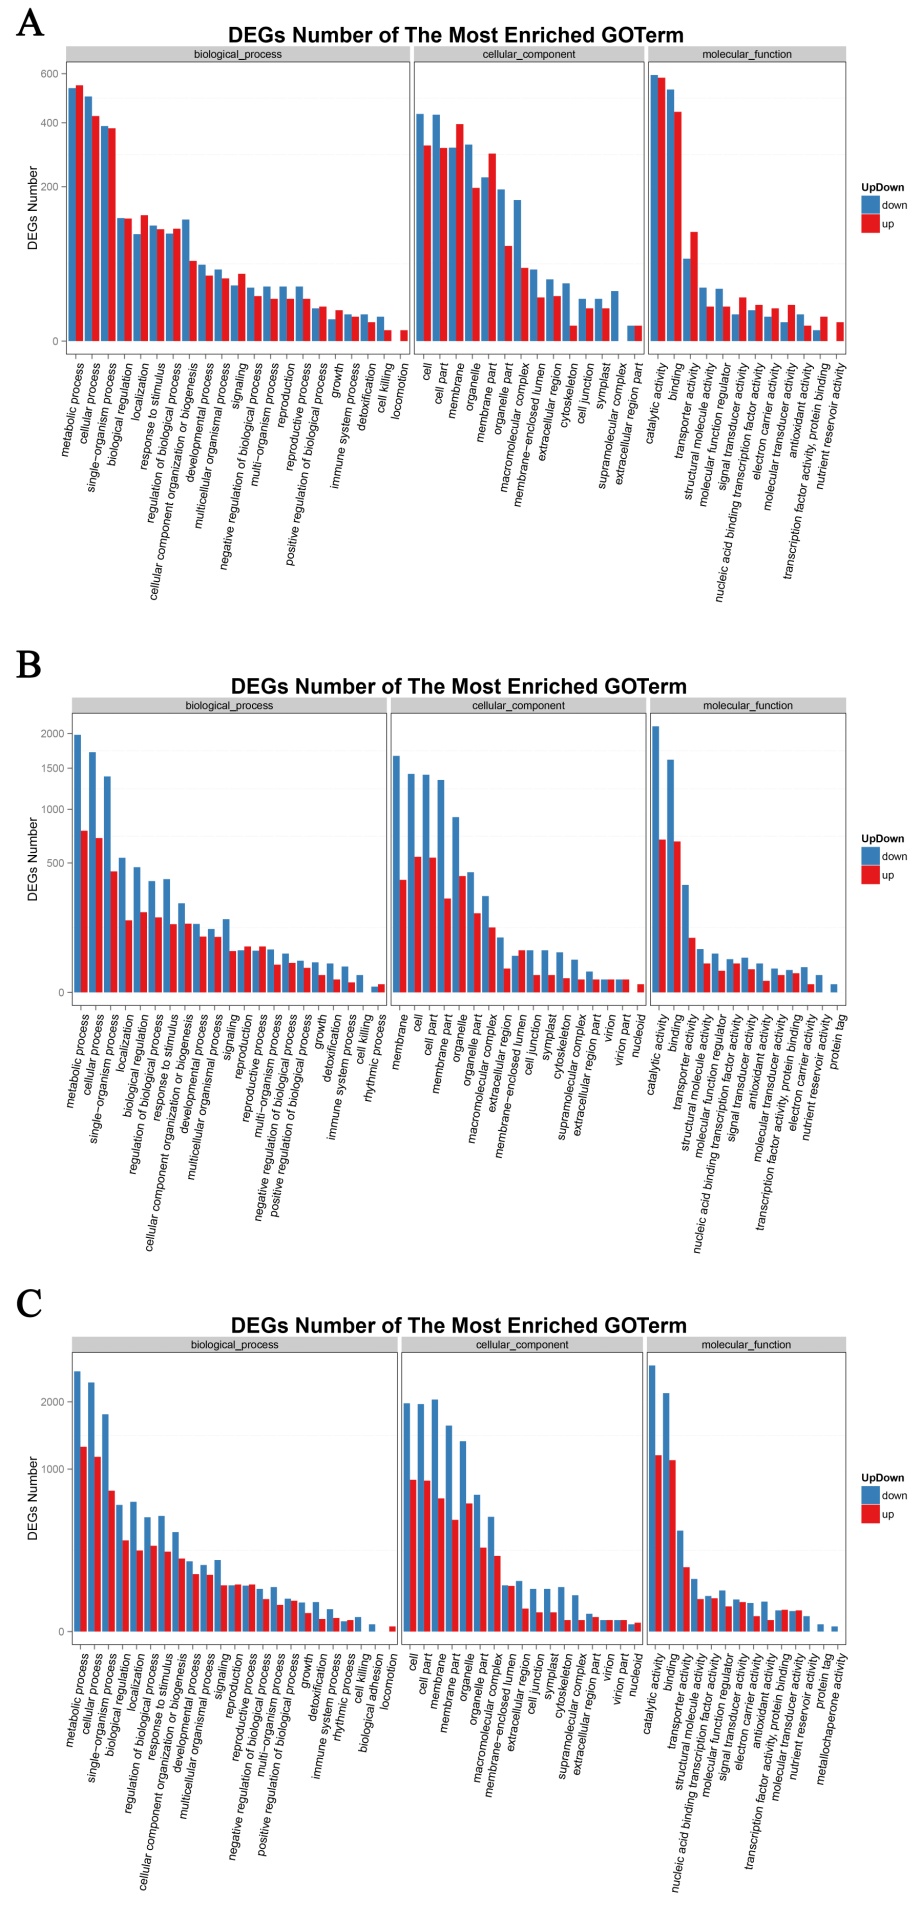

Figure S3 Functional distribution of GO- annotated DEGs for seeds of *Paeonia lactiflora* 'Hangshao'

A: 30 d vs 60 d (Group I); B: 60 d vs 90 d (Group II); C: 30 d vs 90 d (Group III)

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 7 — Additional file 7: Table S4. Number of DEGs for KEGG annotation

| Table S4 Number of DEGs for KEGG annotation | | | | |
| --- | --- | --- | --- | --- |
| Pathway_level1 | Pathway_level2 | Number of Genes（Group I） | Number of Genes（Group II） | Number of Genes（Group III） |
| Cellular Processes | Transport and catabolism | 135 | 397 | 528 |
| Environmental Information Processing | Membrane transport | 44 | 115 | 166 |
| Environmental Information Processing | Signal transduction | 178 | 431 | 590 |
| Genetic Information Processing | Folding, sorting and degradation | 195 | 540 | 747 |
| Genetic Information Processing | Replication and repair | 80 | 142 | 231 |
| Genetic Information Processing | Transcription | 110 | 351 | 527 |
| Genetic Information Processing | Translation | 158 | 529 | 749 |
| Metabolism | Amino acid metabolism | 170 | 400 | 556 |
| Metabolism | Biosynthesis of other secondary metabolites | 157 | 332 | 421 |
| Metabolism | Carbohydrate metabolism | 352 | 879 | 1215 |
| Metabolism | Energy metabolism | 61 | 273 | 352 |
| Metabolism | Global and overview maps | 832 | 2075 | 2872 |
| Metabolism | Glycan biosynthesis and metabolism | 77 | 196 | 273 |
| Metabolism | Lipid metabolism | 191 | 424 | 544 |
| Metabolism | Metabolism of cofactors and vitamins | 75 | 247 | 356 |
| Metabolism | Metabolism of other amino acids | 106 | 242 | 327 |
| Metabolism | Metabolism of terpenoids and polyketides | 90 | 175 | 248 |
| Metabolism | Nucleotide metabolism | 100 | 243 | 391 |
| Organismal Systems | Environmental adaptation | 112 | 310 | 423 |

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 9 — Additional file 9: Table S6. Number of DEGs for KEGG pathway annotation in Groups I, II and III

| **Table S6-3 Number of DEGs for KEGG pathway annotation in Group III** | | | | | | | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **#** | **Pathway** | **DEGs genes with pathway annotation  (11268)** | **All genes with pathway annotation  (49630)** | **Pvalue** | **Qvalue** | **Pathway ID** | **Level 1** | **Level 2** |  |  |  |
| 1 | [Glycosaminoglycan degradation](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene1) | 60 (0.53%) | 142 (0.29%) | 1.66959E-07 | 1.39463E-05 | ko00531 | Metabolism | Glycan biosynthesis and metabolism | | |  |
| 2 | [Circadian rhythm - plant](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene2) | 112 (0.99%) | 317 (0.64%) | 2.10398E-07 | 1.39463E-05 | ko04712 | Organismal Systems | Environmental adaptation | |  |  |
| 3 | [Plant hormone signal transduction](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene3) | 334 (2.96%) | 1152 (2.32%) | 3.1223E-07 | 1.39463E-05 | ko04075 | Environmental Information Processing | Signal transduction | |  |  |
| 4 | [Glycerolipid metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene4) | 124 (1.1%) | 366 (0.74%) | 6.53516E-07 | 1.82364E-05 | ko00561 | Metabolism | Lipid metabolism |  |  |  |
| 5 | [Arachidonic acid metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene5) | 45 (0.4%) | 100 (0.2%) | 6.80462E-07 | 1.82364E-05 | ko00590 | Metabolism | Lipid metabolism |  |  |  |
| 6 | [Indole alkaloid biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene6) | 40 (0.35%) | 87 (0.18%) | 1.41458E-06 | 3.15922E-05 | ko00901 | Metabolism | Biosynthesis of other secondary metabolites | | | |
| 7 | [Benzoxazinoid biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene7) | 21 (0.19%) | 36 (0.07%) | 4.33144E-06 | 8.29162E-05 | ko00402 | Metabolism | Biosynthesis of other secondary metabolites | | | |
| 8 | [Photosynthesis - antenna proteins](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene8) | 21 (0.19%) | 39 (0.08%) | 2.35455E-05 | 0.000394387 | ko00196 | Metabolism | Energy metabolism | |  |  |
| 9 | [Fructose and mannose metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene9) | 88 (0.78%) | 264 (0.53%) | 4.93131E-05 | 0.000734217 | ko00051 | Metabolism | Carbohydrate metabolism | |  |  |
| 10 | [Glycosphingolipid biosynthesis - ganglio series](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene10) | 41 (0.36%) | 104 (0.21%) | 9.56806E-05 | 0.00128212 | ko00604 | Metabolism | Glycan biosynthesis and metabolism | | |  |
| 11 | [Steroid biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene11) | 52 (0.46%) | 142 (0.29%) | 0.000120962 | 0.001473536 | ko00100 | Metabolism | Lipid metabolism |  |  |  |
| 12 | [Sphingolipid metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene12) | 71 (0.63%) | 212 (0.43%) | 0.000211346 | 0.00236003 | ko00600 | Metabolism | Lipid metabolism |  |  |  |
| 13 | [Vitamin B6 metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene13) | 31 (0.28%) | 75 (0.15%) | 0.000242033 | 0.002494797 | ko00750 | Metabolism | Metabolism of cofactors and vitamins | | |  |
| 14 | [Flavonoid biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene14) | 56 (0.5%) | 161 (0.32%) | 0.000321835 | 0.003080422 | ko00941 | Metabolism | Biosynthesis of other secondary metabolites | | | |
| 15 | [Cysteine and methionine metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene15) | 134 (1.19%) | 455 (0.92%) | 0.000478096 | 0.004270995 | ko00270 | Metabolism | Amino acid metabolism | |  |  |
| 16 | [Cutin, suberine and wax biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene16) | 34 (0.3%) | 88 (0.18%) | 0.000560315 | 0.004502275 | ko00073 | Metabolism | Lipid metabolism |  |  |  |
| 17 | [Limonene and pinene degradation](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene17) | 26 (0.23%) | 62 (0.12%) | 0.000571184 | 0.004502275 | ko00903 | Metabolism | Metabolism of terpenoids and polyketides | | | |
| 18 | [Biosynthesis of secondary metabolites](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene18) | 1361 (12.08%) | 5577 (11.24%) | 0.000741373 | 0.005519108 | ko01110 | Metabolism | Global and overview maps | |  |  |
| 19 | [Riboflavin metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene19) | 28 (0.25%) | 71 (0.14%) | 0.001144844 | 0.008074163 | ko00740 | Metabolism | Metabolism of cofactors and vitamins | | |  |
| 20 | [Pentose phosphate pathway](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene20) | 83 (0.74%) | 269 (0.54%) | 0.001224745 | 0.008205792 | ko00030 | Metabolism | Carbohydrate metabolism | |  |  |
| 21 | [Stilbenoid, diarylheptanoid and gingerol biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene21) | 42 (0.37%) | 123 (0.25%) | 0.002493052 | 0.01590805 | ko00945 | Metabolism | Biosynthesis of other secondary metabolites | | | |
| 22 | [Carbon metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene22) | 329 (2.92%) | 1271 (2.56%) | 0.003746713 | 0.02265873 | ko01200 | Metabolism | Global and overview maps | |  |  |
| 23 | [MAPK signaling pathway - plant](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene23) | 271 (2.41%) | 1033 (2.08%) | 0.003889185 | 0.02265873 | ko04016 | Environmental Information Processing | Signal transduction | |  |  |
| 24 | [Tryptophan metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene24) | 55 (0.49%) | 174 (0.35%) | 0.0042534 | 0.02374815 | ko00380 | Metabolism | Amino acid metabolism | |  |  |
| 25 | [Glycolysis / Gluconeogenesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene25) | 153 (1.36%) | 560 (1.13%) | 0.005757766 | 0.03086163 | ko00010 | Metabolism | Carbohydrate metabolism | |  |  |
| 26 | [Thiamine metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene26) | 34 (0.3%) | 100 (0.2%) | 0.006529379 | 0.03365141 | ko00730 | Metabolism | Metabolism of cofactors and vitamins | | |  |
| 27 | [Starch and sucrose metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene27) | 302 (2.68%) | 1176 (2.37%) | 0.008141024 | 0.0404036 | ko00500 | Metabolism | Carbohydrate metabolism | |  |  |
| 28 | [Phenylalanine, tyrosine and tryptophan biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene28) | 72 (0.64%) | 245 (0.49%) | 0.008925483 | 0.04271481 | ko00400 | Metabolism | Amino acid metabolism | |  |  |
| 29 | [Folate biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene29) | 30 (0.27%) | 88 (0.18%) | 0.009764816 | 0.04512018 | ko00790 | Metabolism | Metabolism of cofactors and vitamins | | |  |
| 30 | [Sesquiterpenoid and triterpenoid biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene30) | 36 (0.32%) | 110 (0.22%) | 0.01021152 | 0.04561146 | ko00909 | Metabolism | Metabolism of terpenoids and polyketides | | | |
| 31 | [Flavone and flavonol biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene31) | 15 (0.13%) | 37 (0.07%) | 0.01148584 | 0.04899739 | ko00944 | Metabolism | Biosynthesis of other secondary metabolites | | | |
| 32 | [Mannose type O-glycan biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene32) | 3 (0.03%) | 3 (0.01%) | 0.01170087 | 0.04899739 | ko00515 | Metabolism | Glycan biosynthesis and metabolism | | |  |
| 33 | [Nitrogen metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene33) | 56 (0.5%) | 188 (0.38%) | 0.01457331 | 0.0581119 | ko00910 | Metabolism | Energy metabolism | |  |  |
| 34 | [Glycosphingolipid biosynthesis - globo and isoglobo series](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene34) | 11 (0.1%) | 25 (0.05%) | 0.01474481 | 0.0581119 | ko00603 | Metabolism | Glycan biosynthesis and metabolism | | |  |
| 35 | [Diterpenoid biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene35) | 37 (0.33%) | 118 (0.24%) | 0.01889674 | 0.07234752 | ko00904 | Metabolism | Metabolism of terpenoids and polyketides | | | |
| 36 | [Arginine and proline metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene36) | 58 (0.51%) | 199 (0.4%) | 0.02047109 | 0.07494997 | ko00330 | Metabolism | Amino acid metabolism | |  |  |
| 37 | [Porphyrin and chlorophyll metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene37) | 59 (0.52%) | 203 (0.41%) | 0.02069514 | 0.07494997 | ko00860 | Metabolism | Metabolism of cofactors and vitamins | | |  |
| 38 | [Fatty acid biosynthesis](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene38) | 51 (0.45%) | 176 (0.35%) | 0.03122039 | 0.110093 | ko00061 | Metabolism | Lipid metabolism |  |  |  |
| 39 | [Carbon fixation in photosynthetic organisms](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene39) | 115 (1.02%) | 435 (0.88%) | 0.03690553 | 0.1268036 | ko00710 | Metabolism | Energy metabolism | |  |  |
| 40 | [Linoleic acid metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene40) | 40 (0.35%) | 136 (0.27%) | 0.04149304 | 0.1390017 | ko00591 | Metabolism | Lipid metabolism |  |  |  |
| 41 | [Biotin metabolism](file:///D:\Programs\ProductionJournal\Temp\renamed_3c089.xlsx#RANGE!gene41) | 25 (0.22%) | 79 (0.16%) | 0.04253323 | 0.139011 | ko00780 | Metabolism | Metabolism of cofactors and vitamins | | |  |

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 10 — Additional file 10: Table S7. Number of DEGs in 14 KEGG lipid metabolism pathways

| Table S7 Number of DEGs in 14 KEGG lipid metabolism pathways | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Pathway | Ko | Gene numbers | | | | | |
|  |  | 30d vs 60 d (Group I) | | 60d vs 90d (Group II) | | 30d vs 90d (Group III) | |
|  |  | Cluter frequency | P-value | Cluter frequency | P-value | Cluter frequency | P-value |
| Fatty acid biosythesis | ko00061 | 22/176 | 0.00247029 | 41/176 | 0.00774033 | 51/176 | 0.03122039 |
| Fatty acid elongation | ko00062 | 6/140 | 0.89811220 | 15/140 | 0.97204830 | 29/140 | 0.74321080 |
| Fatty acid degradation | ko00071 | 16/173 | 0.98153580 | 29/173 | 0.42953420 | 39/173 | 0.54980450 |
| Synthsis and degradation of ketone bodies | ko00072 | 2/17 | 0.30373830 | 6/17 | 0.04275777 | 5/17 | 0.33887620 |
| Cutin, suberin and wax biosynthesis | ko00073 | 26/88 | 0.00000000 | 19/88 | 0.10420110 | 34/88 | 0.00056031 |
| Steoid biosynthesis | ko00100 | 11/142 | 0.31752210 | 42/142 | 0.00003764 | 52/142 | 0.00012096 |
| Glycerolipid metabolism | ko00561 | 48/366 | 0.00000313 | 100/366 | 0.00000003 | 124/366 | 0.00000065 |
| Ether lipid metabolism | ko00565 | 12/157 | 0.32267160 | 23/157 | 0.71523280 | 37/157 | 0.42864620 |
| Glycerophospholipid metabolism | ko00564 | 23/376 | 0.64758950 | 68/376 | 0.15560550 | 90/376 | 0.30194270 |
| Sphingolipid metabolism | ko00600 | 24/212 | 0.00584644 | 51/212 | 0.00161255 | 71/212 | 0.00021135 |
| Arachidonic acid metabolism | ko00590 | 14/100 | 0.00523707 | 38/100 | 0.00000010 | 45/100 | 0.00000068 |
| Linoleic acid metabolism | ko00591 | 11/136 | 0.26972770 | 37/136 | 0.00064396 | 40/136 | 0.04149304 |
| Alpha-linolenic acid metabolism | ko00592 | 20/244 | 0.16963770 | 49/244 | 0.05400820 | 55/244 | 0.54929740 |
| Biosynthsis of unsaturated fatty acid | ko01040 | 5/147 | 0.96557140 | 31/147 | 0.06346957 | 36/147 | 0.33231490 |
|  |  |  |  |  |  |  |  |
| *The colored block are shown as enrichment | |  |  |  |  |  |  |

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 14 — Additional file 14: Table S11. Gene sequences of 17 BCCP in herbaceous peony ‘Hangshao’ from tanscriptome database

**Table S11 Gene sequence of 17 BCCP in *Paeonia lactiflora* 'Hangshao' from tanscriptome database**

| NO. | Gene ID | Gene Sequence |
| --- | --- | --- |
| 01 | CL14917.Contig1_All | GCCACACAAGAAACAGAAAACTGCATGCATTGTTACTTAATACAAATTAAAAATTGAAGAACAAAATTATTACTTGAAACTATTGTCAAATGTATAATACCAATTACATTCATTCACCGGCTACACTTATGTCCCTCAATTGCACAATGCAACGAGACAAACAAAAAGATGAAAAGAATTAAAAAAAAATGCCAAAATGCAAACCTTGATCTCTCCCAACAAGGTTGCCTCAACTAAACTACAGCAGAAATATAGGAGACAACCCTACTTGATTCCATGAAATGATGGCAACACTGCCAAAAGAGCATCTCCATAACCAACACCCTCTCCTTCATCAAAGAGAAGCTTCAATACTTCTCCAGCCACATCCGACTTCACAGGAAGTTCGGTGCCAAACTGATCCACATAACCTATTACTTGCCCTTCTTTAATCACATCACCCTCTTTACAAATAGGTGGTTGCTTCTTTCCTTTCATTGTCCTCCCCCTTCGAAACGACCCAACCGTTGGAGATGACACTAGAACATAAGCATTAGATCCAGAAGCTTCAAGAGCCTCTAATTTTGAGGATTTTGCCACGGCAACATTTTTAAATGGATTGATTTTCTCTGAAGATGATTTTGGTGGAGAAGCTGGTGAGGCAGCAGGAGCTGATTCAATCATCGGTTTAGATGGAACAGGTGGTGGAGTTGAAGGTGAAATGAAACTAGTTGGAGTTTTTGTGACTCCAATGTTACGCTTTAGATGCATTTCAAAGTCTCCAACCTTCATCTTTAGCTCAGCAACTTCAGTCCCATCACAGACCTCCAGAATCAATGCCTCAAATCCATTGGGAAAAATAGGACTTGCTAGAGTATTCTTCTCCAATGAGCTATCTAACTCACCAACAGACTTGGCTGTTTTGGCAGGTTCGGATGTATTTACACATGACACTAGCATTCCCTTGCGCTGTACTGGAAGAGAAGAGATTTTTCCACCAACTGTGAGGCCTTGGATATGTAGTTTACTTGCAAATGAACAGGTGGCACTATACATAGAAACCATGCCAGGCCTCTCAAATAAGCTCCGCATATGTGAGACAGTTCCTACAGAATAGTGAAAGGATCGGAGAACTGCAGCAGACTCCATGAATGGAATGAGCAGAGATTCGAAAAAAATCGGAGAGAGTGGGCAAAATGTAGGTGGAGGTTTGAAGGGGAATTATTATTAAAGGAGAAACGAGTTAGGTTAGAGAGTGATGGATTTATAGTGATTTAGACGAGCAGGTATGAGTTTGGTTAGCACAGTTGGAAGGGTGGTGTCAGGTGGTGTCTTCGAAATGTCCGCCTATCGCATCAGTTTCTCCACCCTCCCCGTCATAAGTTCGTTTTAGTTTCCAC |
| 02 | CL14917.Contig2_All | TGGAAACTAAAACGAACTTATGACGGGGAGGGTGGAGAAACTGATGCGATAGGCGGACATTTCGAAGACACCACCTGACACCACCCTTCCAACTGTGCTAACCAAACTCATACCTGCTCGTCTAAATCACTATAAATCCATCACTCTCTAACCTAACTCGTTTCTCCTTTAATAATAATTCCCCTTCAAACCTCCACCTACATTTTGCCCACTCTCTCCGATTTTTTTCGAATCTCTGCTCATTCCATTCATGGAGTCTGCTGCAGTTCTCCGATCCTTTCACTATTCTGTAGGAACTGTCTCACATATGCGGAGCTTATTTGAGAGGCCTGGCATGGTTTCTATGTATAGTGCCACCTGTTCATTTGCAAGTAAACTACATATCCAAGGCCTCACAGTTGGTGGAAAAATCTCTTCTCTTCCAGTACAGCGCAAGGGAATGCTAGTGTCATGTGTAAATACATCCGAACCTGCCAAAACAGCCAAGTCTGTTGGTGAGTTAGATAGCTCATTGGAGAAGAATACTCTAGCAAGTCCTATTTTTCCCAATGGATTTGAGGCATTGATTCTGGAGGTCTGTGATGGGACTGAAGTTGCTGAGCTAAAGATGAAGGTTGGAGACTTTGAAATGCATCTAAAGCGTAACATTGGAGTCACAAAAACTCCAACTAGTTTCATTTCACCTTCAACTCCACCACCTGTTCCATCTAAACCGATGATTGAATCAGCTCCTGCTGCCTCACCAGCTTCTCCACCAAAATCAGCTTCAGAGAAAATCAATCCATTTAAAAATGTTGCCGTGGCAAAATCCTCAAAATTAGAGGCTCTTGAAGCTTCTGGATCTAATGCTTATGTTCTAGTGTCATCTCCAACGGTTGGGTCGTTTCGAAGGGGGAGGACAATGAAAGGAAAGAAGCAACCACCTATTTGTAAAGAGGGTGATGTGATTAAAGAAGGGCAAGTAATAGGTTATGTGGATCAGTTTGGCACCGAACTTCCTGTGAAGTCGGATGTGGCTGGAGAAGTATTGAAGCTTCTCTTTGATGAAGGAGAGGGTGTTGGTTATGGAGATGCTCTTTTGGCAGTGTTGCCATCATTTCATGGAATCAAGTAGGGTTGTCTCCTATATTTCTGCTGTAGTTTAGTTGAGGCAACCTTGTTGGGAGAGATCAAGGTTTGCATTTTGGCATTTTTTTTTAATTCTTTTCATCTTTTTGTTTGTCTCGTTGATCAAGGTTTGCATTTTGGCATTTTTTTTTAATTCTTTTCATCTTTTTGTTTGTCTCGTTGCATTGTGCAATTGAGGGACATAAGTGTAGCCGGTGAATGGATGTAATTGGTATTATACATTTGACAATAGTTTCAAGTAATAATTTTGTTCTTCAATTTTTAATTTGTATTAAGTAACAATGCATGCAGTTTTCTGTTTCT |
| 03 | CL4684.Contig1_All | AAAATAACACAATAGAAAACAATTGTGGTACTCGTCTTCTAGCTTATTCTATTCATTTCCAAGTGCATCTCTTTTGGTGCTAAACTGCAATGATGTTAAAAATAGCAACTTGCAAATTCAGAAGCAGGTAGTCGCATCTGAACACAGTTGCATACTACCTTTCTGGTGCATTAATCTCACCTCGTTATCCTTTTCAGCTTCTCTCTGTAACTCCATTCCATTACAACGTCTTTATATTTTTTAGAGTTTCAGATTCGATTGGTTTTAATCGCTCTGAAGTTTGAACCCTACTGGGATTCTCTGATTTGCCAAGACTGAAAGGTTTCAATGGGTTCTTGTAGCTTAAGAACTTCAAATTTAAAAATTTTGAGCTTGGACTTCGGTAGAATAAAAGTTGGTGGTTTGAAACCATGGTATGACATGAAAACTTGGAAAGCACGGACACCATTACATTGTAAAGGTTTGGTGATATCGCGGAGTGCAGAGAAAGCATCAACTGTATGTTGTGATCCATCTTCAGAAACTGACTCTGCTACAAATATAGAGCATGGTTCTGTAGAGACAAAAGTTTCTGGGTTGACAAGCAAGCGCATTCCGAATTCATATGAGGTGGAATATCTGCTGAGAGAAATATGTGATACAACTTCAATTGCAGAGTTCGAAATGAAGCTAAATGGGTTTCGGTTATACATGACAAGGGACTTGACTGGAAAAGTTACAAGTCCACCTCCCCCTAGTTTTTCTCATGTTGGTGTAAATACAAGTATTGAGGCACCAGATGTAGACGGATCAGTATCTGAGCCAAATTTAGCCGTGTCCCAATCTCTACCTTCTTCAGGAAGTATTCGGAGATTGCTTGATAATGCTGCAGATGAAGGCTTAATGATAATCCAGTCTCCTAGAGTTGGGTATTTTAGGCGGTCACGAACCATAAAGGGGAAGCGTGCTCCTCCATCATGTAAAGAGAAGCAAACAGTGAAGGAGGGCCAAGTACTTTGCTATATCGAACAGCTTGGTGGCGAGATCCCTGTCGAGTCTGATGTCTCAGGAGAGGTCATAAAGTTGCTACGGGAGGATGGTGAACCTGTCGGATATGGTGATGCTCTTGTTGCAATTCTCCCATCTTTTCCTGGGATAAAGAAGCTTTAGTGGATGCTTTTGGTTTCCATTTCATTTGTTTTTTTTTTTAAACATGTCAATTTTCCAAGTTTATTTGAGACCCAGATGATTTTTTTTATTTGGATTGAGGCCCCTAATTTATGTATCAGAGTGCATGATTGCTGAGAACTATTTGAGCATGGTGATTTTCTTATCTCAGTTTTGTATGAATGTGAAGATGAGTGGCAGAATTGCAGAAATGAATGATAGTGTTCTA |
| 04 | CL4684.Contig2_All | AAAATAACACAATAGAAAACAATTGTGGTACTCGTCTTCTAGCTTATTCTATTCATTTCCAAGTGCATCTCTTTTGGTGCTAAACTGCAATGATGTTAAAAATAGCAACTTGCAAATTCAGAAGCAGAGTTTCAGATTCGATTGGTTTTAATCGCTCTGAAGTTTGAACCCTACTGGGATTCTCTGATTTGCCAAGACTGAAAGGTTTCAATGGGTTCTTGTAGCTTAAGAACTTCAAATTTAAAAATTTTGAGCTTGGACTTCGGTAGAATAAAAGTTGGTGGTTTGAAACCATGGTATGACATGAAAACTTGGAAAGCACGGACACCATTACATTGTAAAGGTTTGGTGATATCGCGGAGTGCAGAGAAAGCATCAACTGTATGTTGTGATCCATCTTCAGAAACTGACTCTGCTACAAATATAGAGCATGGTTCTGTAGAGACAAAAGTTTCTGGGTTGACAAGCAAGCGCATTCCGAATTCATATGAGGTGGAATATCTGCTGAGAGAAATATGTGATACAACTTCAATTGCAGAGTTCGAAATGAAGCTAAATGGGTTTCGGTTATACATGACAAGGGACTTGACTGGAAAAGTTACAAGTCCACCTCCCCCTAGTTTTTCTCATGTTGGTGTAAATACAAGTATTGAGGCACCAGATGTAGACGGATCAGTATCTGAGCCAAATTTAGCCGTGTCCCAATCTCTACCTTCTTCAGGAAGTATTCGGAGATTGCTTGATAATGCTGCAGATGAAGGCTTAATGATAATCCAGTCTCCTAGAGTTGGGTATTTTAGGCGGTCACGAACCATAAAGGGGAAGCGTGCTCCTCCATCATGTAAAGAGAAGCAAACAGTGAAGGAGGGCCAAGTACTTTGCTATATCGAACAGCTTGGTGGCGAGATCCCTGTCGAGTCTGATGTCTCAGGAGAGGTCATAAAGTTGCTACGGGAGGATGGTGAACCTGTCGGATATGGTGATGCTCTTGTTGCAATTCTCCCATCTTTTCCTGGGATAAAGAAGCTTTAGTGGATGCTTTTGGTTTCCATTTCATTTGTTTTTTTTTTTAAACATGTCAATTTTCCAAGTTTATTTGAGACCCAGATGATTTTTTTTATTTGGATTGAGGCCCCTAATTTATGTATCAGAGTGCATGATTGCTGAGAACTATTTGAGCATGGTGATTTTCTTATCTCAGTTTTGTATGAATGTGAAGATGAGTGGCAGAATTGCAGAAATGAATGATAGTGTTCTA |
| 05 | CL4684.Contig3_All | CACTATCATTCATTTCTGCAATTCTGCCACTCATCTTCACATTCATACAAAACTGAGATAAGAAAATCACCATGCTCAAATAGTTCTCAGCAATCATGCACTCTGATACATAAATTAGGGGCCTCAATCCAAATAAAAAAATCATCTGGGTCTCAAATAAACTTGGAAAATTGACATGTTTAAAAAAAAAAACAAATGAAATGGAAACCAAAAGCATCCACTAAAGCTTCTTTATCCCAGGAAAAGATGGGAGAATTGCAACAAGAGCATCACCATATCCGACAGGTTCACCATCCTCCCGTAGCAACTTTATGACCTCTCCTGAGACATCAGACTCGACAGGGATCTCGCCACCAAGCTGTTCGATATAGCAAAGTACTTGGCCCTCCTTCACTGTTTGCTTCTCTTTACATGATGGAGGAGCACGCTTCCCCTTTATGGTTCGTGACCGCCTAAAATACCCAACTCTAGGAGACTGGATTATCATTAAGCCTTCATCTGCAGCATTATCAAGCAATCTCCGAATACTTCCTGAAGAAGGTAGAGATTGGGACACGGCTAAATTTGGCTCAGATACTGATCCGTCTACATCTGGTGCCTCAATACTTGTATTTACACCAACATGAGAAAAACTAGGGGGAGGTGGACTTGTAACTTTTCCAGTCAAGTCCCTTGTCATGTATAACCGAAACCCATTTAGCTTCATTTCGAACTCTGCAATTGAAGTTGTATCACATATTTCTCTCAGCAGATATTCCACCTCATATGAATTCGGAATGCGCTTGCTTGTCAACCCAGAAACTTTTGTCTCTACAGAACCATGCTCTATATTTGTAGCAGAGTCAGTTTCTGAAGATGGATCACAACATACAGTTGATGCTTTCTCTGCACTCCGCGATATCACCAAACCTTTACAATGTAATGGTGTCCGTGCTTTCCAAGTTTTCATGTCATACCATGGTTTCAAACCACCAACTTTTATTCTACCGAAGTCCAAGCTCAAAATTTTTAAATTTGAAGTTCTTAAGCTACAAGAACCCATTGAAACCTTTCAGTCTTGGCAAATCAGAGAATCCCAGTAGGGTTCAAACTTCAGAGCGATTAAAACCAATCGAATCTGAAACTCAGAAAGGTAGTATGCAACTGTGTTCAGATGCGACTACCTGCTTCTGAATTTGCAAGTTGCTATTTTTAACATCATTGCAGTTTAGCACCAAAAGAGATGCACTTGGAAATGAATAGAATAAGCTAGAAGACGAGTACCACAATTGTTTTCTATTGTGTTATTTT |
| 06 | CL6718.Contig1_All | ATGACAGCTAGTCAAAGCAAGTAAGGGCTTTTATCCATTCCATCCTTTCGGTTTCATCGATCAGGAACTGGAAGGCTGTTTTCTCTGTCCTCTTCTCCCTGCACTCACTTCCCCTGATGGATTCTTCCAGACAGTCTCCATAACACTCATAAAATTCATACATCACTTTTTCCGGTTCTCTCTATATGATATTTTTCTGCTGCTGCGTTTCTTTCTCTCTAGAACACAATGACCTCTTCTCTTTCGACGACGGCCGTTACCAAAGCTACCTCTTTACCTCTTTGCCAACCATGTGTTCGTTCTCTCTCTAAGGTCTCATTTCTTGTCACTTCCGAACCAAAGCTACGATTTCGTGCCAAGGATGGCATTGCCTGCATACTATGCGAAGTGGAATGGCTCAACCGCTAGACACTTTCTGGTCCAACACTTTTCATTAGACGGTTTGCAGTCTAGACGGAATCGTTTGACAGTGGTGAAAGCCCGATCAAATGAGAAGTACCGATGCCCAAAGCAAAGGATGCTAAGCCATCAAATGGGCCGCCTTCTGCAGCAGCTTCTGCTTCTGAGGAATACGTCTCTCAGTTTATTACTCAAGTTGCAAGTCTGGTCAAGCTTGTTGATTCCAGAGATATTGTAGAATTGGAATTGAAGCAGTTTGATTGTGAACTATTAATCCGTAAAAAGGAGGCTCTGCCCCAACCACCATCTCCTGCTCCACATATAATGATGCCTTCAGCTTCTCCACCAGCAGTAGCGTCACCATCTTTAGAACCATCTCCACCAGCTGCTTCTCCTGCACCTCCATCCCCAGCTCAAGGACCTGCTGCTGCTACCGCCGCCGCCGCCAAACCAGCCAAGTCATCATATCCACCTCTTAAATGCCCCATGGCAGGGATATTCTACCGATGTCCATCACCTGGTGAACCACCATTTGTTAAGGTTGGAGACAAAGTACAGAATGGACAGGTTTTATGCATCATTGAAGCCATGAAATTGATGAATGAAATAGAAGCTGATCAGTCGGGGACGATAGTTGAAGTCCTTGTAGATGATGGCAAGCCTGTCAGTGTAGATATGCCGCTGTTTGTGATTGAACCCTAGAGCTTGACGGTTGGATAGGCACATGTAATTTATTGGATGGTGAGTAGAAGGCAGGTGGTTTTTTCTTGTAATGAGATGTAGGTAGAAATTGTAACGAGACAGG |
| 07 | CL6718.Contig2_All | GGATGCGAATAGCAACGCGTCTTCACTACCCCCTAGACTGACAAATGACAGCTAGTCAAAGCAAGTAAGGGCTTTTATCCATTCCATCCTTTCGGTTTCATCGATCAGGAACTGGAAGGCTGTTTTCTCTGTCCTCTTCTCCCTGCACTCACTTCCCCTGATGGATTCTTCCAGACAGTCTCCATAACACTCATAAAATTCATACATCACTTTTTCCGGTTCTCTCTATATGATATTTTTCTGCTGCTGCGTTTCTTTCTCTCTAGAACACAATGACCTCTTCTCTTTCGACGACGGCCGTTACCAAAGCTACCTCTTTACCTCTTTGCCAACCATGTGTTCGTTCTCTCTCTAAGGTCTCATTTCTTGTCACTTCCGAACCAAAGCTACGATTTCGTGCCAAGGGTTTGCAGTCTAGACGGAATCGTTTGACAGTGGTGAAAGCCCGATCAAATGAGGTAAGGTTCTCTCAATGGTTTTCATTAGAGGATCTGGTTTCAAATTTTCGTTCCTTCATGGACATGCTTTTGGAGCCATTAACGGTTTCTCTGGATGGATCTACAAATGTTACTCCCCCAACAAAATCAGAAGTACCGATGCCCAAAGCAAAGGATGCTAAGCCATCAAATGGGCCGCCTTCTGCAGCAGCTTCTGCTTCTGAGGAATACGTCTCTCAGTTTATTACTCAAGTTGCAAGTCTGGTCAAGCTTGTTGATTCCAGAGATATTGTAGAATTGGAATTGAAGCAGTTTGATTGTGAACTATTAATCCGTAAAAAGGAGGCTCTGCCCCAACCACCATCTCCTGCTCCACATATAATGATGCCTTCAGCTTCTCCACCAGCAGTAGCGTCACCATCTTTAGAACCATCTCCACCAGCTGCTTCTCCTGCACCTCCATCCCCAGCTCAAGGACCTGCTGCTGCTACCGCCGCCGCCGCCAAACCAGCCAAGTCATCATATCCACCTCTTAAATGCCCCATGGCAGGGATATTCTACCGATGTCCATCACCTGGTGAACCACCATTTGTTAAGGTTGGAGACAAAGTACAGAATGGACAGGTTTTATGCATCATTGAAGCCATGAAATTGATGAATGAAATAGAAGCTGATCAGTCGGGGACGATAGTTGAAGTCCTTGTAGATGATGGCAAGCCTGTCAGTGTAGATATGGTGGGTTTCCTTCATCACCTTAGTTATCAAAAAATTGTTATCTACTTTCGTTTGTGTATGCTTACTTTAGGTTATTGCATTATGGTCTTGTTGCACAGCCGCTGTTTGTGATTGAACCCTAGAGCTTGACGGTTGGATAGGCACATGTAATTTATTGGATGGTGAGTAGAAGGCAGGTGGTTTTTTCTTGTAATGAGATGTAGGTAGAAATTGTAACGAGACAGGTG |
| 08 | CL6718.Contig3_All | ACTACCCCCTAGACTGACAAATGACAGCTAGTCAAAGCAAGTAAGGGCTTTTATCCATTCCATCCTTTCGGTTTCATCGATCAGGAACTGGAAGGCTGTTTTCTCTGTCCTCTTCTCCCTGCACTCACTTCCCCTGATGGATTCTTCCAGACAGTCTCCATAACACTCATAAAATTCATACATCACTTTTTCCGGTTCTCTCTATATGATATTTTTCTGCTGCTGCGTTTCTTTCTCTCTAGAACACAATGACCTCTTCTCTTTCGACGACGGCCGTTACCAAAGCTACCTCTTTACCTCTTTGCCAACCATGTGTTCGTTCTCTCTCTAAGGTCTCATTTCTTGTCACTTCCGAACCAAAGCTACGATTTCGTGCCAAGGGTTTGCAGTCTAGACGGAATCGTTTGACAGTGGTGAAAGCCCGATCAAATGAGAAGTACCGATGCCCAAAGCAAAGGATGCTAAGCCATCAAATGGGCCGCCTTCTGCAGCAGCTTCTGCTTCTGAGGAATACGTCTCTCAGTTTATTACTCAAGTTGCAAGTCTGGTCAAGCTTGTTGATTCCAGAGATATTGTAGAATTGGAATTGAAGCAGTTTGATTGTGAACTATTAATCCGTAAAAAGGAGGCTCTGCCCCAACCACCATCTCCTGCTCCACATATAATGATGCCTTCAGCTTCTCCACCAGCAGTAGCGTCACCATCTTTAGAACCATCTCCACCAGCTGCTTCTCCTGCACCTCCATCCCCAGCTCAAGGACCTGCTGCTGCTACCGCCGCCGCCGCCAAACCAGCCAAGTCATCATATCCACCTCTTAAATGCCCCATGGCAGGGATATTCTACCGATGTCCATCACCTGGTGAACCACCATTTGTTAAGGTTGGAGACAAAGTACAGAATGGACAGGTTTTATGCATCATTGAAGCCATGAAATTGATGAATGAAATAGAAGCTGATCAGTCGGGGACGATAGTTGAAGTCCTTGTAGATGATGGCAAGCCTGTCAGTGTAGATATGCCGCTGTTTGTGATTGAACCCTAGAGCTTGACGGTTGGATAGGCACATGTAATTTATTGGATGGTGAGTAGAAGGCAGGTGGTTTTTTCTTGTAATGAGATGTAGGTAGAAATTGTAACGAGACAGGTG |
| 09 | CL6718.Contig4_All | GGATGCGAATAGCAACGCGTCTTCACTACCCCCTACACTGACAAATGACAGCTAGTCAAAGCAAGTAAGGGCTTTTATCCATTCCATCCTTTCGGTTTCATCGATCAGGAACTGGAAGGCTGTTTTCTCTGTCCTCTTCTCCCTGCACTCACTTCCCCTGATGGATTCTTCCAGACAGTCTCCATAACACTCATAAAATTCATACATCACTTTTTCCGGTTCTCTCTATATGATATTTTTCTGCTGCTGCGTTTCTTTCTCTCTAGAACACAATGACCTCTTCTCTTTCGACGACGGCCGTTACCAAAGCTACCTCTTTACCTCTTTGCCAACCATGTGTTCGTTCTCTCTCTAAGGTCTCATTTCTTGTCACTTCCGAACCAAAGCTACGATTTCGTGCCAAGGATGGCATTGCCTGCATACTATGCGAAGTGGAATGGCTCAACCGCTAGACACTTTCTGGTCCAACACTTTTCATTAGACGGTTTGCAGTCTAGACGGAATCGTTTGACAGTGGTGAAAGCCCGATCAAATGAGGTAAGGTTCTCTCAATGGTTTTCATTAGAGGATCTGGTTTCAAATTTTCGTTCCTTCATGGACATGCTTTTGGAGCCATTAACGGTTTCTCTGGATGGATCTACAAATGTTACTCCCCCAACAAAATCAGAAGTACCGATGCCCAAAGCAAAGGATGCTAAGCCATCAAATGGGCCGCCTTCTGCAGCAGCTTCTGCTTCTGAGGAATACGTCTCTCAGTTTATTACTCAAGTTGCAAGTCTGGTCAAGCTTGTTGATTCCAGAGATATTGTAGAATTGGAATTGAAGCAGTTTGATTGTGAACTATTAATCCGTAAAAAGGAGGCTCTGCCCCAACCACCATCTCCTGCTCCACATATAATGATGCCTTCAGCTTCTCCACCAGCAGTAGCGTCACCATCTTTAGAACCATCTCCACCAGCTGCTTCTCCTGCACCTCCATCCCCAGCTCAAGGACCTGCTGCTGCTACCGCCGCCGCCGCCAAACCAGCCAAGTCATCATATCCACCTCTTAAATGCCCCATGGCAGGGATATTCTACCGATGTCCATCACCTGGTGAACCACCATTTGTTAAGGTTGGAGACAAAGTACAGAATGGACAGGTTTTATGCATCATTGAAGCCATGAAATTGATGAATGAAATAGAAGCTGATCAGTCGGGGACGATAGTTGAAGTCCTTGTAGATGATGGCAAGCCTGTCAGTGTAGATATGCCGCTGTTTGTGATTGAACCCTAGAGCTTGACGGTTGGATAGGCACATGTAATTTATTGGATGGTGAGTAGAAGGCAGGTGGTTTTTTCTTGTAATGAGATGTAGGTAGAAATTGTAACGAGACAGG |
| 10 | CL6718.Contig5_All | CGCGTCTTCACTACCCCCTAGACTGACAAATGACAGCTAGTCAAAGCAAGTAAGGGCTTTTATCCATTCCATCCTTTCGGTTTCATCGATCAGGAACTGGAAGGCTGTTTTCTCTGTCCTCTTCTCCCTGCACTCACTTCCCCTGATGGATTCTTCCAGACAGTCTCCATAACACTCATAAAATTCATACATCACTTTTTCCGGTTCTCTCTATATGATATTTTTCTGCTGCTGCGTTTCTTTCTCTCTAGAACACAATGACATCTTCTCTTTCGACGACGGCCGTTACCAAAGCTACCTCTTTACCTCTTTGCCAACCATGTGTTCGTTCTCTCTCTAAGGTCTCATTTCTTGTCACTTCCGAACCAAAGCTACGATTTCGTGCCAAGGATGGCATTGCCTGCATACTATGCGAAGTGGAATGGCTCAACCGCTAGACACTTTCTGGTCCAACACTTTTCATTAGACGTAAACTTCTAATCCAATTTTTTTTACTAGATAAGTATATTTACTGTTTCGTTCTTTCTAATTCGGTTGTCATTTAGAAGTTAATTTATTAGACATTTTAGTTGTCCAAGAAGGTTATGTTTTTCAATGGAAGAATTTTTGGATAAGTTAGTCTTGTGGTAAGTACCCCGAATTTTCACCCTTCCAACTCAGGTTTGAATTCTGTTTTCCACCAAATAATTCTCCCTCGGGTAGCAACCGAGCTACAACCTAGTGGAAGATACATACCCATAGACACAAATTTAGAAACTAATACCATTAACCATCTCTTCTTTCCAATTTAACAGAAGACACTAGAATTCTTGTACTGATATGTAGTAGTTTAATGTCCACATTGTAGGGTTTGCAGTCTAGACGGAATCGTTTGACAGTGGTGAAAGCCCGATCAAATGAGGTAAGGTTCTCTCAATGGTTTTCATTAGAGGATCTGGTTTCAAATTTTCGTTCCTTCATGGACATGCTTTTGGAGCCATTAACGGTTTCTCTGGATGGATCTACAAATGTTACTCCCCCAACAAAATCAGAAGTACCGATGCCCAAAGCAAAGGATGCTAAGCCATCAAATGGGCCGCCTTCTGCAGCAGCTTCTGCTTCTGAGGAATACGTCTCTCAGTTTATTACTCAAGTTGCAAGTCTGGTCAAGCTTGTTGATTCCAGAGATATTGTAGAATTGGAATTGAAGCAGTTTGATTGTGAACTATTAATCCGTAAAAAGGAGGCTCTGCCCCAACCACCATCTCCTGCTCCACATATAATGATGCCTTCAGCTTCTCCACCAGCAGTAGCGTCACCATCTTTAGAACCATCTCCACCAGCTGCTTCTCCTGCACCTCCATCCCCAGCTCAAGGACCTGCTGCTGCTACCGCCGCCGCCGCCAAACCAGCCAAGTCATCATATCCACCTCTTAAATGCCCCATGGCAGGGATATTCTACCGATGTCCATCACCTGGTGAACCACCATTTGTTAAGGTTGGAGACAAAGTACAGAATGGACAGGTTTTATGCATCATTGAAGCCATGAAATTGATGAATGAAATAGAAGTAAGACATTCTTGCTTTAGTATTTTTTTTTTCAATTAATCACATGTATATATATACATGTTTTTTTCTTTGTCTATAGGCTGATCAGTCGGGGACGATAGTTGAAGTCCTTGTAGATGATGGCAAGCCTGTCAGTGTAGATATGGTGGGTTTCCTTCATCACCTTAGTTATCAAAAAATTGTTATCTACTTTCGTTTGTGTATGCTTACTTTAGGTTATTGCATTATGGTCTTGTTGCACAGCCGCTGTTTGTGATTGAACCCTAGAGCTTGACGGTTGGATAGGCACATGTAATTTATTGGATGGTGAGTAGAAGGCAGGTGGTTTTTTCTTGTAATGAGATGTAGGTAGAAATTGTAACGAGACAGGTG |
| 11 | CL6718.Contig6_All | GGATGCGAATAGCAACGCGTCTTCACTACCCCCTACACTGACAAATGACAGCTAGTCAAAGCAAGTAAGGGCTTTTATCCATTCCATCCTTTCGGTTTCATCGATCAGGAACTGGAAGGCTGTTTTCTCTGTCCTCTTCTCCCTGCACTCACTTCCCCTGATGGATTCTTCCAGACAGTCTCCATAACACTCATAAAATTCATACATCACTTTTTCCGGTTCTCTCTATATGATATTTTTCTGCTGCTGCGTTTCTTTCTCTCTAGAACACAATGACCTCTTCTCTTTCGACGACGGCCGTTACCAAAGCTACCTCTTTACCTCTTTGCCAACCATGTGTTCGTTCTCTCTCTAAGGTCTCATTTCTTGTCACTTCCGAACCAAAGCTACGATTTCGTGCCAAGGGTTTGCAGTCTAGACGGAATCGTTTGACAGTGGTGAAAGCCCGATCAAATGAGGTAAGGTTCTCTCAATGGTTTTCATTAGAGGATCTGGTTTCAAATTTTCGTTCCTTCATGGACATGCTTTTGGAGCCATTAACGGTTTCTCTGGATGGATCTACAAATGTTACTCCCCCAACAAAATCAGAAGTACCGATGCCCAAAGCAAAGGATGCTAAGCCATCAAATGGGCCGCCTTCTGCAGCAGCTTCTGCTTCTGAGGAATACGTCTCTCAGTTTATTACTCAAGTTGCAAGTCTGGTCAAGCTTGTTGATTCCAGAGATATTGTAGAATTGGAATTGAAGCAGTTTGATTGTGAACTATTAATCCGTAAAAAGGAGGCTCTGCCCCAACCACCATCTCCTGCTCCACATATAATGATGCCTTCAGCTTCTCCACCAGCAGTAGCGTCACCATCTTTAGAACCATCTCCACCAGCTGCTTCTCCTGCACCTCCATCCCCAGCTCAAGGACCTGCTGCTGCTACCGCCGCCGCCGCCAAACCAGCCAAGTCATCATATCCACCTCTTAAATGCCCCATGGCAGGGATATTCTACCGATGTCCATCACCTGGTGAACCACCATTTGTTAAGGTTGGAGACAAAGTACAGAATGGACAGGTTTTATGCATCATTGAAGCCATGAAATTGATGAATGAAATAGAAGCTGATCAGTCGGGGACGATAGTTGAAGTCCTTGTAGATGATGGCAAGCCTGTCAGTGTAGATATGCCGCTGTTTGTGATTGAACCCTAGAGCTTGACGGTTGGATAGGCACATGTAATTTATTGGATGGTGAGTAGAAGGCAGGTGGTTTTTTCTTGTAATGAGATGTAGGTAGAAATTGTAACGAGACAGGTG |
| 12 | CL750.Contig1_All | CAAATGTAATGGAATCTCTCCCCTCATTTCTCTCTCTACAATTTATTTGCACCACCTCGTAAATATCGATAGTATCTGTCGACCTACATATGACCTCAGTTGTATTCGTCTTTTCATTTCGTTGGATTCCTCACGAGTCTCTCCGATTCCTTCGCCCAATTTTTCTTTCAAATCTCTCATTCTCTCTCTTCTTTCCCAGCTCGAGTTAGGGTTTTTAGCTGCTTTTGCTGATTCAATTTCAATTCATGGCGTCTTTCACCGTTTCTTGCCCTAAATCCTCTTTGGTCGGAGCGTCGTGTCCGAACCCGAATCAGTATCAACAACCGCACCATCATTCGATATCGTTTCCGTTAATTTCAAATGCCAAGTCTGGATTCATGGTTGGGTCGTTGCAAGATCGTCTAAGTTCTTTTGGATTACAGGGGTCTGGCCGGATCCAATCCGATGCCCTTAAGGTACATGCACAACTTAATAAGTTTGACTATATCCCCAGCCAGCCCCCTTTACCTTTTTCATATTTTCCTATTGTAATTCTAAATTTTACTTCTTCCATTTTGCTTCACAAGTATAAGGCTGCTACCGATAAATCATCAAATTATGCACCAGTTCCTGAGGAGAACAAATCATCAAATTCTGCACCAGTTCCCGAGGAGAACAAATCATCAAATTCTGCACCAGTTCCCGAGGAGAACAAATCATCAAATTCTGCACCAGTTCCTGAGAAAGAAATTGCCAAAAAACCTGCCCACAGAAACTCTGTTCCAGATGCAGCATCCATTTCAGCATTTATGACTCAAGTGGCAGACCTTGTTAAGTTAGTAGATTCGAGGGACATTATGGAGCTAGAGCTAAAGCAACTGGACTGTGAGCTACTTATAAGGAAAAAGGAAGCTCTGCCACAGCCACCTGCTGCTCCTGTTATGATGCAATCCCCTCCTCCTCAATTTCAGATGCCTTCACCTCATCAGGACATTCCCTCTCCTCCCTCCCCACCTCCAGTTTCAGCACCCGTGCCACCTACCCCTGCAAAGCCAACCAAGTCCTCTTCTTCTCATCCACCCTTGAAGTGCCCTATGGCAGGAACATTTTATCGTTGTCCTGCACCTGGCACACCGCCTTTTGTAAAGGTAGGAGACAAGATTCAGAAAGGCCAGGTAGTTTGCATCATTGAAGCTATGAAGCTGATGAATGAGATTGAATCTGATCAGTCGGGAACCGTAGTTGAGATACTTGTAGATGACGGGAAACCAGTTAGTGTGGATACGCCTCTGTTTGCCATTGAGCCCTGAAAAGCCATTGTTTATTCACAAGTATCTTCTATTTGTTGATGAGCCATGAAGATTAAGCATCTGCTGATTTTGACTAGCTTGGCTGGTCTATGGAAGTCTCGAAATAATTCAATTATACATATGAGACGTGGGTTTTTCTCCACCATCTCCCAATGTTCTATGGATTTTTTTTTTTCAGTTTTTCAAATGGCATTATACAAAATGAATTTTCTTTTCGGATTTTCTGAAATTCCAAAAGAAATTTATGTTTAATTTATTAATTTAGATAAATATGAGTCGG |
| 13 | CL750.Contig2_All | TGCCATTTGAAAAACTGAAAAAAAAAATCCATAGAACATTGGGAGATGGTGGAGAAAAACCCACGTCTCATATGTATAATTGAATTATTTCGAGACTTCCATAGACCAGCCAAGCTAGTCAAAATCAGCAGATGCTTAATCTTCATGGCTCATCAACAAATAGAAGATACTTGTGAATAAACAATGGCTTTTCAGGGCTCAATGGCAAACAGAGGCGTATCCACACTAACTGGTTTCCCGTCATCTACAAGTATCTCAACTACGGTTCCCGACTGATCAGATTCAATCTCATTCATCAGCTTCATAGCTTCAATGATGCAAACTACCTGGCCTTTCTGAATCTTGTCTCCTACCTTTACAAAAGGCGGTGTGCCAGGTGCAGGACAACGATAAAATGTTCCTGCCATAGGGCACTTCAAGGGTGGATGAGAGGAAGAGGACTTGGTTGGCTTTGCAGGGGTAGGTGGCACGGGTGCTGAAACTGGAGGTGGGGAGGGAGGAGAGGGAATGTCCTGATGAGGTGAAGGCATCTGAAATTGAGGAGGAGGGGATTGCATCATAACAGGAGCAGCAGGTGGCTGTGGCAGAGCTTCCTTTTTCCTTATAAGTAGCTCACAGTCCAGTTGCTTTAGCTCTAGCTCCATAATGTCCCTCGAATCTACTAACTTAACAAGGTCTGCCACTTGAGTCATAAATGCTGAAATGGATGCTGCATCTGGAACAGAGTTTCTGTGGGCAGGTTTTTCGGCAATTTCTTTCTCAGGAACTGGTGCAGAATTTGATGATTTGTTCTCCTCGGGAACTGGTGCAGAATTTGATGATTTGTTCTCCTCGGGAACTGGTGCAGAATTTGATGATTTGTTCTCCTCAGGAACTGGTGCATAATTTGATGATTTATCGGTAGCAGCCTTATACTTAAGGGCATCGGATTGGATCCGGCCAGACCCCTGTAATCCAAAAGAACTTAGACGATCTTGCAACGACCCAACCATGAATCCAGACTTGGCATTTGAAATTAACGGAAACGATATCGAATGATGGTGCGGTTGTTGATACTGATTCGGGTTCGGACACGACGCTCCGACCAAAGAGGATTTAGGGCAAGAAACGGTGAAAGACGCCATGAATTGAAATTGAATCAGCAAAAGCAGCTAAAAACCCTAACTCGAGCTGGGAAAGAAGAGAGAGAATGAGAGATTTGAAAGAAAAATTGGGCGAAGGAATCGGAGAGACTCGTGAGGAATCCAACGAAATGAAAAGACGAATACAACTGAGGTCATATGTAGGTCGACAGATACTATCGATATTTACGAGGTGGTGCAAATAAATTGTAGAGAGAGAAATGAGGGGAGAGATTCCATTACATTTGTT |
| 14 | CL750.Contig4_All | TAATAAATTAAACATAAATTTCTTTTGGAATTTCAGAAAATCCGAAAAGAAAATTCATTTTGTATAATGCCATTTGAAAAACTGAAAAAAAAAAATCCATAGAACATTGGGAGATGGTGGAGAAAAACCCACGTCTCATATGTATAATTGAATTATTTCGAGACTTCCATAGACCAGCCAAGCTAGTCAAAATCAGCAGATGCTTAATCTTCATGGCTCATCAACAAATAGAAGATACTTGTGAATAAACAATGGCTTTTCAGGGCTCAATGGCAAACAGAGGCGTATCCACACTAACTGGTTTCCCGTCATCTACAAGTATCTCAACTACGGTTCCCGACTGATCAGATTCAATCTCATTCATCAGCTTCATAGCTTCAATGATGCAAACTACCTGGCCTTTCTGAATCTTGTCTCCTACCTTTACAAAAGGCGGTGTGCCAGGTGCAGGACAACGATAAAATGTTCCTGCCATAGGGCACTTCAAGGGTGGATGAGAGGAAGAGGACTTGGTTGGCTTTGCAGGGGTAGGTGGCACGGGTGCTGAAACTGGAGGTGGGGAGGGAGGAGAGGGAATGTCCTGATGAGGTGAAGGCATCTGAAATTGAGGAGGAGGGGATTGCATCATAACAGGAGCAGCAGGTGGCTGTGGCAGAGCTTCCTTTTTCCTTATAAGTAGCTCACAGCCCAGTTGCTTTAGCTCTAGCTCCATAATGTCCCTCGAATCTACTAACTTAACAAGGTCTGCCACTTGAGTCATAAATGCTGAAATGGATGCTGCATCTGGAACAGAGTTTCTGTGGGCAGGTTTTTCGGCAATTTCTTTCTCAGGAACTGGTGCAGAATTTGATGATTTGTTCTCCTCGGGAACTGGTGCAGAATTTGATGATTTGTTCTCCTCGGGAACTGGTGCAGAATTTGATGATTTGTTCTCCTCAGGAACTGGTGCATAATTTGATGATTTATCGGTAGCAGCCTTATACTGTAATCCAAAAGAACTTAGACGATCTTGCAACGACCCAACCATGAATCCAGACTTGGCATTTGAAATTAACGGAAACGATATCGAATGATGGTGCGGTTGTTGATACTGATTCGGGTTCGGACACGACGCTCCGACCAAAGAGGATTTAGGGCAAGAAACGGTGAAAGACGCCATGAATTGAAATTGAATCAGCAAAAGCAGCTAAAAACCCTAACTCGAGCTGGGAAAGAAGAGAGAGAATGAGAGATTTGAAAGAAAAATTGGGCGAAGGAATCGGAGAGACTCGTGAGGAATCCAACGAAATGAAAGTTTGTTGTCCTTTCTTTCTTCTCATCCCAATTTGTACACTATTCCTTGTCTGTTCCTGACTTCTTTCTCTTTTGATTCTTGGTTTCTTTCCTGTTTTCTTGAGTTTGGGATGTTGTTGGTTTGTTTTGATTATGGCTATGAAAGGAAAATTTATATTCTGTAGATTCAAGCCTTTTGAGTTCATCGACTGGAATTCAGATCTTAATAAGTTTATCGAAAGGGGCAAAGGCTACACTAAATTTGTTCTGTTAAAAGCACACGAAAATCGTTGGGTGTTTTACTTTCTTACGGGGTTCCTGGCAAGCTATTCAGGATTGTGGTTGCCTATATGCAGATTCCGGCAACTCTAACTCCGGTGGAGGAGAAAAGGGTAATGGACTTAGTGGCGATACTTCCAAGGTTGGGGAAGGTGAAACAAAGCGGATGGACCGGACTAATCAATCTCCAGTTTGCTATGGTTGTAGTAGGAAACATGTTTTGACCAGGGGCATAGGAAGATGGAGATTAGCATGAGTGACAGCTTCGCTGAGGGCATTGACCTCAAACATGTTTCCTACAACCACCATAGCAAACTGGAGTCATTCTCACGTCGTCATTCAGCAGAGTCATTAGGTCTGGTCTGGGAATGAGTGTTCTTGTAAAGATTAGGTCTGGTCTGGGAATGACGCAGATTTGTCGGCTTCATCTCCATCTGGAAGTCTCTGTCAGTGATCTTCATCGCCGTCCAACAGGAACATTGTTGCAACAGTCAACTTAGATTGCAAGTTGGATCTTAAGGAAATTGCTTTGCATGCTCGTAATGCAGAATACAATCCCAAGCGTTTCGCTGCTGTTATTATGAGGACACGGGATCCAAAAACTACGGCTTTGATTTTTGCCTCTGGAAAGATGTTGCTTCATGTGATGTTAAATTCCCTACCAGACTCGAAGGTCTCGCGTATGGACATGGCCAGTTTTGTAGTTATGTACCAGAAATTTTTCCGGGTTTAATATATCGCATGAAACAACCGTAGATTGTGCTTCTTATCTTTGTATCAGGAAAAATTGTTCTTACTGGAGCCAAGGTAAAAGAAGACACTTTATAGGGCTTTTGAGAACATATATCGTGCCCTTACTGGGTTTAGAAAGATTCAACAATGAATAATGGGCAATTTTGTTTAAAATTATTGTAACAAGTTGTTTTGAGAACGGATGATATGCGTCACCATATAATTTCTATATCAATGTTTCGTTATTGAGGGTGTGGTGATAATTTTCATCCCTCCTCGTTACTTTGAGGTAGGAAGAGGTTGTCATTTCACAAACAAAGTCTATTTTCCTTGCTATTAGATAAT |
| 15 | CL750.Contig5_All | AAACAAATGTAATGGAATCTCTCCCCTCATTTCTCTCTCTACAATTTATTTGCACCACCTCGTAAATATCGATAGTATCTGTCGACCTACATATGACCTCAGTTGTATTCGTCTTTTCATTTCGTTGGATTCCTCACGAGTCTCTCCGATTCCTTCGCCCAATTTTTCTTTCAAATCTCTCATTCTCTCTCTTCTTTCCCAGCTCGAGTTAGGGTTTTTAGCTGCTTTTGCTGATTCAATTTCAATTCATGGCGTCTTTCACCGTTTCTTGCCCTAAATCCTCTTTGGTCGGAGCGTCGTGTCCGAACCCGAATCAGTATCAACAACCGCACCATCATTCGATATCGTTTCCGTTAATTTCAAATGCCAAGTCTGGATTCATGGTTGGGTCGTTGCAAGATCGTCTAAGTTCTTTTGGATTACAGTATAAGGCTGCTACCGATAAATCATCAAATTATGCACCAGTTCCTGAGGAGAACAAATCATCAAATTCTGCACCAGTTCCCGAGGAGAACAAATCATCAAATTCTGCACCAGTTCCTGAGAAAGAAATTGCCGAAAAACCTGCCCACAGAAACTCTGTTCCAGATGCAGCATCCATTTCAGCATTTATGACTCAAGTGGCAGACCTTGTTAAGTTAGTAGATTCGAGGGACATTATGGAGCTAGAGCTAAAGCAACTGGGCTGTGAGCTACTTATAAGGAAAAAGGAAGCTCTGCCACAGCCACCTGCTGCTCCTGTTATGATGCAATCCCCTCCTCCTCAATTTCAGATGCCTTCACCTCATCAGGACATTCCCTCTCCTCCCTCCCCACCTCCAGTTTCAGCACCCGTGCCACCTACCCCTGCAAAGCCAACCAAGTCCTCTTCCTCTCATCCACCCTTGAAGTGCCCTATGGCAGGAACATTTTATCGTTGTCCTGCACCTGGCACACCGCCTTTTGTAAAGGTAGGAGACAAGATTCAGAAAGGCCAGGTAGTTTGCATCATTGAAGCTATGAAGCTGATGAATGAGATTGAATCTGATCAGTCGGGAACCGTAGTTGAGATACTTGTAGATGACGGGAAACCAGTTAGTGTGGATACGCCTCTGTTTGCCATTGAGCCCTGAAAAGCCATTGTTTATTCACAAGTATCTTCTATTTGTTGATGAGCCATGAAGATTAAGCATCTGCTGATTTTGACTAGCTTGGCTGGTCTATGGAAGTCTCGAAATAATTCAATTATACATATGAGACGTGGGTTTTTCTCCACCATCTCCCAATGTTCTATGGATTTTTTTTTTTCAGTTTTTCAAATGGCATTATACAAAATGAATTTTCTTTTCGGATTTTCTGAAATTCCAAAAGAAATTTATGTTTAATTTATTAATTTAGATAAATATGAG |
| 16 | CL750.Contig6_All | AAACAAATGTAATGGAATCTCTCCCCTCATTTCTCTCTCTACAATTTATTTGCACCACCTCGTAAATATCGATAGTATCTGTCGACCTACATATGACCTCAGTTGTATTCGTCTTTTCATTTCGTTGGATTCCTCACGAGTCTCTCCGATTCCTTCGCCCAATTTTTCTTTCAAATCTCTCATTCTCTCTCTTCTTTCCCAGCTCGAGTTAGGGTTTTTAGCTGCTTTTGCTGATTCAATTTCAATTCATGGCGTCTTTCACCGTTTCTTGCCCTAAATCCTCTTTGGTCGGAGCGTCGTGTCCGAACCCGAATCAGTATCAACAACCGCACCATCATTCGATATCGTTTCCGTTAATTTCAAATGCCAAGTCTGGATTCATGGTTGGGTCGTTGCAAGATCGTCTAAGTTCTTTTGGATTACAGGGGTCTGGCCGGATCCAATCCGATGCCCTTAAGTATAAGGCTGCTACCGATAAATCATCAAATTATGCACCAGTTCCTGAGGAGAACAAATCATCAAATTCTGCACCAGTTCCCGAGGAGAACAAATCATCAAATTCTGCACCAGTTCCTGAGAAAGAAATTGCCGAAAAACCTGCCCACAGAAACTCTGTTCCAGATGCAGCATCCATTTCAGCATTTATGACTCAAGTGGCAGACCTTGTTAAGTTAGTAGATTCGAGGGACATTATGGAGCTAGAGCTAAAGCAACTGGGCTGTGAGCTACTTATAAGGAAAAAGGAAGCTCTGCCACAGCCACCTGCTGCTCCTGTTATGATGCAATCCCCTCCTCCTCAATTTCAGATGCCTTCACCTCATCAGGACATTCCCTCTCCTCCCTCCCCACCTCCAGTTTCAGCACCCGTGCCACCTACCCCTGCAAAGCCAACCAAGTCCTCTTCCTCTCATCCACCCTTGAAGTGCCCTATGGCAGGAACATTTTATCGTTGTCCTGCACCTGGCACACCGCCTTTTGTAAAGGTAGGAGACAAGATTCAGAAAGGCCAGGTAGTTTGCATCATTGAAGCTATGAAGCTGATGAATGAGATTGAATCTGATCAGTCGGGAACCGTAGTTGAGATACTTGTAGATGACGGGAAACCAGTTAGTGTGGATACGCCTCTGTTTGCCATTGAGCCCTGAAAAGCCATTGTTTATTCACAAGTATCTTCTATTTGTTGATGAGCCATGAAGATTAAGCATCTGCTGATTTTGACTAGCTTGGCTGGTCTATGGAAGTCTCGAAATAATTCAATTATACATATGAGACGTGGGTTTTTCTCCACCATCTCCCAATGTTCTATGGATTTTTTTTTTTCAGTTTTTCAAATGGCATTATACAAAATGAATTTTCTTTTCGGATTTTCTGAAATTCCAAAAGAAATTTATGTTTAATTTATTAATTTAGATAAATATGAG |

# Supplementary material for: Identification of genes associated with the biosynthesis of unsaturated fatty acid and oil accumulation in herbaceous peony ‘Hangshao’ (Paeonia lactiflora ‘Hangshao’) seeds based on transcriptome analysis
**Source:** BMC Genomics. 2021 Feb 1;22:94. doi: 10.1186/s12864-020-07339-7
**Supplement:** Supplementary file 15 — Additional file 15: Table S12. Gene-specific primer sequence for qRT-PCR detection

Table S12 Gene-speciﬁc primer sequence for qRT-PCR detection

| Gene_ID | Gene Name | Forward Primer（5'-3'） | Reverse Primer（5'-3'） |
| --- | --- | --- | --- |
| JN105229 | *Actin* | ACTGCTGAACGGGAAATT | ATGGCTGGAACAGGACTT |
| Unigene23603 | *BCCP* | CTGTACCACCTGCCTTACCT | CACTTTATCTCCCACCTTGA |
| CL6932.Contig4_All | *BC* | GCTGTAGTAGAGATGAAGGAA | TGCGGTGTTGTATGTGTAA |
| Unigene20202 | *MCAT* | AACTCCCGCAAACTACAC | GCTATGAATTGGGACCTG |
| Unigene29386 | *KASII* | TGGCTGAGGTGAATGCTA | CAACTGAAGGCTCTGGATTA |
| Unigene37345_All | *KASIII* | CTTTCGCTTTGCTTGTCG | TATCACTCGTTCTGGTGGC |
| CL14443.Contig1_All | *FATA* | ACCTACATTGGCTGGGTTCT | AAACTGCTTCCGCCTCTT |
| Unigene26774 | *FATB* | GCGCAAAGGTTTAACTCC | TCTCCAAGATTGGCAAGG |
| CL15103.Contig1_All | *KCR* | TGAAGTGGATGAGAAGTTGT | GGTCGGAAGGAATAATAATGG |
| Unigene13977_All | *SAD* | CACTTGAACATGCACCTCCCG | AAATCTTTCCCTGTGTGTCTTCCGG |
| CL2636.Contig4 | *FAD2* | GCCAACAGTGTCATCAAC | TCCACCTCCTTCCTCATC |
| CL2686.Contig5 | *FAD3* | CTCTTCCCTCAAATCCCA | GGTCTTGATTGATGCTCC |
| CL13349.Contig2 | *FAD7* | GCCACAGGACTCATCATC | GACTTCTCTTCCACAGGTAA |
| Unigene30381_All | *GPAT* | CCATCCCAGCCGTTGCCTTGA | CCGATCACTCAACTCTGCGAATAAAGC |
| CL6160.Contig2_All | *DGAT* | AGAAGTTGGGATCTGAGTCAAGGTG | GGCAGACTTGTCTTAAACCGCACT |
| CL8973.Contig3_All | *OLE* | TTGACCACTGGGTTTCTTGCTTCC | CAAACTGCTCCGCCTTGTCCTT |
| CL6205.Contig10_All | *CLO* | AAGCATGGGAGTGACTCTGGAGC | CCCTAGCAAGAACATACAGAAGTCCC |

How the deposited data were processed for this re-analysis (not part of the article)

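Seeds of the herbaceous peony ‘Hangshao’ were sequenced at 30, 60 and 90 DAF, with 3 libraries per stage and 9 in all. The authors filtered the reads, assembled unigenes without a reference genome, mapped the reads of each library back to the unigenes with Bowtie2 and estimated FPKM with RSEM, and it is these FPKM that were deposited. The versions of these tools are not given in the sources used here. The deposited table holds 1 line per unigene with 1 FPKM value per library, and 9 of its lines carry no unigene and were left out. Libraries were assigned to stage and replicate by the names of the columns. The paper names DESeq2 as its tool for DEGs, and read counts were not analysed here.

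From the FPKM, log2(FPKM + 0.5) was computed for unigenes with at least 0.5 FPKM in at least 3 of the 9 libraries, 55192 in all. A linear model with a term for each stage was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a trend of the variance on the mean. Group I compares 60 with 30 DAF, Group II 90 with 60 DAF and Group III 90 with 30 DAF. A DEG had a fold change of at least 2 on this scale and an adjusted p of at most 0.05 with Benjamini-Hochberg adjustment over all tested unigenes. An F test over the 3 stages used the same limit on the adjusted p. The 3 groups share libraries, so the overlap of their DEGs was set against 20 simulated sets of libraries without a stage effect. For lists of the paper's supplementary tables, the adjustment was also made over the list alone, and such a result is not independent evidence, because the lists were drawn from the same libraries. The test was checked on simulated data with 200 changed unigenes. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, with scipy 1.17.1 for clustering and exact tests, statsmodels 0.14.6 and matplotlib 3.10.9.

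Precision at low values is limited by depth. The Table S1 of the paper gives similar numbers of clean reads for all libraries, and the step between low FPKM values gave relative depths of 0.871 to 1.07. An FPKM of 0 therefore means no read assigned, not absence, and the fitted change of a unigene at 0 in 1 stage depends on the 0.5 that was added.

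The unigenes named in the text were set by a rule written before the data were examined, although values of Tables S8 to S10 in the paper had been seen. The rule took the 16 unigenes with qRT-PCR primers, the unigenes the paper's text names, and the unigenes of Tables S10 and S11 at the sentence on their own enzyme (all of them, or the 3 of highest mean FPKM where there were more than 6). To these it added, for each group, the 2 largest rises and the 2 largest falls of Table S10 among DEGs whose libraries did not overlap, and the 2 largest rises and falls of Group III outside Tables S8 to S11. Log2 changes are printed for a part of these unigenes, mostly the highest of each enzyme, and that part was chosen after the values were seen.

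The alternatives were an added value of 0.1 or 1, no filter or a filter of 1 FPKM, median-of-ratios scaling and quantile normalization, a model of only the 2 stages compared, the replicate number as a block, no variance trend, robust moderation, FPKM summed over the contigs of a cluster, each library left out in turn, and an adjusted p of at most 0.01. For values without a test they were stage medians, 0.5 added to every stage mean, limits of 0.1 and 1 FPKM for detection, and complete and Ward linkage for the clustering. The parts of Table S5 on Groups II and III were held only in part and were not analysed here, and neither the qRT-PCR nor the measurements of oil and fatty acids were used here.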

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

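All tests in this part had been set before their results were seen. The 4 unigenes below lie outside Tables S8 to S11 and were singled out because they show a signal in unigenes that the paper does not discuss, namely the 2 largest rises and the 2 largest falls from 30 to 90 DAF among DEGs whose libraries did not overlap.

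CL10042.Contig1_All rose from 0.267 ± 0.129 FPKM at 30 DAF to 55.0 ± 47.9 at 60 DAF and 2211 ± 417 at 90 DAF, a log2 change of 11.49 in Group III (standard error 0.53, adjusted p = 9.77e-07 by limma with Benjamini-Hochberg adjustment, 11.43 relative to the median unigene). CL1460.Contig1_All had 0.0500, 0.0800 and 0 in its 3 libraries at 30 DAF, 5.84 ± 6.51 at 60 DAF and 1093 ± 87.1 at 90 DAF, with 10.98 in Group III (standard error 0.61, adjusted p = 2.93e-06 by limma with Benjamini-Hochberg adjustment, 10.91 relative to the median unigene). CL5147.Contig3_All fell from 3309.9 ± 402 to 1143 ± 78.1, and had 0.140, 0 and 0 in its 3 libraries at 90 DAF, with -12.57 in Group III (standard error 0.15, adjusted p = 2.35e-09 by limma with Benjamini-Hochberg adjustment, -12.63 relative to the median unigene). CL4133.Contig8_All fell from 2584 ± 1642 to 48.1 ± 50.5, and was listed at 0 in each library at 90 DAF, with -12.15 in Group III (standard error 0.88, adjusted p = 1.35e-05 by limma with Benjamini-Hochberg adjustment, -12.21 relative to the median unigene). The last 3 changes have libraries at 0 and the first has all libraries at 30 DAF under 0.5 FPKM, so the size of all 4 depends on the 0.5 added before the logarithm.

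The tables argue against 3 technical explanations. Scaling of the libraries is excluded, since 4 of the 4 unigenes were DEGs under both median-of-ratios scaling and quantile normalization. The size factors of median-of-ratios scaling ran only from 0.781 to 1.30. With the largest changes picked beforehand, this check could hardly have failed. Reads split between near-identical contigs of a cluster are excluded, since the cluster sums of 4 of the 4 were DEGs, with log2 changes of 11.49, 10.45, -11.65 and -11.82. A single library that decides the change is excluded, since 4 of the 4 were DEGs with each library left out. Reads from another organism were not tested, and the stage of the seeds stays open as a hypothesis.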

How the results depend on the processing

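All alternatives had been set before the data were examined, and none was added. Of the values of the main results under them, 695 stayed within 1.5 times the value given above or kept their side of the threshold, and 34 moved beyond it. None of the 45 changes of named unigenes that were followed under the alternatives was reversed. Median-of-ratios scaling turned the direction of the summed FPKM of OLE in Group II and of PLA2, FAD7, GPAT, LPAAT and PDAT in Group I, and in Group II it turned a majority of upregulated DEGs into a majority of downregulated ones. Of the 45 changes of named unigenes, 43 kept their direction and their call under all 21 alternatives. The other 2 lost the call only when FPKM was summed over the contigs of a cluster, where CL6953.Contig3_All in Group II had a log2 change of 0.15 (adjusted p = 0.655 by limma with Benjamini-Hochberg adjustment) and CL3672.Contig1_All in Group III one of 0.99 (adjusted p = 0.00155 by limma with Benjamini-Hochberg adjustment), since the sum holds other contigs too.

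Median-of-ratios scaling gave 1534 DEGs up and 1960 down in Group I, 4139 up and 7809 down in Group II, 9 Table S10 unigenes up in Group II by limma and 14 by the ratio of stage means. Quantile normalization gave 1637 up and 1977 down in Group I and 6320 up in Group II. Both shift every unigene of a library against the threshold by construction. Cluster sums gave 12 Table S10 unigenes up in Group I. There each listed contig carries the result of its cluster, so 1 cluster is counted for every contig listed. An adjusted p of at most 0.01 gave 2492 DEGs in Group I, 518 up and 1974 down, 810 in all 3 groups and 15722 unigenes that differ between any stages, as a stricter limit must lower them. With 0.5 added to every stage mean, 27 Table S10 unigenes passed the ratio in all 3 groups, as the addition shrinks ratios of low means. A detection limit of 1 FPKM left 33943, 28727 and 37078 unigenes at 30, 60 and 90 DAF. In the clustering of Table S9, complete linkage put 35 unigenes in clusters whose mean rises, with a largest cluster of 51 and a smallest of 16, and Ward linkage 28, 61 and 10, and the cause was not tested. Other added values, filters, variance models, stage medians, a limit of 0.1 FPKM and a model of only 2 stages moved nothing beyond 1.5 times.

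With each library left out in turn, DEGs ranged from 2327 to 4919 in Group I (609 to 1051 up, 1646 to 3868 down), from 13436 to 14960 in Group II (8628 to 9851 up, 4443 to 5472 down) and from 14031 to 16360 in Group III (6327 to 7681 up, 7217 to 9707 down). In Group I, leaving out 30 DAF replicate 1 gave 2788 DEGs with 2134 down, replicate 2 gave 2327 with 1646 down, and replicate 3 gave 2433 with 609 up and 1824 down, while leaving out 60 DAF replicate 1 gave 628 up. DEGs in all 3 groups ranged from 1031 to 1536, and unigenes that differ between any stages from 20085 to 22084. Table S8 had 401 to 421 DEGs (100 to 152, 273 to 297 and 359 to 391 in Groups I, II and III), or 411 to 428 adjusted over the list alone. Table S10 had 94 to 104 (4 to 7 up and 26 to 36 down, 15 to 18 and 40 to 44, 20 to 22 and 66 to 76), 13 to 19 in all 3 groups, and 96 to 105 adjusted over the list alone. By the ratio of stage means it had 71 to 76 (15 to 18 up, 54 to 60 down), 87 to 93 (25 to 29 up, 62 to 64 down) and 116 to 119 (31 to 32 up, 84 to 87 down), and 42 to 50 in all 3 groups. Table S9 had 30 to 33 rising and 64 to 68 falling unigenes, the KEGG list of Group I 671 to 1105 DEGs, the lowest without 30 DAF replicate 3, and 3 to 3 BCCP unigenes lay at 10 FPKM or more. A stage left with 2 libraries is assumed to vary like the others, and unigenes expressed at 1 stage only drop out of the filter, which still asks for 3 libraries.

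The replicate numbers do not pair the libraries. Deviations from the stage means of libraries with the same number correlated at -0.16 to 0.13 (mean -0.06), and those with different numbers at -0.13 to 0.18 (mean 0.03). With the replicate number as a block there were 3502 DEGs in Group I (770 up, 2732 down), 14497 in Group II, 16024 in Group III, 1188 in all 3 groups and 21059 unigenes that differ between any stages.

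For the DEGs of each group, only 10 splits of 6 libraries into 3 and 3 exist, and the real one, 1 of 10, gave the most, with at most 4 in any other, so chance cannot be excluded this way. For the test over all stages, 1 of 100 splits drawn, the real one, gave as many, with at most 14176 in any other, and chance can be excluded. Depth limits low values, since 1 read is a large part of an FPKM near 0.5, and all alternatives share that limit.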

Differences from the paper's values

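No test in this part was chosen after the values were seen, and the alternatives named here had all been set before the data were examined. The paper gives 2410 upregulated DEGs in Group I, and here there were 947. Of 21 alternatives only quantile normalization, with 1637, came within 1.5 times of the paper's value, and the other 20 did not. For upregulated DEGs in Group II the paper gives 4210 against 10034 here, and only median-of-ratios scaling, with 4139, came within that range. For downregulated DEGs in Group I the paper gives 2225 against 3496 here. Within 1.5 times were the added value of 1 (2672), no filter (2799), a filter of 1 FPKM (3134), median-of-ratios scaling (1960), quantile normalization (1977), the replicate block (2732), cluster sums (2750), an adjusted p of at most 0.01 (1974), and leaving out replicate 1, 2 or 3 at 30 DAF (2134, 1646 and 1824) or at 60 DAF (3192, 2451 and 2621). The added value of 0.1, the model of 2 stages, no trend, robust moderation and leaving out a library at 90 DAF did not. The number under cluster sums counts clusters and single unigenes, so merging contigs lowers it by itself. For downregulated DEGs in Group II the paper gives 8094 against 5196 here, and within 1.5 times were the added value of 0.1 (6164), median-of-ratios scaling (7809), quantile normalization (6477) and leaving out replicate 1 or 3 at 90 DAF (5472 and 5432), while the other 16 were not.

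The paper gives 1698 DEGs with a KEGG annotation in Group I, and 1032 of those it lists were DEGs here. Only the model of the 2 stages compared, with 1135, came within 1.5 times among the 21 alternatives, and adjustment over the list alone gave 1189. For Table S9 the paper gives 11 unigenes in the smallest of 4 clusters and 42 in the largest, against 2 and 102 here with average linkage. Complete linkage (16 and 51) and Ward linkage (10 and 61) both came within 1.5 times.

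Table S8 of the paper lists CL12771.Contig1_All with stage means of 11.52, 7.66 and 19.69 FPKM, where the deposited values gave 19.2, 16.3 and 40.0, and none of 5 alternatives came closer than 1.5 times at any stage. The paper's values equal those deposited for CL12271.Contig1_All. For the BC unigene CL6932.Contig4_All the paper shows about 110 FPKM at 30 DAF and about 93 at 60 DAF in Fig. 8, read by eye, against 38.0 and 8.20 here. At 30 DAF the cluster sum of 80.1 came within 1.5 times and the other 4 alternatives did not, and at 60 DAF none of the 5 did.

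The paper states that upregulated unigenes of fatty acid biosynthesis stayed low apart from CL2376.Contig1_All and CL2376.Contig2_All. CL2376.Contig3_All reached 1.44, 428 and 2.94 FPKM in the 3 libraries at 60 DAF without being a DEG, and CL2376.Contig1_All was not a DEG either, while the other upregulated DEGs of the pathway did stay low. The paper counts most of the FAD3 unigenes among the highly expressed and names no FAD2. Of the 5 FAD3 unigenes 3 reached a stage mean of 100 FPKM and the others stayed under 1, and of the 9 FAD2 unigenes 2 reached it, with 619 and 109, while the numbers for KAR, KCR, SAD, OLE and CLO were 4, 1, 2, 6 and 1. The paper gives a rising average for its smallest and its largest cluster of Table S9. Over the 111 unigenes 35 were higher and 76 lower at 90 DAF than at 30 DAF, and the largest cluster fell under each linkage.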

Other observations

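The tests chosen only after the result was seen were that of the highest correlation at 90 DAF, that of contig pairs correlated below -0.5 and that of KEGG-annotated unigenes outside Table S8.

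The median unigene was lower at 60 DAF than at the other stages. A difference in depth is excluded, since the median change in Group I was -0.358 among 7563 unigenes with a mean of 10 to 100 FPKM. A few very high unigenes fit, since without the 100 highest, which held 27.7% of the FPKM at 30 DAF, 44.2% at 60 DAF and 24.4% at 90 DAF, the median change was -0.067 in Group I. A change of total RNA with the stage of the seed stays open and was not tested.

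The libraries at 90 DAF spread more than those at 30 DAF, with a ratio of the median SD of 1.37 over all tested unigenes. A lower depth is excluded, since the ratio was 1.48 among the 781 unigenes with at least 50 FPKM at every stage, though there 60 DAF spread most, at 1.80 times 30 DAF. Reads shared between contigs are excluded as the whole of it, since the ratio was 1.27 among single unigenes. Whether 1 library is out of place cannot be told apart by the differences between pairs, because the closest pair at 90 DAF differed by 1.09 times the widest pair at 30 DAF. By correlation it is excluded, since the highest r of a pair at 90 DAF was 0.856 and the lowest elsewhere 0.927. Differences in ripening between seeds at 90 DAF stay open and were not tested.

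Contigs of some clusters moved in opposite directions between replicates, as in the oleosin cluster CL8973. The 2 highest contigs had negatively correlated deviations in 37.4% of 9309 clusters, against 45.3% of random pairs. Within clusters the median correlation was 0.27, and random pairs come from different clusters. The comparison therefore cannot tell whether reads are split between near-identical contigs in general. Such splitting fits for a part of the clusters, since 19.3% had a correlation below -0.5, against 11.5% of random pairs. No biological explanation was tested.

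Among DEGs of Group III, 74.8% of those in Table S8 fell, against 54.2% of the others. A chance draw of single unigenes is excluded, since 0% of 10000 random lists matched on mean FPKM reached that share, the highest being 64.0%. The random lists do not keep contigs of a cluster together, so their spread may be too narrow where a list holds such contigs. Scaling is excluded, since the smallest difference under the 2 other scalings was 13.6 percentage points. Whether unigenes with a KEGG annotation fall more often in general cannot be told apart, because within the Group I list 70.8% of the DEGs in Table S8 fell (80 of 113) against 66.3% of those outside it (697 of 1052; p = 0.347, Fisher exact test), and that list was picked for changing in Group I. The stage of the seeds stays open as a hypothesis.

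Some unigenes of Table S8 outside Table S10 changed widely, and they were chosen after their values were seen. They are the 2 largest falls and rises in Group III free of overlap, and the 3 unigenes annotated as wax-ester synthase / diacylglycerol acyltransferase. CL585.Contig6_All (alcohol dehydrogenase) had 558 ± 28.0 at 30 DAF, 55.3 ± 8.58 at 60 DAF and 0 in each library at 90 DAF, CL8334.Contig1_All (beta-galactosidase) 186 ± 12.8 at 30 DAF, 261 ± 25.6 at 60 DAF and 0.170, 0 and 0.0300 in its 3 libraries at 90 DAF, CL11313.Contig2_All (cytochrome P450 family 2 subfamily J) 0, 0 and 0.0800 in its 3 libraries at 30 DAF, 6.55 ± 6.24 at 60 DAF and 1019 ± 945 at 90 DAF, and CL16109.Contig3_All (jasmonate O-methyltransferase) 0.390 ± 0.229 at 30 DAF, 44.4 ± 33.1 at 60 DAF and 183 ± 9.37 at 90 DAF. Of the 3 unigenes annotated as wax-ester synthase / diacylglycerol acyltransferase, CL7151.Contig1_All rose, with 6.32 ± 0.459 at 30 DAF, 12.5 ± 1.08 at 60 DAF and 25.5 ± 3.56 at 90 DAF. The other 2 fell, Unigene37472_All with 3.05 ± 0.824 at 30 DAF, 1.63 ± 0.465 at 60 DAF and 0.0833 ± 0.0681 at 90 DAF and CL12570.Contig1_All with 0.890 ± 0.455 at 30 DAF, 0, 0 and 0.0400 in its 3 libraries at 60 DAF and 0, 0 and 0.260 in its 3 libraries at 90 DAF.

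The changes of Groups I and II correlated at 0.04 over unigenes, those of Groups I and III at 0.55 and those of Groups II and III at 0.86. Groups that share libraries correlate without any effect, at -0.50, 0.50 and 0.50 in 20 simulated sets.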
